# Dynamics and stage-specificity of between-population gene expression divergence in the *Drosophila melanogaster* larval fat body

**DOI:** 10.1371/journal.pgen.1010730

**Published:** 2023-04-26

**Authors:** Amanda Glaser-Schmitt, John Parsch

## Abstract

Gene expression variation is pervasive across all levels of organismal organization, including development. Few studies, however, have examined variation in developmental transcriptional dynamics among populations, or how it contributes to phenotypic divergence. Indeed, the evolution of gene expression dynamics when both the evolutionary and temporal timescale are comparatively short remains relatively uncharacterized. Here, we examined coding and non-coding gene expression in the fat body of an ancestral African and a derived European *Drosophila melanogaster* population across three developmental stages spanning ten hours of larval development. Between populations, expression divergence was largely stage-specific. We detected higher expression variation during the late wandering stage, which may be a general feature of this stage. During this stage, we also detected higher and more extensive lncRNA expression in Europe, suggesting that lncRNA expression may be more important in derived populations. Interestingly, the temporal breadth of protein-coding and lncRNA expression became more restricted in the derived population. Taken together with the signatures of potential local adaptation that we detected at the sequence level in 9–25% of candidate genes (those showing evidence of expression divergence between populations), this finding suggests that gene expression becomes more developmental stage-specific during adaptation to new environments. We further used RNAi to identify several candidate genes that likely contribute to known phenotypic divergence between these populations. Our results shed light on the evolution and dynamics of expression variation over short developmental and evolutionary timescales, and how this variation contributes to population and phenotypic divergence.

## Author summary

Gene regulatory changes are thought to be important when a species adapts to a new environment because they can temporally and spatially fine-tune gene expression. In this study, we compared gene expression across three developmental stages between a population of the fruit fly *Drosophila melanogaster* from its center of origin in Africa and a derived population in Europe, which has adapted to this new environment. Gene expression differences between the populations were highly specific to each developmental stage. The expression of long non-coding RNA (lncRNA, a type of non-protein coding gene) was higher and more extensive during the last larval stage in Europe, suggesting an increased importance of lncRNA regulation in derived populations. Gene expression became more temporally restricted in the European population, which together with the potential signatures of adaptation we detected in candidate genes (those showing expression changes between populations), suggests that gene expression becomes more temporally-specific during adaptation to new environments. We also found that several candidate genes likely contribute to known trait differences between these populations. Our study helps us further understand the evolution of gene expression variation over short developmental and evolutionary timescales as well as how this variation influences phenotypic differences among individuals.

## Introduction

Gene expression variation can be seen across all levels of organismal organization (i.e. life cycle [1,2], population [3–5], species [6–8], tissue [9,10], and cell [11,12]) and this variation drives phenotypic divergence among species and populations [13,14]. A long-standing goal in population genetics and evolutionary biology has been to identify and characterize this variation, the forces that shape it, and the effects it produces on phenotype. Indeed, understanding the scope and architecture of gene expression variation as well as the mechanisms that drive and maintain phenotypic variation is essential for understanding phenotypic evolution and the maintenance of biodiversity.

Transcriptome studies have been essential in the ongoing characterization of the dynamics and genetic architecture of gene expression variation and its regulation [15–18]. These studies have provided valuable insight into how natural selection shapes gene expression variation and dynamics [8, 19–23]; however, the characterization of the interplay between expression variation, natural selection, and organismal phenotype remains an ongoing effort (reviewed by [24–26]). Studies on the spatiotemporal dynamics of gene expression and its evolution have largely focused on expression variation and divergence across species [18,21–23,27] or within one population or relatively few genotypes of a single species [2,20,28,29]. Indeed, in even the well-studied *Drosophila melanogaster*, temporal expression dynamics have largely been examined within a single population or a limited number of genotypes [2,29,30]. On the other hand, studies on gene expression divergence among *D*. *melanogaster* populations have largely focused on a single life stage [31–33] or very distant developmental stages [34]. Thus, the evolution of temporal gene expression dynamics when both the evolutionary and developmental timescale are comparatively short remains relatively unexplored. Moreover, these studies have focused almost exclusively on protein coding genes (for exceptions see: [20,23]), missing the potential contribution of non-coding genes, such as long non-coding RNAs (lncRNAs), which have emerged as important regulators of gene expression in the last decade [35] and have been shown to contribute to adaptation [36–38].

Coordinated, and often rapid, changes in gene expression are an integral part of any developmental program and in *D*. *melanogaster*, transcriptional turnover during development is extensive [1–2]. This is especially true of lncRNAs, which show both tissue- and developmental-specificity, suggesting that they may be of particular importance during development [39, 40], especially at the onset of metamorphosis [40]. During development and its complex transcriptional program, adult structures are formed and many adult phenotypic traits are determined. Many studies in *Drosophila* have leveraged developmental expression to elucidate the genetic basis and architecture of adult phenotypic traits [22,41–44]; however, these studies have largely focused on comparisons between species. Within *D*. *melanogaster*, studies cataloguing phenotypic variation within and among populations for developmentally determined adult traits, such as body size and proportion [45–48] and pigmentation [49–52] have primarily focused on measuring a trait in adults and correlating it with genetic variation, which can miss more complex developmental aspects, such as stage- or tissue-specific expression divergence.

In this study, we used high throughput RNA sequencing (RNA-seq) to identify gene expression divergence within and among *D*. *melanogaster* populations during two late larval and the first prepupal stage in the fat body. This tissue has numerous functions, including energy storage and metabolism, the immune response, detoxification, nutrient sensing, developmental timing, and growth coordination [53–56]. The examined stages span approximately 10 hours of development from the end of feeding behavior to the onset of metamorphosis, and occur surrounding pulses of the maturation hormone ecdysone, which triggers important developmental transitions [53]. Briefly, a pulse of ecdysone triggers the onset of the early wandering stage, when larvae stop feeding and begin wandering until the late wandering stage, during which a large pulse of ecdysone triggers the onset of pupariation, the first stage of which is the white prepupal stage, and metamorphosis. We examined coding and, for the first time to our knowledge, non-coding gene expression divergence between a population from the species’ ancestral range in sub-Saharan Africa and a derived, European population, which diverged approximately 12,000 years ago [57], revealing that gene expression dynamics across stages were highly divergent and expression divergence was largely stage-specific. Interestingly, the temporal breadth of gene expression also became more restricted, i.e. more stage-specific, in the derived population. We focused our analysis of non-coding genes on lncRNAs, representing 97% of the non-coding genes that we detected. Expression of lncRNAs was higher and more extensive in the derived population specifically during the late wandering stage, which was the most divergent stage and was also highly variable within another derived, European population. A previous study found that these populations differ in adult body size [58], a trait to which larval fat body expression is known to contribute. Using RNA interference (RNAi), we confirmed a functional role of several novel, differentially expressed genes in body size determination, and likely, body size divergence between these populations. We also found indications of local adaptation, as single nucleotide polymorphism (SNP) divergence was elevated in differentially expressed gene regions.

## Results

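The deposited data are read counts from 18 RNA sequencing libraries of the fat body of female *D. melanogaster*. They come from a Dutch population (NL) and a Zambian population (ZI), each sampled as early wandering larvae with dye from the food in the gut, late wandering larvae with a clear gut, and white prepupae. Each population and stage has 3 libraries. A library was made from a pool of fat bodies, 3 per isofemale strain, from 12 Dutch or 10 Zambian strains, which gives 36 or 30 fat bodies per pool. The 3 libraries of a population and stage thus pool the same strains. Their spread, and the tests that rest on it, do not measure the variation among strains. The authors depleted ribosomal RNA, sequenced paired ends, mapped the reads with NextGenMap to the FlyBase transcriptome and discarded pairs that mapped to different genes or transcripts. They then summed the counts over all transcripts of a gene. The deposited counts are raw and cover 16438 genes, and whether the libraries keep the strand is not stated in the paper's text. The total per library was 30029493 to 33687433 (median 30168722) in early, 22926726 to 28515174 (median 27636435) in late and 14998610 to 30328600 (median 27225422) in prepupal Dutch libraries. In Zambian libraries it was 29527977 to 37250385 (median 33319013), 30714013 to 36029384 (median 31556159) and 17830666 to 32532383 (median 32081019) at the same stages. These totals count the mapped pairs that were kept. The 10 genes with the most counts took from 43.8% of the total in prepupal Dutch replicate 3 to 56.2% in early Zambian replicate 3. Genes with an average of at least 15 counts over the 18 libraries were kept, which left 12460. The counts were normalized by TMM and fitted in edgeR with 1 mean for each of the 6 combinations of population and stage, and each comparison was tested with the quasi-likelihood test. The p-values were adjusted by the method of Benjamini and Hochberg and called at 0.05. A positive log2 fold change means higher in the Dutch population, or at the later of the compared stages. Levels of single genes are given as CPM, counts scaled to the library size after TMM normalization. Where a value per library was compared between 3 libraries and 3, an exact permutation test cannot give a p below 0.1, so no such comparison could pass 0.05.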

In order to quantify gene expression divergence among populations of *D*. *melanogaster* during development, we performed RNA-seq in the fat body of early and late wandering third instar larvae as well as white prepupae, representing approximately 10 hours of development from the cessation of nutrient intake to the onset of metamorphosis in a European (the Netherlands) and a sub-Saharan African (Zambia) population. 

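*BomT1*, 1 of the Bomanin genes for short secreted peptides of the Toll immune response, had 5.13 ± 5.13 CPM (SD, n = 3) in late Zambian and 0.158 ± 0.0926 (SD, n = 3) in late Dutch libraries, where it averaged fewer than 15 counts. The lncRNA gene *CR44868* had 1.35 ± 0.227 CPM (SD, n = 3) in early Zambian and 0.0876 ± 0.0759 (SD, n = 3) in early Dutch libraries, and it too averaged fewer than 15 counts in the Dutch ones. Among early libraries, 135 genes averaged 15 counts or more in the Dutch libraries alone, 35 of them lncRNA genes, and 675 in the Zambian libraries alone, 128 of them lncRNA genes. The numbers were 500 (124 lncRNA genes) and 42 (11) at the late stage and 133 (37) and 146 (25) in prepupae. Of the 12460 genes kept, 11621 are protein-coding and 827 are lncRNA genes. An average of 15 counts was reached by 11522 genes in early, 12396 in late and 12244 in prepupal Dutch libraries, and by 12062, 11938 and 12257 in the Zambian libraries of the same stages. With every library thinned to the total of the shallowest, the numbers were 9388, 11593 and 10994 in Dutch and 9947, 9801 and 10845 in Zambian libraries.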

In total, 12,454 coding and non-coding genes could be used for analyses; however, it should be noted that not all analyzed genes were detected as expressed in all population and developmental stage combinations (S1 Table). 

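*santa-maria*, which encodes a scavenger receptor, rose from the early to the late stage by a log2 fold change of 5.26 (standard error 0.30, adjusted p = 1.05e-10) in the Dutch and 6.16 (standard error 0.31, adjusted p = 1.16e-11) in the Zambian population. *NLaz*, which encodes a lipocalin, rose over the same interval by 3.75 (standard error 0.18, adjusted p = 1.82e-11) and 4.29 (standard error 0.19, adjusted p = 1.14e-12). *Ca-alpha1D*, which encodes a subunit of a voltage-gated calcium channel, was lower in the Dutch population, with log2 fold changes of -2.70 (adjusted p = 2.63e-05) at the early, -1.63 (adjusted p = 0.00178) at the late and -1.98 (adjusted p = 0.000842) at the prepupal stage. In a principal component analysis of the 500 genes with the highest variance after a variance-stabilizing transformation, the first component held 68.0% of the variance and the second 17.7%. Stage accounted for 96.8% of the spread of the libraries on the first component, and population for 92.4% of their spread on the second. Early libraries lay between -57.1 and -45.0 on the first component, late libraries between -11.0 and 23.3, and prepupal libraries between 38.1 and 46.2. On the second component, Dutch libraries lay between -24.6 and -15.1 and Zambian libraries between 6.97 and 27.9.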

Over 75% of the variation among samples could be explained by stage, while about 10% of the remaining variation could be explained by population (Fig 1A).

**Fig 1:**
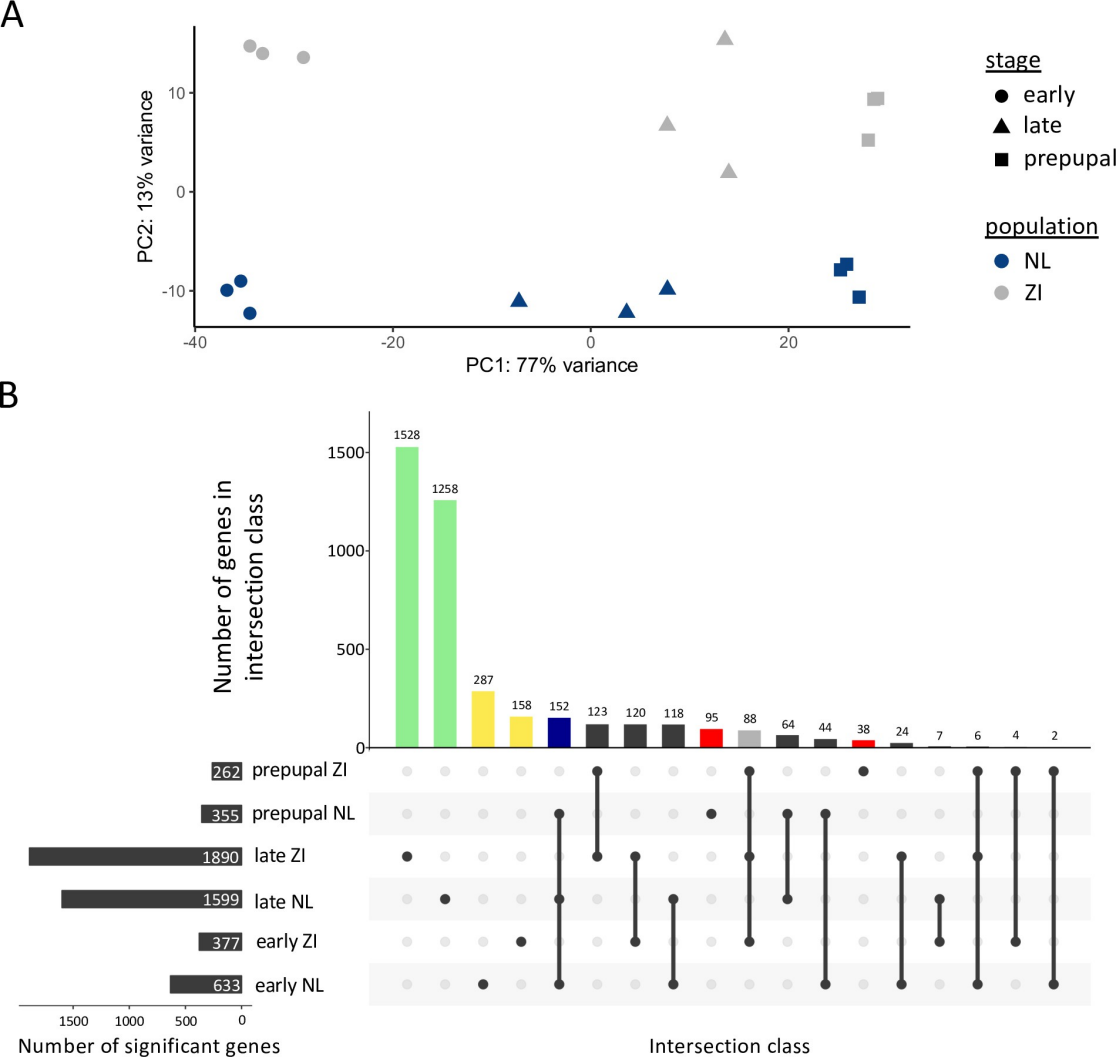
Interpopulation expression variation between a Dutch (NL) and a Zambian (ZI) population across three developmental stages. A) Principal component analysis of expression variation in the Dutch (blue) and the Zambian (grey) population during the early (circles) and late (triangles) wandering larvae and prepupal (square) stages. B) Upset plot showing differentially expressed genes and their overlap between the Netherlands and Zambia during the three examined stages. Black, horizontal bars indicate the total number of differentially expressed genes that were significantly up-regulated in one population versus the other population during each stage. A black circle indicates that a stage and population combination is included in an intersection class. Intersection classes with a single circle are comprised of genes significantly up-regulated in a single population and stage. Circles connected by a line indicate intersection classes comprised of multiple stage and population combinations. Vertical bars correspond to the number of genes in each intersection class. Colored, non-black, vertical bars indicate groups of genes up-regulated in a single stage and population (yellow: early; green: late; red: prepupal) or up-regulated across all stages in one of the populations (blue: the Netherlands; grey: Zambia).

### More genes associated with developmental stage than with population

To detect groups of genes with similar patterns of gene expression in the Dutch and Zambian samples, we performed a weighted gene co-expression network analysis (WGCNA), where genes were clustered into modules with correlated gene expression (see Methods). We identified 13 gene co-expression modules, ranging in size from 100 to 2,853 genes (Fig 2A). Next, we correlated module eigengenes, i.e. the module summaries, with developmental stage and population in order to identify modules significantly associated with developmental stage and/or population. Four modules were significantly associated with developmental stage, four with population, and two were associated with both (Fig 2B). More genes were associated with developmental stage than with population, with four of the five largest modules significantly associated with stage (Fig 2). Developmental stage-associated genes were also more highly connected, with the exclusively stage-associated modules being the most highly connected (S2 Table and S1 Data). Approximately 69–81% of genes in modules associated with population were differentially expressed between populations during at least one stage. When we examined the top five most highly connected genes within each module, i.e. the hub genes, at least one hub gene was differentially expressed across all stages for all of the population-associated models, except the tan and red modules, but including all 5 in the pink and purple modules (S2 Table). On the other hand, none of the most highly connected genes in the exclusively stage-associated modules were differentially expressed across all stages (S2 Table) and for three of these modules, only 18.4–27.8% of genes were differentially expressed between populations; while, for a fourth module, the blue module, 46.2% of genes were differentially expressed (S2 Table). Thus, similar to the results of our principal component analysis (Fig 1A), the signal for developmental stage was stronger than that of population despite the large number of genes showing expression divergence.

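*Mmp2*, which encodes a matrix metalloproteinase, rose from the early to the prepupal stage by a log2 fold change of 5.07 (standard error 0.21, adjusted p = 3.35e-13) in the Dutch and 4.66 (standard error 0.21, adjusted p = 7.72e-13) in the Zambian population. *Fbp1*, a fat body gene for a receptor of larval storage proteins, rose by 1.53 (standard error 0.20, adjusted p = 1.37e-06) and 1.45 (standard error 0.19, adjusted p = 3.09e-06) over the same interval. Among genes that differed between the populations, *CG3339*, which encodes a dynein heavy chain, was higher in the Dutch population by 1.99 (standard error 0.28, adjusted p = 4.94e-05) at the early, 3.13 (standard error 0.29, adjusted p = 5.03e-07) at the late and 2.65 (standard error 0.28, adjusted p = 3.77e-06) at the prepupal stage. In an additive model of stage and population, without their interaction, stage was associated with the expression of 5987 genes (48.0%) and population with that of 1836 genes (14.7%). The coexpression modules themselves were not recomputed.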

**Fig 2:**
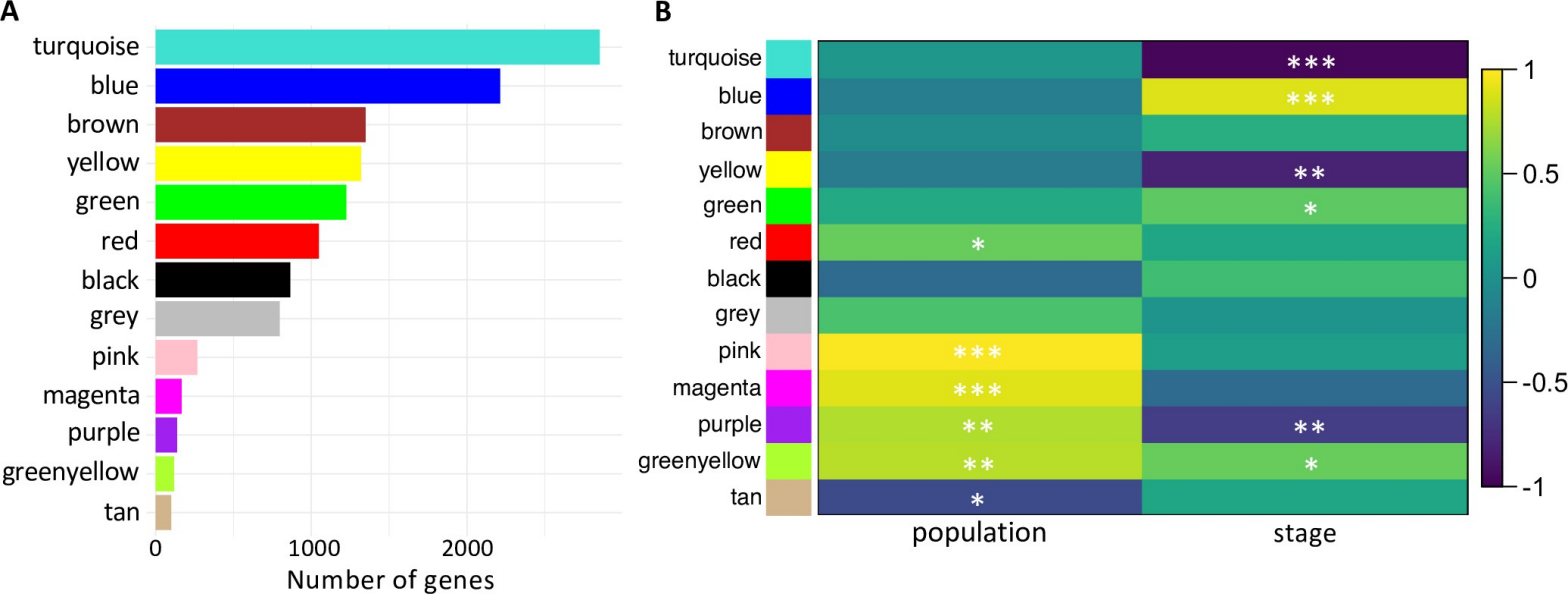
Results of WGCNA for Dutch and Zambian samples. A) Size of identified gene co-expression modules. Each module is identified by a color. The grey module contains all genes whose expression did not correlate with any other genes. B) Heatmap of Pearson’s correlation between co-expression modules and the traits developmental stage and population. Significant differences between groups were determined using the student asymptotic *P*-value from the Pearson’s correlation. * *P* < 0.05, ** *P* < 0.005, *** *P* < 10^−5^.

### Divergent expression between a European and a sub-Saharan African population

Next, we examined genes differentially expressed between the Zambian and Dutch populations during each stage. In total, 4,116 genes, approximately one-third of analyzed genes, were differentially expressed between these populations in at least one stage, with 2,057 up-regulated in at least one stage in the Netherlands and 2,098 genes up-regulated in Zambia. 

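*GstD5*, a glutathione S-transferase gene that may share reads with its neighbours in the *GstD* cluster, was higher in the Dutch population at the early stage, with a log2 fold change of 2.23 (standard error 0.40, adjusted p = 0.000696). It was lower there at the late stage, -1.57 (standard error 0.40, adjusted p = 0.00779), and in prepupae, -2.03 (standard error 0.38, adjusted p = 0.00167). *Drs*, which encodes the antifungal peptide drosomycin, was lower in the Dutch population at all 3 stages, with 116 ± 36.6 CPM (SD, n = 3) in Dutch and 655 ± 111 (SD, n = 3) in Zambian libraries at the early stage, a log2 fold change of -2.50 (standard error 0.22, adjusted p = 2.08e-07). Of the 938 genes called at the early stage, 28 were called in the opposite direction at another stage, as were 25 of those called at the late and 7 of those called at the prepupal stage. In at least 1 stage, 4017 genes (32.2%) were called, 2086 of them higher in the Dutch and 1959 higher in the Zambian population. Without late Dutch replicate 2, 2399 genes were called, without late Zambian replicate 2, 2409, and without late Zambian replicate 3, 2453. With the median level of chemosensory receptor genes in each library as a covariate, which was chosen after seeing the data, 2541 were.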

In the early wandering (early), late wandering (late), and white prepupal (prepupal) stages, 1,010, 3,489, and 617 genes, respectively, were differentially expressed (Fig 1B). However, there was very little overlap in differential gene expression among stages, with the majority of differentially expressed genes being private to one stage (Fig 1B). Indeed, only 88 genes up-regulated in Zambia and 152 genes up-regulated in the Netherlands were shared across all examined stages (Fig 1B). Thus, the majority of differential expression that we detected among the two populations was stage-specific, though the magnitude of expression changes in stages or populations with more differentially expressed genes tended to be lower (S1 Fig). However, when considering the top 20 most divergently expressed genes, i.e., the expression changes detected as the most significant (S3 Table) or those changes with the highest magnitude (S4 Table), 85–100% were shared across at least two stages and 60–95% were shared across all stages (S3 and S4 Tables). Thus, the largest and most consistent gene expression changes were shared across multiple stages.

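At the early stage, *Inos*, which encodes inositol-3-phosphate synthase, had 195 ± 9.52 CPM (SD, n = 3) in Dutch and 19.1 ± 2.90 (SD, n = 3) in Zambian libraries, a log2 fold change of 3.35 (standard error 0.35, adjusted p = 1.55e-06). *Cyp4p2*, a cytochrome P450 gene, had at the late stage 2.82 ± 1.96 CPM (SD, n = 3) in Dutch and 0.548 ± 0.0594 (SD, n = 3) in Zambian libraries, a log2 fold change of 2.35 (standard error 0.42, adjusted p = 0.000623). In prepupae, *vkg* and *Col4a1*, the genes for the chains of type IV collagen, were higher in the Dutch population by 0.96 (standard error 0.15, adjusted p = 0.000239) and 0.92 (standard error 0.14, adjusted p = 0.000271). In early larvae 564 genes were higher in the Dutch and 374 in the Zambian population, at the late stage 1711 and 1752, and in prepupae 332 and 260. All 3 libraries of one population lay above all 3 of the other for 26.2% of all genes at the early, 39.9% at the late and 19.5% at the prepupal stage, where chance gives 10%. The late count of 3463 became 1773 without late Dutch replicate 2, 1771 without late Zambian replicate 2, 1825 without late Zambian replicate 3 and 1658 in a fit of the 6 late libraries alone, and the prepupal count of 592 became 377 without prepupal Dutch replicate 1 and 1017 in a fit of the prepupal libraries alone. The direction at the late stage depends on the scaling, since with upper-quartile normalization, which moves the median log2 fold change of all genes by 0.21, 2441 genes were higher in the Dutch and 885 in the Zambian population, and with factors from well-expressed genes, which move it by 0.23, 2653 and 803. In early larvae these settings gave 585 and 514 and 582 and 521, and in prepupae 491 and 386 and 503 and 383. With the chemosensory receptor level as a covariate, chosen after seeing the data, the numbers were 841 and 578 in early larvae, 838 and 397 at the late stage and 594 and 477 in prepupae.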

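*Idh*, which encodes an isocitrate dehydrogenase, was higher in the Dutch population at the early stage by a log2 fold change of 1.19 (standard error 0.22, adjusted p = 0.00103), against 0.38 (standard error 0.22, adjusted p = 0.189) at the late and 0.08 (standard error 0.22, adjusted p = 0.958) at the prepupal stage. *Cyp4e3*, a cytochrome P450 gene, was called at the late stage with 277 ± 119 CPM (SD, n = 3) in Dutch and 25.6 ± 19.2 (SD, n = 3) in Zambian libraries, a log2 fold change of 3.44 (standard error 0.49, adjusted p = 6.21e-05). *PPO1*, which encodes a prophenoloxidase of the crystal cells, was called in prepupae with a log2 fold change of 1.99 (standard error 0.30, adjusted p = 0.000228). The interaction of population and stage, which tests whether the difference itself changes between stages, had adjusted p = 0.0751 for *Idh*, adjusted p = 0.07 for *Cyp4e3* and adjusted p = 0.027 for *PPO1*. The interaction of *PPO1* did not pass without early Dutch replicate 1 or 2, prepupal Dutch replicate 2, early Zambian replicate 1 or 2 or prepupal Zambian replicate 2 or 3 (adjusted p = 0.0517 to 0.0708) nor with the chemosensory-receptor covariate added later (adjusted p = 0.0523). That of *Idh* passed without late Dutch replicate 1 or 3, early Dutch replicate 3 or late Zambian replicate 1 (adjusted p = 0.00102 to 0.0457) and also with DESeq2 or the chemosensory-receptor covariate added later (adjusted p = 0.0218 to 0.0405), and that of *Cyp4e3* passed without late Zambian replicate 2 (adjusted p = 0.0207) and also with well-expressed factors or the chemosensory-receptor covariate added later (adjusted p = 0.000913 to 0.0494). Of the genes called at any stage, 81.7% were called at 1 stage only. Of this kind were 251 genes higher in the Dutch and 155 higher in the Zambian population at the early stage, and in prepupae 79 and 40. Of these 3281 genes, 273 (8.32%) had an interaction at an adjusted p under 0.05.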

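*FucTA*, which encodes a fucosyltransferase, had log2 fold changes of 2.73 (standard error 0.24, adjusted p = 1.9e-07), 2.90 (standard error 0.24, adjusted p = 1.66e-07) and 3.26 (standard error 0.25, adjusted p = 4.99e-08) at the early, late and prepupal stages. The gene *Pos* had 4.10 (adjusted p = 1.12e-06), 3.99 (adjusted p = 1.15e-06) and 3.08 (adjusted p = 3.47e-05). *Apc2*, which encodes a scaffold of the complex that degrades beta-catenin, was higher in the Zambian population with -1.66 (standard error 0.17, adjusted p = 8.15e-07), -1.33 (standard error 0.16, adjusted p = 1.58e-05) and -1.03 (standard error 0.17, adjusted p = 0.000476). *Cyp6a8*, a cytochrome P450 gene, went the same way with 6.69 ± 2.47 CPM (SD, n = 3) in Dutch and 99.7 ± 4.49 (SD, n = 3) in Zambian libraries at the early stage and log2 fold changes of -3.91, -3.04 and -3.18. At all 3 stages, 147 genes were higher in the Dutch population and 89 in the Zambian population. The second number was 51 without prepupal Dutch replicate 1 and 59 without prepupal Dutch replicate 3.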

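*CG4577* had the largest log2 fold change toward the Dutch population at both the late and the prepupal stage among genes with a mean of at least 1 CPM and libraries of the populations apart, with 55.0 ± 29.1 CPM (SD, n = 3) in Dutch and 1.75 ± 1.01 (SD, n = 3) in Zambian libraries at the late stage. Its log2 fold change was 3.89 (standard error 0.36, adjusted p = 3.08e-07) at the early, 4.94 (standard error 0.37, adjusted p = 6.15e-08) at the late and 4.23 (standard error 0.37, adjusted p = 3.08e-07) at the prepupal stage. In the Zambian direction, *BomS2* and *BomBc2*, Bomanin genes of the Toll response, and *TotE*, a Turandot gene induced by stress, were among the 10 largest at the early and the late stage. Ranked by adjusted p, 85.0% of the 20 genes most clearly higher in the Dutch population at the early stage were called in that direction at all 3 stages, 90.0% of those at the late and 85.0% of those at the prepupal stage. For the Zambian population the shares were 55.0%, 75.0% and 75.0%. Ranked by fold change, they were 60.0%, 55.0% and 75.0% for the Dutch and 55.0%, 55.0% and 75.0% for the Zambian population, and at least 85.0% of each list of 20 were shared by 2 stages or more.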

When we examined the magnitude of expression changes between the two populations, increases in expression were significantly larger in the Zambian than the Dutch population during the early stage but significantly larger in the Dutch population during the late stage, despite these populations having fewer up-regulated genes in their respective stages (S1A Fig; *t*-test, Bonferroni-corrected *P* < 10^−5^ for both). 

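*Mal-A1*, a maltase gene of sugar digestion, was among the genes with large differences at the early stage, with 1.81 ± 0.134 CPM (SD, n = 3) in Dutch and 30.6 ± 2.20 (SD, n = 3) in Zambian libraries, a log2 fold change of -4.07 (standard error 0.20, adjusted p = 6.87e-11). *LManVI*, which encodes a lysosomal alpha-mannosidase, had at the late stage 69.1 ± 19.4 CPM (SD, n = 3) in Dutch and 6.33 ± 1.80 (SD, n = 3) in Zambian libraries, a log2 fold change of 3.45 (standard error 0.30, adjusted p = 2.67e-07). At the early stage the absolute log2 fold change averaged 1.15 ± 0.73 over the 564 genes higher in the Dutch population and 1.48 ± 1.09 over the 374 higher in the Zambian population (SD across genes), a difference of -0.33. At the late stage it averaged 1.07 ± 0.45 over 1711 genes and 0.72 ± 0.58 over 1752, a difference of 0.36. A permutation test across genes, which are not independent replicates, gave p = 1e-05 for each, the smallest it can give. With the chemosensory receptor level of each library as a covariate, an alternative chosen after seeing the data, the late difference was -0.172 (permutation test, p = 0.00129), the opposite direction.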

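*GstD10*, a glutathione S-transferase gene, had 111 ± 10.6 CPM (SD, n = 3) in Dutch and 10.7 ± 1.34 (SD, n = 3) in Zambian libraries in prepupae, a log2 fold change of 3.38 (standard error 0.21, adjusted p = 2.86e-09). *Amy-p*, which encodes an amylase, had 1.57 ± 0.433 CPM (SD, n = 3) in Dutch and 14.8 ± 9.69 (SD, n = 3) in Zambian libraries, a log2 fold change of -3.25 (standard error 0.63, adjusted p = 0.00251). *Amy-p* has a close paralog and may share reads with it. Over the called genes of this stage, the absolute log2 fold change averaged 1.13 ± 0.59 for the 332 higher in the Dutch population and 1.20 ± 0.82 for the 260 higher in the Zambian population (SD across genes), a difference of -0.0752 (permutation test across genes, p = 0.194).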

The magnitude of expression changes was not significantly different between the two populations during the prepupal stage (S1A Fig; Bonferroni-corrected *P* = 0.922). When we compared the magnitude of interpopulation differential expression between stages, the magnitude of expression changes in the late stage, where we detected highest number of differentially expressed genes, was significantly lower than in the early or prepupal stage (S1A Fig; Bonferroni-corrected *P* < 10^−10^ for both). The magnitude of expression changes in the early stage was higher than in the prepupal stage, but this difference was marginally nonsignificant (S1A Fig; Bonferroni-corrected *P* = 0.0518). 

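*Tsp42Eg*, which encodes a tetraspanin of the cell membrane, had 25.7 ± 1.65 CPM (SD, n = 3) in Dutch and 0.992 ± 0.166 (SD, n = 3) in Zambian libraries at the early stage. Its log2 fold change was 4.69 (standard error 0.17, adjusted p = 2.72e-13) at the early, 1.94 (standard error 0.18, adjusted p = 5.41e-07) at the late and 1.08 (standard error 0.20, adjusted p = 0.00136) at the prepupal stage, and its interaction of population and stage had adjusted p = 1.73e-07. *Dlish*, whose product binds the atypical myosin Dachs, also had its largest value at the early stage (interaction, adjusted p = 0.0488), and its interaction did not pass without early Dutch replicate 1 or 2, prepupal Dutch replicate 1, late Dutch replicate 2, early Zambian replicate 1, 2 or 3, prepupal Zambian replicate 1, 2 or 3 or late Zambian replicate 2 or 3 (adjusted p = 0.0549 to 0.11) nor with upper-quartile factors, well-expressed factors, a mean CPM of at least 1 or the chemosensory-receptor covariate added later (adjusted p = 0.0514 to 0.0636). Averaged over called genes, the absolute log2 fold change was 1.28 ± 0.91 at the early (n = 938 genes), 0.89 ± 0.55 at the late (n = 3463) and 1.16 ± 0.70 at the prepupal stage (n = 592). Where more genes are called, the adjusted threshold admits smaller changes, which can lower such a mean by construction. A permutation test across called genes cannot separate this from a difference in size. The late stage differed from the early by -0.39 and from the prepupal by -0.27, each at p = 1e-05, and the early stage exceeded the prepupal by 0.12 (p = 0.00677, permutation tests across genes). By the same permutation test, the last difference was 0.0167 (p = 0.752) without prepupal Dutch replicate 1, -0.00228 (p = 0.965) without replicate 2 and 0.0178 (p = 0.703) without replicate 3, and 0.0588 (p = 0.216), 0.00232 (p = 0.965) and -0.0259 (p = 0.615) without prepupal Zambian replicates 1, 2 and 3. The late stage lay above the prepupal by 0.0986 with upper-quartile normalization, 0.115 with factors from well-expressed genes and 0.158 when each stage was fitted alone, where its distance to the early stage was -0.0143 (permutation test, p = 0.617). With the chemosensory receptor level of each library as a covariate, chosen after seeing the data, the late stage lay above both others, by 0.164 (permutation test, p = 2e-05) and 0.310 (permutation test, p = 1e-05).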

Although lowly expressed (S2 Fig) and non-expressed genes (S1 Table) were present among the genes that we detected as differentially expressed between populations, these genes were not overly represented and did not drive the high number of differentially expressed genes that we detected (S2B Fig). Indeed, these differentially expressed genes with very low expression in one population were usually detected as significantly up-regulated in the other population (S2B Fig).

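*GstD7*, a glutathione S-transferase gene that may share reads with its neighbours, had 2.11 ± 0.824 CPM (SD, n = 3) in Dutch and 0.464 ± 0.0370 (SD, n = 3) in Zambian libraries at the late stage, a log2 fold change of 2.17 (standard error 0.32, adjusted p = 0.000112). *Or24a*, an odorant receptor gene, had 0.795 ± 0.226 CPM (SD, n = 3) in Dutch and 0.252 ± 0.0404 (SD, n = 3) in Zambian libraries at the same stage, a log2 fold change of 1.63 (standard error 0.42, adjusted p = 0.00868). The call was lost with the chemosensory receptor level of each library as a covariate, chosen after seeing the data, but *Or24a* is itself 1 of the receptors behind that level. Of the genes called at the late stage, 1147 had a mean of 1 TPM, a level scaled by gene length and library size, or less in the Zambian population, and 1145 of them were higher in the Dutch population. In the Dutch population 218 called genes were at that level, of which 200 were at it in both populations, and 20 of the 218 were higher in the Zambian population. Among early-stage calls, 128 of 138 genes with such low expression in the Dutch population were higher in the Zambian, and 81 of 101 with low expression in the Zambian population were higher in the Dutch. In prepupae these numbers were 13 of 13 and 24 of 25. Genes at a TPM of 1 or less made up 11.9 ± 10.0% of all genes in late Dutch and 27.7 ± 7.53% in late Zambian libraries (SD, n = 3 each, exact permutation test, p = 0.2). Early-stage shares were 32.6 ± 4.56% and 25.7 ± 4.59% (SD, n = 3 each, exact permutation test, p = 0.2), and in prepupae 16.4 ± 9.02% and 16.7 ± 7.96% (SD, n = 3 each, exact permutation test, p = 1.0). The median TPM of 97 chemosensory receptor genes was 0.884, 1.40 and 1.38 in the late Dutch and 0.826, 0.443 and 0.528 in the late Zambian libraries. This level was thus higher in every late Dutch than in every late Zambian library. As a covariate it can therefore also take up a difference between the populations at that stage.

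**Figure D1:**
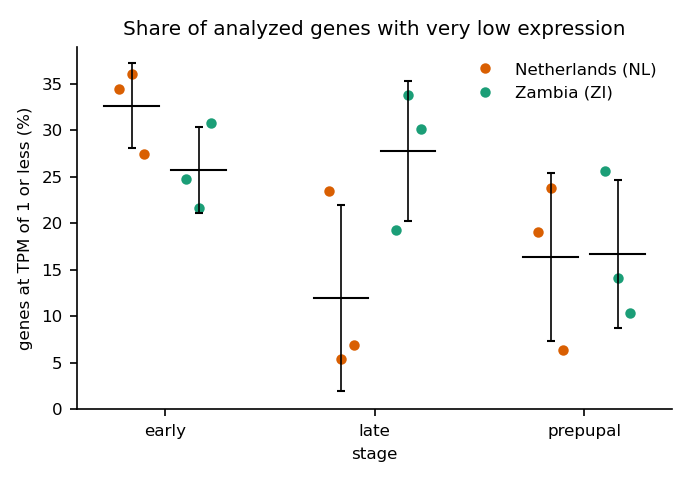
Percent of the 12460 analysed genes at a TPM of 1 or less (vertical axis) in each of the 18 libraries, grouped by population and stage (horizontal axis). Points are libraries, and lines with bars are the mean and SD of 3 libraries. The late Dutch libraries sit at 23.5, 5.42 and 6.91%, and the late Zambian libraries at 19.3, 33.7 and 30.2%.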

In order to better understand the types of genes up-regulated in these populations, we tested for an enrichment of gene ontology (GO) biological process and molecular function terms, Reactome and Kegg pathways, and InterPro protein domains for genes up-regulated in each population during each stage, as well as across all stages. Similar to expression divergence, the majority of enriched classes were stage-specific (S5 and S6 Tables); however, a general pattern could be seen across the examined stages: Genes up-regulated in the Netherlands tended to be involved in membrane transport, and in particular, metabolism and detoxification. Indeed, genes up-regulated across all stages in the Netherlands were enriched for the pathway terms “ChREBP activates metabolic gene expression” and “fatty acid metabolism” as well as Cytochrome P450 protein domains and two pathway terms related to Cytochrome P450-mediated metabolism (S5 Table). 

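Among the glutathione S-transferases, enzymes that couple glutathione to foreign compounds, 8 of 34 genes were higher in the Dutch and none in the Zambian population at the early stage (9 and 2 when adjusted over the list alone), while at the late stage 9 were higher in each and in prepupae 7 in each (9 and 9, and 7 and 9, adjusted over the list alone). *GstD1* had log2 fold changes of 0.70 (standard error 0.16, adjusted p = 0.00615), 0.90 (standard error 0.16, adjusted p = 0.000517) and 1.72 (standard error 0.16, adjusted p = 7.75e-07) at the early, late and prepupal stages, and *GstD6* had 1.92 (standard error 0.22, adjusted p = 3.87e-06) at the early stage, with the limit that *GstD* genes may share reads. Of 34 UDP-glycosyltransferase genes, whose products couple sugars to small molecules, 9 were higher in the Dutch and 2 in the Zambian population at the early stage, as when adjusted over the list alone, 13 and 5 at the late stage (15 and 5 adjusted over the list alone) and 2 and 2 in prepupae (3 and 3 adjusted over the list alone). *Ugt37A2* had 16.6 ± 4.03 CPM (SD, n = 3) in Dutch and 2.29 ± 0.253 (SD, n = 3) in Zambian libraries at the early stage, a log2 fold change of 2.86 (standard error 0.42, adjusted p = 9.17e-05). *Ugt36D1* was lower in the Dutch population, -1.05 (standard error 0.23, adjusted p = 0.00506) at the early and -1.17 (standard error 0.23, adjusted p = 0.00122) at the late stage. Of 57 genes for ion channels and neurotransmitter receptors, 25 were higher in the Dutch and 3 in the Zambian population at the late stage (28 and 3 adjusted over the list alone), a direction that turned to 0 and 2, with a median log2 fold change of -0.08, when the chemosensory receptor level was a covariate, chosen after seeing the data. *para*, the gene for a voltage-gated sodium channel, was higher in the Dutch population by 1.09 (standard error 0.16, adjusted p = 0.000114) at the early and 0.75 (standard error 0.16, adjusted p = 0.00247) at the late stage. Beside this list, the median TPM of the chemosensory receptor genes stood above 1 in 2 of the 3 late Dutch libraries and in none of the late Zambian libraries. Of the list, 1 and 2 genes passed at the early stage, and in prepupae 0 and 2, as when adjusted over the list alone. With upper-quartile factors, well-expressed factors and the receptor covariate, the late numbers of UDP-glycosyltransferases were 14 and 3, 14 and 2, and 5 and 0, and those of glutathione S-transferases 9 and 1, 9 and 1, and 9 and 3 at the early and 10 and 7, 10 and 7, and 8 and 4 at the late stage. These lists belong to 34 fixed before the data were examined, of which 33 held genes past the filter. The paper's enriched terms in the same libraries were known by then, among them cytochrome P450, fatty acid metabolism, the Dim domain and development. For lists close to these terms, the counts and tests are not independent of the paper's result. The test camera called 27 of 99 list tests with a preset correlation between genes of 0.01 and 0 with an estimated correlation. The rotation test fry, which asks whether the genes of a list move on balance one way, gave false discovery rates over 99 tests of 0.0442, 0.551 and 0.514 for the glutathione S-transferases at the early, late and prepupal stages, where for the first the adjusted p = 0.703 with an estimated correlation between genes in camera. For the UDP-glycosyltransferases it gave 0.00475 at the early and 0.0018 at the late stage (adjusted p = 0.498 with an estimated correlation for both) and 0.657 in prepupae, and for the ion channels 0.0442 at the late stage (adjusted p = 0.76 with an estimated correlation), 0.522 at the early stage and 0.888 in prepupae. Without late Zambian replicate 3 the late number of UDP-glycosyltransferases higher in the Dutch population was 8, and the ion channels numbered 8 and 14 without late Dutch replicates 2 and 3, and 8 and 9 without late Zambian replicates 2 and 3.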

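*FASN2*, which encodes a fatty acid synthase, had log2 fold changes of 1.50 (standard error 0.20, adjusted p = 2.54e-05), 1.61 (standard error 0.20, adjusted p = 1.39e-05) and 1.41 (standard error 0.20, adjusted p = 8.91e-05) at the early, late and prepupal stages. *ATPCL*, the ATP citrate lyase that supplies acetyl-CoA for lipid synthesis, had 1.09 (standard error 0.17, adjusted p = 0.000198), 0.77 (standard error 0.17, adjusted p = 0.00313) and 1.01 (standard error 0.17, adjusted p = 0.000698). *Agpat2*, which encodes an acyltransferase of glycerolipid synthesis, had 1.08 (adjusted p = 0.000125), 0.83 (adjusted p = 0.00181) and 0.89 (adjusted p = 0.00382). *FASN1*, the fatty acid synthase with the higher level, had 3644 ± 242 CPM (SD, n = 3) in Dutch and 1749 ± 316 (SD, n = 3) in Zambian libraries at the early stage, a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.00541). Of 37 genes of fatty acid and triglyceride synthesis, 13 were higher in the Dutch and 1 in the Zambian population at the early stage (14 and 2 adjusted over the list alone). Late in the larval stage 5 and 2 passed, as when adjusted over the list alone, and the median of the list changed sign to the Dutch side with upper-quartile normalization, with factors from well-expressed genes or with the chemosensory receptor level as a covariate (chosen after seeing the data), while in prepupae 5 and 2 passed (6 and 3 adjusted over the list alone). Of 81 cytochrome P450 genes, whose products oxidize lipids, hormones and foreign compounds, 16 were higher in the Dutch and 7 in the Zambian population at the early stage (19 and 10 adjusted over the list alone), 22 and 5 at the late stage (24 and 5) and 12 and 4 in prepupae (20 and 7). *Cyp6g1*, known for its part in insecticide resistance, had 10058 ± 1745 CPM (SD, n = 3) in Dutch and 1515 ± 76.8 (SD, n = 3) in Zambian libraries at the early stage. Its log2 fold changes were 2.73 (standard error 0.17, adjusted p = 2.1e-09), 1.59 (standard error 0.17, adjusted p = 2e-06) and 1.23 (standard error 0.16, adjusted p = 5.15e-05). *Cyp12a4* had 2.22 (adjusted p = 2.48e-07), 2.19 (adjusted p = 6.11e-07) and 1.03 (adjusted p = 0.00727). With upper-quartile factors, well-expressed factors and the chemosensory receptor level as a covariate, chosen after seeing the data, the cytochrome P450 numbers were 16 and 8, 16 and 8, and 22 and 10 at the early, 36 and 3, 39 and 3, and 26 and 4 at the late and 18 and 5, 18 and 5, and 19 and 7 at the prepupal stage, and those of fatty acid and triglyceride synthesis 11 and 2, 11 and 2, and 11 and 0 at the late stage. The fry false discovery rate was 0.0167 for fatty acid and triglyceride synthesis at the early stage (adjusted p = 0.644 with an estimated correlation), 0.57 at the late and 0.378 at the prepupal stage. For the cytochrome P450 genes it was 0.0198 at the late stage (adjusted p = 0.644 with an estimated correlation), 0.313 at the early stage, where the sign of the list's median depends on the scaling, and 0.158 in prepupae.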

In Zambia, up-regulated genes tended to be related to immunity. For instance, genes up-regulated across all stages in Zambia were only enriched for one term, “immune-induced protein Dim” domains (S6 Table). 

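All 12 Bomanin genes, which encode peptides with the immune-induced Dim domain, were higher in the Zambian population at the early stage. *BomS1* had 9.70 ± 6.92 CPM (SD, n = 3) in Dutch and 279 ± 63.5 (SD, n = 3) in Zambian libraries at that stage, a log2 fold change of -4.84 (standard error 1.01, adjusted p = 0.00333), and *BomBc1* had 1.73 ± 0.763 CPM (SD, n = 3) in Dutch and 112 ± 18.4 (SD, n = 3) in Zambian libraries, -6.00 (standard error 0.99, adjusted p = 0.000355). At the late stage 10 of the 12 were higher in the Zambian population, with 2.32 ± 0.671 CPM (SD, n = 3) in Dutch and 111 ± 159 (SD, n = 3) in Zambian libraries for *BomS1*, and in prepupae 7 were. *BomS2* had log2 fold changes of -4.62 (standard error 0.76, adjusted p = 0.000357), -4.39 (standard error 0.76, adjusted p = 0.000485) and -3.56 (standard error 0.73, adjusted p = 0.00432) at the early, late and prepupal stages. Most of the Bomanin genes lie side by side on chromosome 2R, *BomT3* and *BomBc3* lie on chromosome 3R, and similar members may share reads. Of 20 antimicrobial peptide genes, 7 were higher in the Dutch and 4 in the Zambian population at the early stage, 1 and 7 at the late stage and 2 and 2 in prepupae (9 and 4, 2 and 7, and 2 and 5 adjusted over the list alone). Of 36 genes of Toll and Imd signalling, 13 were higher in the Zambian population at the late stage and none in the Dutch (14 and none adjusted over the list alone), but with upper-quartile normalization 7 were higher in the Zambian and 4 in the Dutch population, and with the chemosensory receptor level as a covariate, chosen after seeing the data, 3 and 5. *grass*, a serine protease gene of the Toll cascade, had -0.76 (standard error 0.13, adjusted p = 0.000429) at the late stage. *pll*, the kinase gene *pelle*, had -0.82 (standard error 0.15, adjusted p = 0.000626), a call that was lost with that covariate. Early on, 6 genes of this list were higher in the Dutch and 1 in the Zambian population (11 and 3 adjusted over the list alone), and in prepupae 2 and 2, as when adjusted over the list alone. With upper-quartile factors, well-expressed factors and that covariate, the late numbers of antimicrobial peptide genes were 2 and 7, 3 and 7, and 0 and 1, and the early numbers for Toll and Imd signalling 6 and 3, 6 and 3, and 8 and 3. The numbers of Bomanin genes adjusted over the list alone were 12, 10 and 9. The fry false discovery rate was 0.00916 for the Bomanin genes at the early (adjusted p = 0.498 with an estimated correlation), 0.064 at the late and 0.0442 at the prepupal stage (adjusted p = 0.615 with an estimated correlation), and 0.0167 for Toll and Imd signalling at the late stage (adjusted p = 0.644 with an estimated correlation), against 0.18 at the early and 0.888 at the prepupal stage. For the antimicrobial peptides it was 0.378, 0.228 and 0.53 at the 3 stages. Without prepupal Dutch replicate 1 the prepupal number was 2, and *BomS1* was no longer called (-4.23, adjusted p = 0.0549), and the number was 4 without prepupal Dutch replicate 3, Zambian replicate 1 or Zambian replicate 2. The late number for Toll and Imd signalling was 8 without late Dutch replicate 2 or late Zambian replicate 2, and the 7 antimicrobial peptide genes were 4 without late Dutch replicate 2.

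**Figure D2:**
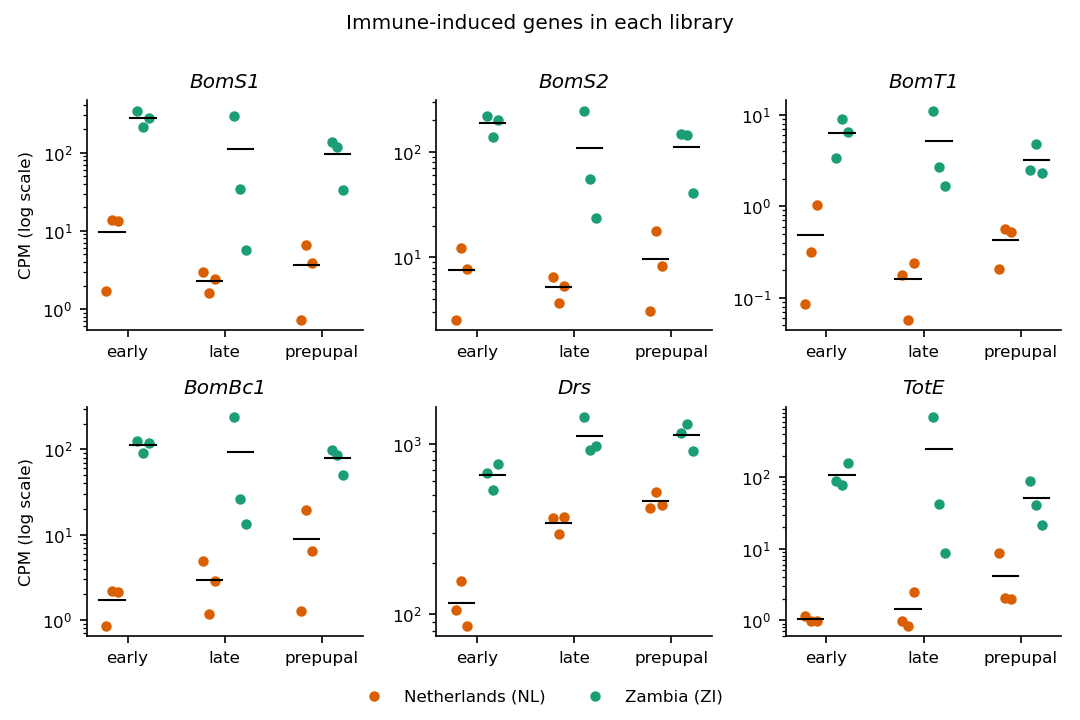
CPM after TMM normalization (vertical log axis) of *BomS1*, *BomS2*, *BomT1*, *BomBc1*, *Drs* and *TotE* in each of the 18 libraries by stage (horizontal axis), in Dutch and Zambian libraries. Points are libraries and lines are means of 3. For *BomS1* in late libraries, the means are 2.32 ± 0.671 and 111 ± 159 (SD, n = 3 each).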

Interestingly, genes up-regulated in Zambia specifically at the late stage were highly enriched for many GO biological process terms associated with development, growth, and morphogenesis (S6 Table).

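Of 36 genes of Wnt, Hedgehog and Notch signalling, pathways that pattern growing tissues, 15 were higher in the Zambian population at the late stage and none in the Dutch (16 and none adjusted over the list alone). *sgg*, which encodes the glycogen synthase kinase of the Wnt pathway, had 190.5 ± 25.6 CPM (SD, n = 3) in Dutch and 323 ± 32.3 (SD, n = 3) in Zambian libraries, a log2 fold change of -0.76 (standard error 0.14, adjusted p = 0.000789). *mam*, a coactivator of Notch, had -0.60 (standard error 0.11, adjusted p = 0.000911). Of 23 genes of the ecdysone response, the steroid program of molting and metamorphosis, 11 were higher in the Zambian and 3 in the Dutch population (12 and 3 adjusted over the list alone). The ecdysone-responsive nuclear receptor genes *Hr39* and *Eip78C* had -0.84 (standard error 0.15, adjusted p = 0.000468) and -0.95 (standard error 0.23, adjusted p = 0.00668). Of 21 genes of insulin and TOR signalling, which tie growth to nutrition, 8 were higher in the Zambian and 1 in the Dutch population, as when adjusted over the list alone, with -0.85 (standard error 0.17, adjusted p = 0.00138) for the insulin receptor gene *InR*. The late fry false discovery rates were 0.00511, 0.0233 and 0.0415 for these lists, and with an estimated correlation the adjusted p = 0.644, 0.659 and 0.785. Fry gave 0.28, 0.506 and 0.453 at the early stage and 0.608, 0.948 and 0.734 in prepupae. The 15 genes of Wnt, Hedgehog and Notch signalling were 8, 6 and 8 without late Dutch replicates 1, 2 and 3, and 7 and 4 without late Zambian replicates 2 and 3. The 11 ecdysone genes were 7 without late Dutch replicate 1 or late Zambian replicate 3, and the 8 insulin and TOR genes were 5 without late Dutch replicate 2 and 4 without late Zambian replicate 2 or 3. With upper-quartile normalization 5, 6 and 5 genes of these lists were higher in the Zambian and 1, 4 and 2 in the Dutch population, and with the chemosensory receptor level as a covariate, chosen after seeing the data, 4, 3 and 0 against 0, 1 and 2, where *Eip78C* and *InR* were no longer called. With factors from well-expressed genes the numbers were 4, 6 and 5 in the Zambian and 1, 4 and 2 in the Dutch population.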

### Expression variation within a European population during the late wandering stage

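*Mhc*, the gene for the heavy chain of muscle myosin, had 50.8 ± 13.7 CPM (SD, n = 3) in Dutch and 13.6 ± 3.11 (SD, n = 3) in Zambian libraries at the late stage, a log2 fold change of 1.90 (standard error 0.38, adjusted p = 0.00154). *Yp1*, which encodes a yolk protein, had 13.0 ± 1.79 CPM (SD, n = 3) in Dutch and 2.08 ± 0.749 (SD, n = 3) in Zambian libraries, a log2 fold change of 2.66 (standard error 0.33, adjusted p = 1.64e-05). *foxo*, the transcription factor gene that insulin signalling holds back, was lower in the Dutch population, with a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.00213), and *br*, an early gene of the ecdysone response, with -0.61 (standard error 0.18, adjusted p = 0.0156). Of the 1711 genes higher in the Dutch population at the late stage, 1354 were called at no other stage, and of the 1752 higher in the Zambian population, 1402 were. With the chemosensory receptor level of each library as a covariate, an alternative chosen after seeing the data, 838 genes were higher in the Dutch and 397 in the Zambian population at this stage, and 65.6% of all called genes were private to 1 stage.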

Expression during the late stage was the most divergent, with 1,890 and 1,599 genes up-regulated in Zambia and the Netherlands, respectively, approximately 80% of which was stage-specific (Fig 1B). Expression among late samples was also more variable within both populations than in any other stage (Fig 1A). 

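*TotE*, a Turandot gene induced by stress, had 249.6 ± 388 CPM (SD, n = 3) in late Zambian libraries, where its SD exceeded its mean, and 1.43 ± 0.900 (SD, n = 3) in late Dutch libraries. *BomBc1*, a Bomanin gene, had 92.9 ± 127 (SD, n = 3) in late Zambian libraries. In late Dutch libraries, *Inos* had 48.3 ± 33.1 and *Cyp9b2*, a cytochrome P450 gene, 214 ± 105 CPM (SD, n = 3 each). The SD between the 3 libraries of a group, averaged over genes on the log2 scale, was 0.36 for early, 0.38 for late and 0.35 for prepupal Dutch libraries. For Zambian libraries it was 0.31, 0.36 and 0.33. The late value was 1.07 times the mean of the other stages in the Dutch and 1.13 times in the Zambian population. When single libraries were left out, these ratios ranged from 0.634 to 1.25 and from 0.883 to 1.32. By this mean over all genes, the higher late spread thus depended on single libraries. The paper's statement cites the principal components instead. On the first, late Dutch libraries lay between -11.0 and 10.9, early between -57.1 and -53.5 and prepupal between 38.1 and 40.9. Late Zambian libraries lay between 12.4 and 23.3, early between -53.1 and -45.0 and prepupal between 44.7 and 46.2. Late libraries were thus the most spread there in both populations, and on the second component in the Zambian alone.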

In order to better quantify expression variation within derived populations during this stage, we performed RNA-seq to assay protein-coding gene expression in the fat body of five isofemale strains (rather than pooled population samples) from another derived, European population from Munich, Germany. In total 8,415 genes could be used for differential expression analysis. Approximately 70% of genes (5,817), were differentially expressed between any two strains in this population. Between any pair of strains 1,741–2,598 genes were differentially expressed; while, 237–521 genes were differentially expressed between any single strain and all other strains (Fig 3A). However, despite the large number of differentially expressed genes that we detected in this dataset, variation within strains was relatively low, with biological replicates of each strain clearly clustering together (Fig 3B). Thus, high expression divergence among genotypes and populations appears to be a feature of this stage.

**Fig 3:**
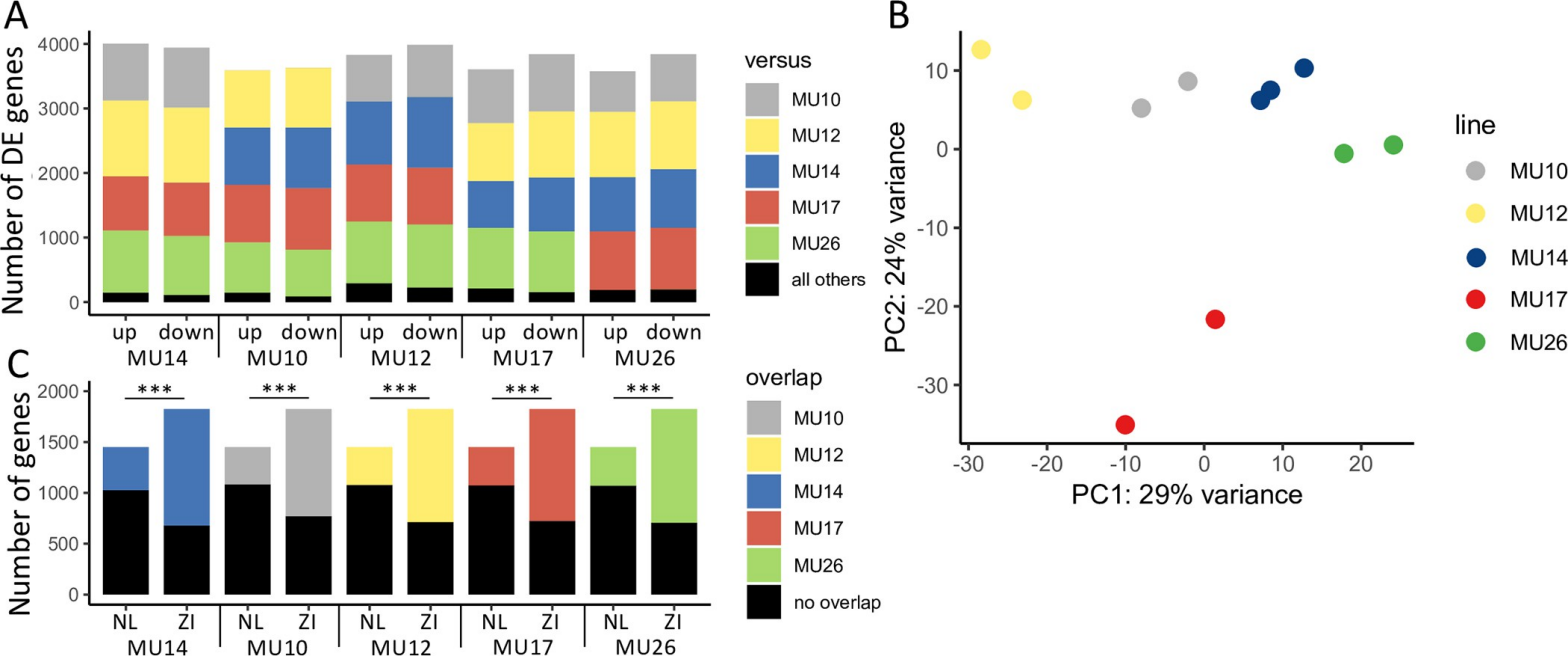
Expression variation within a German (MU) population during the late stage. A) Differentially expressed (DE) genes among 5 isofemale strains. Shown are up- and down-regulated genes in a focal strain versus other individual strains and all other strains. B) Principal component analysis of expression variation in the German population. C) Overlap of genes differentially expressed within the German population with genes up-regulated in the Dutch or Zambian populations during the late stage. Differences in the proportions of overlapping genes were determined using a χ^2^ test. *** Bonferroni-corrected *P* < 10^−14^.

Because we detected so much expression variation within the late stage both within and between populations (Figs 1 and 3), it is possible that many of the genes detected as differentially expressed between the Netherlands and Zambia represent genes with high intrinsic variation that are equally variable within their respective populations, but differ in their representation within the pooled samples that we used for RNA-seq rather than true between-population expression divergence. That is, the genes we detected as differentially expressed may be due to a combination of high inherent variation at the expression level in both examined populations and sampling variation. If this were the case, we would expect genes up-regulated in Zambia to be equally as likely as genes up-regulated in the Netherlands to overlap with genes differentially expressed within Germany. In other words, the genes we detected as differentially expressed between the Netherlands and Zambia should be equally likely to also be differentially expressed in the German population regardless of the population in which they were detected as more highly expressed. However, genes up-regulated in the Netherlands were significantly less likely to be differentially expressed within Germany than genes up-regulated in Zambia (χ^2^ test; *P* < 10^−14^ for all), suggesting that, in the German population, genes up-regulated in the Netherlands show more consistent expression than genes up-regulated in Zambia. Indeed, the overlap between genes variable within the German population and those up-regulated in the Dutch population was only 31–35% that of the overlap seen with up-regulated Zambian genes (Fig 3C). Thus, the genes we detected as up-regulated in the Netherlands most likely represent consistent expression changes within Europe.

### Divergent lncRNA expression between a European and a sub-Saharan African population

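Of the 12460 analysed genes, 827 were lncRNA genes and 12 belonged to other noncoding classes. *flamenco*, whose transcript is cut into piRNAs that silence transposons, had 39.4 ± 3.80 CPM (SD, n = 3) in Dutch and 12.7 ± 1.51 (SD, n = 3) in Zambian libraries at the early stage, and *CR44936* had 7.46 ± 3.63 CPM (SD, n = 3) in Dutch and 1.21 ± 0.414 (SD, n = 3) in Zambian libraries at the late stage. By their annotation, 521 of the lncRNA genes are sense, 299 are antisense to another gene and 7 had no matching record. The other 12 comprise 8 other noncoding RNA genes, 2 genes of the signal recognition particle RNA, and the genes of the RNA of RNase MRP and of RNase P. Noncoding and protein-coding genes were told apart by the CR or CG number of the deposited table. The sense, antisense and other noncoding types come from a later annotation release than the one the authors mapped to. Since the strand of the libraries is not known, counts of antisense genes can include reads of the gene on the other strand.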

Because ~97% (816 of 839) of the non-coding genes that we detected as expressed in our dataset were lncRNAs, we focused our analysis of non-coding genes on this class. In order to better understand how lncRNAs contribute to expression divergence between populations, we also assayed lncRNA expression in the Zambian and Dutch populations. 

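The piRNA cluster gene *flamenco* (FBgn0267704, chromosome X from 21631891 to 21790731) had log2 fold changes of 1.63 (standard error 0.14, adjusted p = 1.4e-07), 1.45 (standard error 0.14, adjusted p = 8.57e-07) and 1.41 (standard error 0.14, adjusted p = 1.74e-06) at the early, late and prepupal stages. *CR45823* (FBgn0267473, chromosome 3L from 8844944 to 8845814) had 2.92 (standard error 0.36, adjusted p = 1.45e-05), 1.62 (standard error 0.40, adjusted p = 0.0071) and 0.84 (standard error 0.38, adjusted p = 0.303), and its late call was lost in a fit of the late libraries alone. *CR44936* (FBgn0266241, chromosome 3R from 8038250 to 8039626) had 0.63 (adjusted p = 0.359), 2.60 (adjusted p = 4.45e-05) and 2.26 (adjusted p = 0.000292). The antisense gene *CR45601* (FBgn0267161, chromosome X from 10054235 to 10055109) lies inside the yolk protein gene *Yp1*, which was itself higher in the late Dutch libraries, and had -0.15 (adjusted p = 0.861), 2.59 (adjusted p = 0.000182) and 2.57 (adjusted p = 0.000653), with the limit that reads of *Yp1* may be counted for it. *CR45045* (FBgn0266405), an lncRNA gene by its number in the deposited table but listed as the protein-coding *CG45045* in the later annotation, was higher in the Zambian population, with -1.67 (standard error 0.29, adjusted p = 0.000528), -2.65 (standard error 0.30, adjusted p = 5.45e-06) and -2.46 (standard error 0.32, adjusted p = 3.58e-05). *CR44458* (FBgn0265651, chromosome 2R from 15371695 to 15372595) had -1.27 (adjusted p = 0.00345), -2.31 (adjusted p = 1.19e-05) and -2.51 (adjusted p = 1.85e-05). *CR44868* (FBgn0266162) had -3.99 (adjusted p = 5.26e-05), -1.74 (adjusted p = 0.0098) and -2.19 (adjusted p = 0.0104), and *CR43174* (FBgn0267794) had -1.85 (adjusted p = 0.00316), -2.74 (adjusted p = 2.63e-05) and -1.44 (adjusted p = 0.0289). The late call of *CR44868* was lost without late Zambian replicate 2 (-1.47, adjusted p = 0.0512) and its prepupal call without prepupal Dutch replicate 1 (-2.21, adjusted p = 0.0563) or Zambian replicate 2 (-1.93, adjusted p = 0.0534). The prepupal call of *CR43174* was lost without prepupal Dutch replicate 1 (-1.29, adjusted p = 0.171), Dutch replicate 3 (-1.41, adjusted p = 0.106) or Zambian replicate 1 (-0.92, adjusted p = 0.255).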

Eight lncRNAs were among the most divergently expressed genes between these populations (S3 and S4 Tables): four of which were up-regulated in the Netherlands (*CR45823*, *CR44936*, *CR45601*, and *flamenco*) and four up-regulated in Zambia (*CR45045*, *CR44458*, *CR44868*, and *CR43174*). lncRNAs are thought to play an important role in developmental regulation, particularly at the onset of metamorphosis, with many lncRNAs increasing in expression specifically during the late wandering larval stage [40]. Therefore, we examined the relative contribution of lncRNAs to expression divergence between these populations during the examined stages. Interestingly, specifically during the late stage, we found a significant excess of the proportion of lncRNAs up-regulated in the Netherlands, and, at the same time, a significant dearth of the proportion of lncRNAs up-regulated in Zambia (Table 1; χ^2^ test; *P* < 5 x 10^−4^ for both), suggesting that lncRNAs may make a particularly important contribution to interpopulation expression divergence at this stage. 

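At the late stage, 163 lncRNA genes were higher in the Dutch population, 9.53% of the genes so called and classed, where 6.64% of all analysed coding and lncRNA genes are lncRNA genes (Fisher's exact test, adjusted p = 2.43e-06). *CR44936* and *CR45601*, named among the most divergent lncRNA genes, were of this group. In the Zambian direction, 61 lncRNA genes made up 3.48% (Fisher's exact test, adjusted p = 6.47e-09), *CR44458* and *CR45045* among them, the latter listed as protein-coding in the later annotation, as are 5 of the 827 in all. Of the 827 lncRNA genes, 19.7% were higher in late Dutch libraries, against 18.1% of protein-coding genes matched to them in mean expression and 13.3% of all protein-coding genes. In late Zambian libraries 7.38% were higher, against 3.22% of matched and 14.5% of all protein-coding genes. With the chemosensory receptor level of each library as a covariate, an alternative chosen after seeing the data, the Dutch share was 4.19% (Fisher's exact test, p = 0.00244), below that of all genes, and without the filter on counts it was 15.5%, where 15.0% of all genes were lncRNA genes (Fisher's exact test, p = 0.509). For antisense lncRNA genes alone the Dutch share was 1.78%, below the 2.51% of all genes (Fisher's exact test, p = 0.0465), and for genes with a mean of at least 1 CPM the Zambian share was 3.24% beside 4.08% (Fisher's exact test, p = 0.0705). Beside these shares, 11.9% of all genes in late Dutch and 27.7% in late Zambian libraries were at a TPM of 1 or less.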

We also found a significant dearth in the proportion of lncRNAs up-regulated in Zambia at the early stage (Table 1; *P* = 0.012). This dearth of up-regulated lncRNAs in Zambia cannot be explained by differences in mapping bias between Dutch and Zambian samples (see S1 Text and S3 Fig), suggesting that lncRNA expression during the wandering larval stages is lower for the ancestral Zambian population in general. 

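At the early stage, 18 lncRNA genes were higher in the Zambian population, 4.81% of the classed genes called in that direction (Fisher's exact test, p = 0.17, adjusted p = 0.25 over 6 tests). *CR44868*, *CR43174*, *CR44458* and *CR45045*, the last listed as protein-coding in the later annotation, were 4 of them. In the Dutch direction, 34 lncRNA genes, *flamenco* and *CR45823* among them, made up 6.04% (Fisher's exact test, adjusted p = 0.604). In prepupae, 15 lncRNA genes (4.53%) were higher in the Dutch and 12 (4.62%) in the Zambian population (Fisher's exact test, adjusted p = 0.25 for both).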

Interestingly, when we compared the magnitude of expression changes in genes differentially expressed between populations (Fig 1A), changes in lncRNA genes tended to be larger than for protein coding genes (S1C Fig), which was significant for the Dutch early and late stages as well as the Zambian late stage (*t*-test; Bonferroni-corrected *P* < 0.05 for all).

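At the late stage, the absolute log2 fold change of the 163 lncRNA genes higher in the Dutch population averaged 1.19 ± 0.36 and that of 1547 protein-coding genes 1.06 ± 0.45 (SD across genes), a difference of 0.13 (permutation test across genes, adjusted p = 0.00237). Among genes higher in the Zambian population at that stage, 61 lncRNA genes averaged 1.02 ± 0.59 and 1690 protein-coding genes 0.70 ± 0.58, a difference of 0.31 (permutation test, adjusted p = 0.00237). Early-stage lncRNA genes higher in the Dutch population, 34 in all, averaged 1.36 ± 0.56 and 529 protein-coding genes 1.14 ± 0.74, a difference of 0.22 (permutation test, p = 0.081, adjusted p = 0.101 over 6 tests). The differences were 0.0404 for early genes higher in the Zambian population (adjusted p = 0.881), and 0.26 and 0.44 for prepupal genes higher in the Dutch and the Zambian population (permutation tests, adjusted p = 0.101 for both). The late Dutch difference was 0.116 (permutation test, p = 0.071) without late Zambian replicate 3 and 0.0654 (permutation test, p = 0.201) at a mean CPM of at least 1, and the late Zambian one was 0.389 (permutation test, p = 0.239) with the chemosensory receptor level as a covariate, chosen after seeing the data. At an unadjusted p under 0.05 the early Dutch difference passed without late Dutch replicate 1 (0.316), early Dutch replicate 3 (0.403), late Dutch replicate 3 (0.255) or early Zambian replicate 3 (0.278), and also with DESeq2 (0.298), its normal prior (0.274), upper-quartile normalization (0.292), well-expressed factors (0.290), no filter (0.476), filterByExpr (0.299), the early libraries alone (0.290) or the receptor covariate (0.298). The prepupal differences, with p = 0.0843 in the Dutch and 0.0593 in the Zambian direction before adjustment (permutation tests across genes), passed at that level too: the Dutch one without late Dutch replicate 1 (0.384), early Dutch replicate 2 (0.305), early Dutch replicate 3 (0.356), prepupal Dutch replicate 3 (0.310) or prepupal Zambian replicate 1 (0.321), and also with upper-quartile normalization (0.361), well-expressed factors (0.374), no filter (0.929), filterByExpr (0.541), a mean CPM of at least 1 (0.352), the prepupal libraries alone (0.368) or the receptor covariate (0.313), and the Zambian one without early Dutch replicate 1 (0.547), late Dutch replicate 1 (0.678), early Dutch replicate 2 (0.592), early Dutch replicate 3 (0.563), early Zambian replicate 2 (0.457) or early Zambian replicate 3 (0.596), and also with the normal prior of DESeq2 (0.394), upper-quartile normalization (0.581), well-expressed factors (0.577), no filter (0.594), filterByExpr (0.471), a mean CPM of at least 1 (0.486), the prepupal libraries alone (0.486), the replicate number as a block (0.495) or the receptor covariate (0.506).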

**Table 1:** Relative contribution of lncRNA versus protein coding (PC) genes to genes up-regulated in the Zambian (ZI) and Dutch (NL) populations.

Upreg.^a^	Stage	PC genes^b^	lncRNA^b^	*P* ^c^
NL	Early	600	30	0.207
NL	Late	1451	146	1.54 x 10^−4^
NL	Prepup	337	17	0.224
ZI	Early	363	12	0.012
ZI	Late	1824	63	7.15 x 10^−8^
ZI	Prepup	250	11	0.163

^a^Population in which the genes were detected as upregulated.

^b^11,615 protein coding and 816 lncRNA genes were expressed in our dataset.

^c^Significant differences in the proportions of lncRNA and protein coding genes in comparison to the whole dataset were determined using a χ^2^ test.

### Divergent lncRNA expression levels and dynamics between Europe and Africa

In order to more directly compare gene expression levels among all sample types, we calculated relative gene expression in transcripts per million (TPM) for all samples. 

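*CR44936* had 2.19 ± 0.511 CPM (SD, n = 3) in early Dutch and 1.40 ± 0.323 (SD, n = 3) in early Zambian libraries, and *CR43174*, an lncRNA gene higher in the Zambian population, had 1.39 ± 0.338 CPM (SD, n = 3) in Dutch and 9.29 ± 4.40 (SD, n = 3) in Zambian libraries at the late stage. Over the 827 lncRNA genes, the mean of log2 TPM with 0.1 added was 1.23 ± 0.29 in late Dutch and 0.72 ± 0.23 in late Zambian libraries (SD, n = 3 each), a difference of 0.51 (exact permutation test of the libraries, p = 0.2). The early means were 0.44 ± 0.18 and 0.62 ± 0.13, a difference of -0.18 (exact permutation test, n = 3 each, p = 0.2). In prepupae the difference was 0.04 (exact permutation test, n = 3 each, p = 0.9). The test takes libraries, not genes, as replicates, and the adjusted p of the late difference was 0.35 over 14 comparisons. With the median TPM of the chemosensory receptors subtracted from every gene of a library, an alternative chosen after seeing the data, the late difference was -0.0537. That median was higher in every late Dutch than in every late Zambian library, so more was taken from the Dutch libraries by construction. The subtraction therefore cannot tell background from a difference in expression.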

Dutch lncRNA expression was significantly higher than Zambian expression specifically during the late stage (Fig 4C; *t-*test, *P* = 2.1 x 10^−10^). Next, we compared lncRNA expression levels between consecutive stages within the same population, i.e. the dynamics of lncRNA expression within each population. Dutch lncRNA expression increased significantly in the late stage in comparison to the early stage (Fig 3A and 3C; *t-*test, *P* = 1.5 x 10^−15^), but did not change significantly between the late and prepupal stages (Fig 3A and 3C; *t-*test, *P* = 0.229). On the other hand, Zambian lncRNA expression did not change significantly between the early and late stages (Fig 3A and 3C; *t-*test, *P* = 0.336), but increased significantly in the prepupal stage in comparison to the late stage (Fig 3A and 3C; *t-*test, *P* = 8.9 x 10^−5^). Thus, in general Dutch lncRNA expression increases during the late stage and remains higher during the prepupal stage, while Zambian lncRNA expression remains lower during the early and late stages and then increases later during the prepupal stage (Fig 4A). 

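*CR44936* rose from the early to the late stage in the Dutch population by a log2 fold change of 1.78 (standard error 0.34, adjusted p = 0.000315), and had -0.19 (standard error 0.38, adjusted p = 0.731) in the Zambian. *flamenco* had -0.12 (adjusted p = 0.469) and 0.06 (adjusted p = 0.786) over the same interval. The mean log2 TPM of lncRNA genes differed between late and early Dutch libraries by 0.79, with every late library above every early library (exact permutation test, n = 3 each, p = 0.1, adjusted p = 0.35), and between prepupal and late Dutch libraries by -0.13 (exact permutation test, p = 0.7). In Zambian libraries the differences were 0.0991 from early to late (exact permutation test, p = 0.7) and 0.34 from late to prepupal (exact permutation test, p = 0.2, adjusted p = 0.35).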

Protein coding genes showed similar dynamics with a few differences. 

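*ATPCL*, the ATP citrate lyase gene, had 840.4 ± 128 CPM (SD, n = 3) in Dutch and 396 ± 8.04 (SD, n = 3) in Zambian libraries at the early stage, and *Yp3*, a yolk protein gene, had 364 ± 68.4 CPM (SD, n = 3) in Dutch and 1068 ± 299.6 (SD, n = 3) in Zambian libraries, a log2 fold change of -1.55 (standard error 0.34, adjusted p = 0.00459). Over the 11621 protein-coding genes, the mean log2 TPM was 2.47 ± 0.24 in late Dutch and 2.17 ± 0.19 in late Zambian libraries (SD, n = 3 each), a difference of 0.29 (exact permutation test, p = 0.2). At the early stage it was 1.95 ± 0.13 and 2.16 ± 0.10 (SD, n = 3 each), a difference of -0.22 (exact permutation test, p = 0.2). In prepupae it was 2.40 ± 0.21 and 2.38 ± 0.15 (SD, n = 3 each, exact permutation test, p = 0.9). The median TPM of the chemosensory receptor genes was at most 0.713 in early Dutch and at most 0.751 in early Zambian libraries. After subtracting this median in each library, a step chosen after seeing the data, the late difference of protein-coding genes was -0.0819. The step took more from every late Dutch than from every late Zambian library by construction, so it cannot tell background from expression.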

Expression of protein coding genes was significantly higher in the Dutch population specifically during the late stage (Fig 4D; *t-*test, *P* = 1.5 x 10^−15^), but significantly higher in the Zambian population during the early stage (Fig 4D; *t-*test, *P* = 2.5 x 10^−11^). When we examined expression dynamics, Dutch protein coding gene expression significantly increased in the late stage (Fig 3B and 3D; *t-*test, *P* = 1.5 x 10^−15^) and then significantly decreased in the prepupal stage (Fig 3B and 3D; *t-*test, *P* = 0.009), while Zambian protein coding expression did not significantly increase until the prepupal stage (Fig 3B and 3D; *t-*test, *P* = 5.2 x 10^−11^). Thus, we detected shifts in overall protein coding and lncRNA expression levels across the examined stages between these populations.

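*fiz*, an oxidoreductase gene that affects growth, rose from the early to the late stage by a log2 fold change of 2.10 (standard error 0.24, adjusted p = 8.83e-07) in the Dutch and 3.05 (standard error 0.25, adjusted p = 7.52e-09) in the Zambian population. *RpL3*, a ribosomal protein gene, had a log2 fold change of -0.62 (standard error 0.15, adjusted p = 0.0027) in the Dutch population and had -0.18 (standard error 0.15, adjusted p = 0.378) in the Zambian. The mean log2 TPM of protein-coding genes was higher in late than in early Dutch libraries by 0.52 (exact permutation test, n = 3 each, p = 0.1, adjusted p = 0.35), and differed between prepupal and late Dutch libraries by -0.0658 (exact permutation test, p = 1.0). In Zambian libraries the differences were 0.0112 from early to late (exact permutation test, p = 1.0) and 0.21 from late to prepupal (exact permutation test, p = 0.2).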

**Fig 4:**
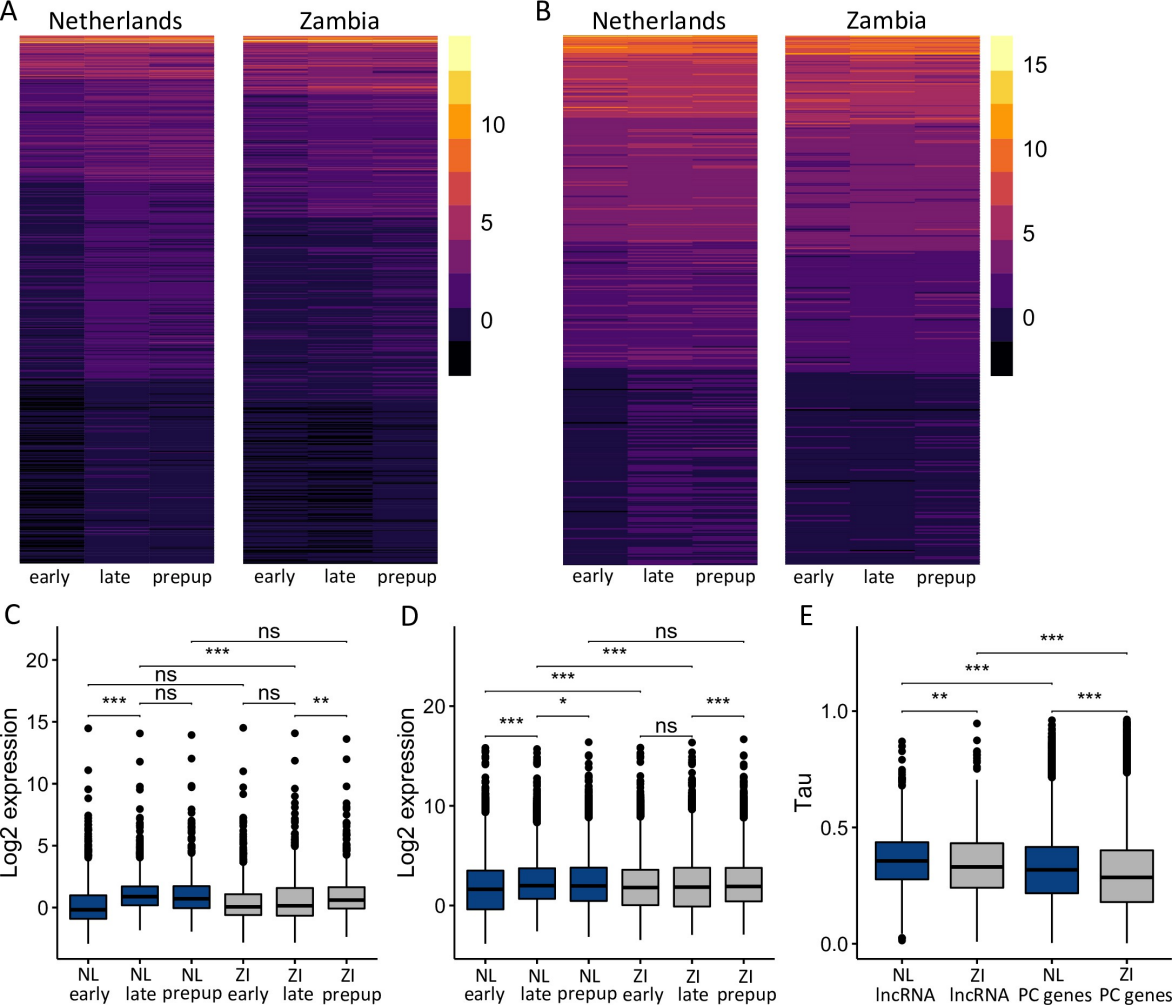
lncRNA and protein coding gene expression in a Dutch (NL) and a Zambian (ZI) population. Heatmaps of A) lncRNA and B) protein coding gene log2 expression in a Dutch and Zambian population during the early, late, and prepupal (prepup) stages. Each row represents a gene. Populations were clustered separately based on mean gene expression using k-means clustering (k = 5). Mean C) lncRNA and D) protein coding gene expression for the Netherlands (NL, blue) and Zambia (ZI, grey) during the examined stages. E) Developmental stage specificity, as measured by tau, τ, for lncRNA and protein coding (PC) genes in the Netherlands and Zambia. Significant differences between groups were determined using a *t*-test with a Bonferroni multiple test correction. * *P* < 0.05, ** *P* < 0.005, *** *P* < 10^−5^. B and D) Because it was not expressed in the NL early stage, *CG16931* was excluded from these analyses.

### Divergent gene expression dynamics between Europe and Africa

To examine how transcriptional turnover differed between Dutch and Zambian populations, we first identified genes differentially expressed among the examined stages within each population and then compared the two populations. Approximately 63% (7,828) of analyzed genes were differentially expressed between two time points in at least one population. 

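*ACC*, the enzyme of the first committed step of fatty acid synthesis, fell from the early to the late stage, with log2 fold changes of -2.24 (standard error 0.17, adjusted p = 6.07e-09) in the Dutch and -1.88 (standard error 0.17, adjusted p = 2.64e-08) in the Zambian population. *FASN1*, a fatty acid synthase, fell likewise, with -2.98 (standard error 0.25, adjusted p = 2.02e-08) and -2.52 (standard error 0.24, adjusted p = 8.04e-08). Of 37 genes of fatty acid and triglyceride synthesis, 23 fell and 3 rose over this interval in the Dutch population and 17 fell and 2 rose in the Zambian (23 and 3, and 17 and 3, adjusted over the list alone). Of 23 genes of the ecdysone response, 14 rose and 4 fell in the Dutch population and 12 rose and 3 fell in the Zambian (14 and 5, and 12 and 3, adjusted over the list alone). *Atg8a*, which encodes a core protein of autophagy, rose by 0.67 (standard error 0.19, adjusted p = 0.00734) and 1.12 (standard error 0.19, adjusted p = 7.93e-05). *Ilp8*, a relaxin-like hormone of growth coordination, rose from late larvae to prepupae by 1.44 (adjusted p = 0.0275) and 2.59 (adjusted p = 0.000287). Between any pair of stages, 7922 genes (63.6%) were called in at least 1 population. From early to late, 5180 genes were called in the Dutch and 4439 in the Zambian population, from late to prepupal 1885 and 1536, and from early to prepupal 5670 and 5132. The number from late to prepupal in the Zambian population was 794 without late Zambian replicate 2, 889 without prepupal Zambian replicate 2 and 936 without prepupal Zambian replicate 3.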

Although lowly expressed (S2 Fig) and stage-specific genes (S1 Table) were present among the genes that we detected as differentially expressed between stages within each population, these genes were not overly represented and did not drive the high number of differentially expressed genes that we detected (S2C Fig). Of these genes, 2,019 were exclusively differentially expressed in the Dutch population, while 1,198 were exclusively differentially expressed in the Zambian population. Of the genes differentially expressed between consecutive stages, approximately twice as many were privately differentially expressed or differentially expressed in opposite directions (Table 2). 

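*Mal-A1*, a maltase gene, changed from the early to the late stage in the Zambian population, with a log2 fold change of -2.64 (standard error 0.18, adjusted p = 8.24e-10), against 0.40 (standard error 0.21, adjusted p = 0.141) in the Dutch. *CG6839* had -4.95 (standard error 0.52, adjusted p = 2.1e-07) in the Zambian and -0.33 (standard error 0.50, adjusted p = 0.597) in the Dutch population. *Yp1*, a yolk protein gene, changed in opposite directions, 1.08 (standard error 0.30, adjusted p = 0.00758) in the Dutch and -1.58 (standard error 0.33, adjusted p = 0.000635) in the Zambian population. From early to late, 2794 genes were called in both populations in the same direction, 2326 in the Dutch alone, 1585 in the Zambian alone and 60 in opposite directions. From late to prepupal these numbers were 861, 1020, 671 and 4, and from early to prepupal 4327, 1322, 784 and 21. Over all comparisons of stages, 1961 genes were called in the Dutch population alone and 1151 in the Zambian alone. A call in 1 population alone is not a test of the difference, and the interaction over the interval passed for 731 of the 3911 genes private from early to late (18.7%), for 0 of 1691 from late to prepupal (edgeR, and over all genes 0, with 2309 at an unadjusted p under 0.05 and 178 in DESeq2) and for 95 of 2106 from early to prepupal (4.51%).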

The opposite occurred for differentially expressed genes in non-consecutive stages; however, despite being more conserved, there were still over 2,000 genes with opposite or private differential expression (Table 2). Indeed, when we calculated divergence of transcriptional turnover between populations, both the non-consecutive and consecutive stages were highly diverged between populations, although the consecutive stages were more highly diverged than the non-consecutive (Table 2). However, when we tested for an interaction between population and developmental stage, we only detected 1,036 genes with a significant interaction. Moreover, the magnitude of interpopulation expression changes in genes with a significant interaction was significantly smaller than the magnitude of expression changes in other genes detected as differentially expressed between populations (S1B Fig; Bonferroni corrected *P* < 10^−14^). Thus, the overall developmental program appears to be largely conserved between these two populations. Indeed, despite significant differences in the magnitude of expression changes (S1D–S1F Fig; *t*-test *P* < 10^−14^ for all), the expression of genes privately differently expressed within one population was significantly correlated with their expression in the other population (S7 Table; Pearson’s correlation, Bonferroni-corrected *P* < 0.005 for all), suggesting that the population-specific differential expression we detected in these genes represents an increase in the magnitude of gene expression differences conserved across the species.

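*NLaz* rose from late larvae to prepupae by a log2 fold change of 1.78 (adjusted p = 5.65e-07) in the Dutch and 1.40 (adjusted p = 8.94e-06) in the Zambian population, and *Mmp2* by 2.31 (adjusted p = 1.17e-07) and 1.82 (adjusted p = 1.78e-06). *Hr39*, an ecdysone-responsive nuclear receptor gene, fell over that interval in the Zambian population with -0.77 (adjusted p = 0.00114), and had -0.05 (adjusted p = 0.889) in the Dutch. Across the 12460 genes, which are not independent replicates, 1 minus Spearman's rho of the log2 fold changes between stages in the Dutch and in the Zambian population was 0.636 from early to late, 0.81 from late to prepupal and 0.225 from early to prepupal. Computed over the called genes alone it was 0.355, 0.236 and 0.106. With the chemosensory receptor level of each library as a covariate, chosen after seeing the data, the value from early to late was 0.329, and without a filter on counts that from early to prepupal was 0.378.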

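*PGRP-SB1*, which encodes a peptidoglycan recognition protein, went from the early to the late stage by a log2 fold change of -0.96 (standard error 0.28, adjusted p = 0.00882) in the Dutch and 2.70 (standard error 0.29, adjusted p = 2.96e-07) in the Zambian population (interaction, adjusted p = 8.64e-05). *GstD5*, a glutathione S-transferase gene, went by -2.29 (standard error 0.40, adjusted p = 0.000102) and 1.50 (standard error 0.40, adjusted p = 0.00478) (interaction, adjusted p = 0.00024). *Cyp6g1*, a cytochrome P450 gene, had -0.16 (adjusted p = 0.413) and 0.97 (adjusted p = 6.67e-05) (interaction, adjusted p = 0.00183). *Hr39* rose in both populations, by 1.01 (adjusted p = 1.87e-05) and 2.03 (adjusted p = 2.4e-09), with an interaction at adjusted p = 0.0219 that did not pass without early Dutch replicate 1 or 2, late Dutch replicate 2, early Zambian replicate 1 or 3 or late Zambian replicate 2 (adjusted p = 0.0503 to 0.0766) nor with upper-quartile factors, well-expressed factors, thinned libraries or the chemosensory-receptor covariate added later (adjusted p = 0.0503 to 0.177). Of the lists fixed beforehand, 10 of 81 cytochrome P450 genes, 6 of 34 glutathione S-transferases and 1 of 23 ecdysone genes had an interaction, numbers that single libraries and the scaling moved. With upper-quartile factors, well-expressed factors and the chemosensory-receptor covariate added later, they were 15, 16 and 19 for the P450 genes. For the glutathione S-transferases they were 7, 7 and 8, and for the ecdysone genes 0, 1 and 0. In the test of both interaction terms together, 433 genes (3.48%) passed, and 432 of them were also called between the populations at some stage. The count depended on single libraries and ranged from 150 without early Dutch replicate 2 to 1086 without late Dutch replicate 1. It was 196 without early Dutch replicate 1, 1072 without early Dutch replicate 3, 200 without late Dutch replicate 2 and 242 without prepupal Dutch replicate 1. Without early Zambian replicates 1 and 2 it was 206 and 189, without late Zambian replicates 1, 2 and 3 it was 1035, 250 and 232, and without prepupal Zambian replicates 2 and 3 it was 238 and 278. DESeq2 called 1069 genes. For the lists, the P450 number was 15 in DESeq2, 33 at an unadjusted p under 0.05, 5 without prepupal Dutch replicate 1, 6 without early Dutch replicate 2, prepupal Dutch replicate 2, early Zambian replicate 1 or prepupal Zambian replicate 2 or 3, 16 without late Dutch replicate 1. The glutathione S-transferase number was 10 in DESeq2, 15 at an unadjusted p under 0.05, 11 without late Dutch replicate 1 or early Dutch replicate 3, and the ecdysone number 8 in DESeq2, 11 at an unadjusted p under 0.05, 0 without early Dutch replicate 1 or 2, late Dutch replicate 2, early Zambian replicate 1 or 3 or late Zambian replicate 2, 2 without prepupal Zambian replicate 1, 3 without late Dutch replicate 1, 4 without early Dutch replicate 3, 6 without prepupal Dutch replicate 3, 7 without late Dutch replicate 3 or late Zambian replicate 1. From the small number of genes with an interaction and the smaller magnitude of their changes, the paper proposes that the developmental program is largely conserved between the populations. It also draws on the correlation between populations over genes called in 1 of them alone. A further ground is its coexpression modules, where more genes went with stage than with population.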

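*Mal-A1* (interaction, adjusted p = 3.14e-06) and *GstD10* (interaction, adjusted p = 0.000684) combined an interaction with a difference beyond 3 on the log2 scale at a stage, *Mal-A1* in early larvae and *GstD10* in prepupae. *GstD10*, a glutathione S-transferase gene, had 1.37 (standard error 0.19, adjusted p = 4.32e-05) at the early and 2.56 (standard error 0.20, adjusted p = 6.63e-08) at the late stage. *heph*, which encodes a polypyrimidine tract-binding protein, had a large difference at every stage and an interaction at adjusted p = 0.632. Taking for each gene its largest absolute log2 fold change among the stages at which it was called, the 432 genes with an interaction averaged 1.28 ± 0.82 and the other 3585 called genes 0.92 ± 0.59 (SD across genes), a difference of 0.37 (permutation test across genes, p = 1e-05, the smallest it can give). The difference was 0.0403 without early Dutch replicate 3 and 0.583 without early Dutch replicate 2. An interaction is called more readily where a difference at some stage is large, and both come from the same fit. A larger value for genes with an interaction is thus in part built in, and the test cannot decide on the paper's statement.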

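*Cyp6g1* was private to the Dutch population from late larvae to prepupae, with -0.83 (adjusted p = 0.00108) there and -0.47 (adjusted p = 0.0641) in the Zambian population, the same direction. *PGRP-SB1* was private to the Zambian population from early larvae to prepupae, with 2.81 (adjusted p = 9.41e-08) there and -0.16 (adjusted p = 0.677) in the Dutch population. Among genes called in 1 population alone, 60.0% had the same sign in the other from early to late, 79.8% from late to prepupal and 83.5% from early to prepupal. Over the genes private to the Dutch population, Pearson's correlation between the log2 fold changes of both populations was 0.0297 from early to late, 0.706 from late to prepupal and 0.639 from early to prepupal. Over those private to the Zambian population it was 0.33, 0.464 and 0.589. These correlations are across genes, which are not independent replicates, and the first ranged from -0.0838 to 0.277 when single libraries were left out.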

**Table 2:** Gene expression dynamics in Zambian and Dutch populations.

		Stage Comparison^b^	
DE Class^a^	early vs late	late vs prepupal	early vs. prepupal
Conserved	2522	819	4122
Private NL	2389	1023	1386
Private ZI	1671	772	774
Opposite	58	4	17
**Divergence** ^**c**^	0.963	1.021	0.836

^a^Classification of differentially expressed (DE) genes within the Dutch (NL) and Zambian (ZI) populations into similarly DE genes (conserved), genes DE in the opposite direction, or DE genes private to only one population.

^b^Number of genes in each DE class for comparisons between consecutive (early vs. late and late vs. prepupal) and non-consecutive (early vs. prepupal) stages.

^c^Divergence between ZI and NL population transcriptional turnover, as measured by 1 –ρ of the log2 fold-change between the examined stages for each population.

### Developmental specificity increased in the derived population

In insects, lncRNAs have been shown to have higher developmental specificity than protein coding genes, i.e. their temporal distribution is more restricted [40,59]. Therefore, we compared developmental stage specificity of lncRNAs and protein coding genes in Zambia and the Netherlands by calculating tau, τ, for each gene in each population as a measure of stage specificity. Values of τ can range from 0 to 1, with higher values of τ indicating higher specificity. Thus, genes expressed almost exclusively in one stage will have a value close to one, while those expressed similarly across all three stages will have a value closer to zero. 

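*CR45823*, an lncRNA gene, had 3.48 ± 0.367 CPM (SD, n = 3) in early and 0.928 ± 0.0549 (SD, n = 3) in late Dutch libraries, while *flamenco* had 36.2 ± 5.51 (SD, n = 3) in late and 36.1 ± 4.33 (SD, n = 3) in prepupal Dutch libraries. The stage specificity index τ, which is 0 for equal expression at all stages and 1 for expression at a single stage, averaged 0.36 over lncRNA genes and 0.327 over protein-coding genes in the Dutch population, a difference of 0.0338. In the Zambian population it averaged 0.341 and 0.307, a difference of 0.0348. A permutation test across genes gave p = 1e-05 for each, the smallest it can give. Against protein-coding genes matched in expression, the differences were 0.0134 and 0.0303. By the same permutation test across genes, neither difference passed with CPM in place of TPM, at -0.00622 (p = 0.331) in the Dutch and 0.00892 (p = 0.156) in the Zambian population, or for genes with a mean of at least 10 CPM, at 0.000862 (p = 0.974) and 0.0183 (p = 0.502).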

Consistent with previous findings [40,60,61], τ was significantly higher for lncRNAs than for protein coding genes in both populations (Fig 4E; *t-*test, *P* < 10^−9^ for both). 

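*Yp1*, a yolk protein gene, had 6.13 ± 1.64 and 7.49 ± 0.822 CPM (SD, n = 3 each) in early and prepupal Dutch libraries, and 6.10 ± 3.65 and 1.72 ± 0.469 (SD, n = 3 each) in the Zambian libraries of these stages. For lncRNA genes the mean of τ was higher in the Dutch than in the Zambian population by 0.019, or 5.55%, and for protein-coding genes by 0.02, or 6.52%. An exact permutation test that exchanged the populations of the libraries within each stage, over 8000 assignments, gave p = 0.632 for lncRNA and p = 0.517 for protein-coding genes. With the median TPM of chemosensory receptors subtracted in each library, which was chosen after seeing the data, the difference of protein-coding genes was 0.0389 (exact permutation test, p = 0.0375).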

Interestingly, developmental stage specificity for lncRNA and protein coding genes was significantly higher in the Dutch population than in the Zambian population (Fig 4E; *t-*test, *P* < 0.005 for both), with similar increases in specificity (11.2% and 10.6%, respectively) for both. Thus, we detected a general increase in developmental stage specificity in the derived, Dutch population.

### Population differentiation in genes associated with expression divergence

In order to determine if any of the population divergence between the Netherlands and Zambia that we detected at the expression level could be associated with population differentiation at the sequence level, we calculated whole-genome *F*_*ST*_ between these populations and tested for a significant enrichment of highly differentiated (high *F*_*ST*_) SNPs in the proximity of genes that were either differentially expressed between the two populations across all examined stages or in a co-expression module associated with population. After multiple test corrections, 9–19% of genes differentially expressed across all stages and 14–25% of genes in population-associated co-expression modules had an excess of highly differentiated SNPs in their whole-gene regions (Table 3), which is consistent with local adaptation occurring at some of these sites. Such an association between expression divergence and linked SNP differentiation would only be expected in cases of *cis*-regulatory changes between the Netherlands and Zambia [62].

**Table 3:** High *F*_*ST*_ outlier SNPs in genes differentially expressed at all stages and population-associated modules.

Population	Analyzed^a^	Genes^b^	after test correction^c^
ZI	86	15	8
NL	141	34	27
**Module**			
pink	247	53	37
magenta	161	34	24
purple	131	39	32
greenyellow	116	19	15
red	1027	200	138
tan	100	18	14

^a^Number of genes included in the analysis. Genes on the 4^th^ chromosome or for which we could not identify SNPs were excluded from the analysis.

^b^Number of genes with significantly more high *F*_*ST*_ SNPs than expected by chance. Significance was assessed with a χ^2^ test.

^c^Number of genes with a significant excess of high *F*_*ST*_ SNPs after a Benjamini and Hochberg multiple test correction.

In order to determine if the sequence-level population differentiation we detected is associated with known regulatory regions, we identified experimentally validated regulatory regions in the REDfly database [63] associated with genes differentially expressed across all examined stages in which we detected an excess of highly differentiated SNPs in their gene region (Table 3). We identified 78 known *cis*-regulatory regions associated with 8 genes (1–47 regulatory regions per gene), 73 of which contained highly differentiated SNPs (S8 Table). In order to determine if regulatory regions of genes up-regulated in Zambia or the Netherlands show divergent regulatory motif composition, we tested for an enrichment of regulatory motifs in regulatory regions associated with up-regulation in one population versus those in the other population (see Methods). We identified five motifs, four of which were for transcription factors, as significantly enriched in regulatory regions associated with higher expression in the Zambian population, but did not find any enriched motifs for the Dutch population (S9 Table). Thus, the population differentiation we identified at the sequence and expression level could be associated with known *cis*-regulatory regions as well as changes in predicted transcription factor binding site composition between populations.

### RNAi reveals genes whose expression influences body size

The Dutch population was previously shown to have significantly higher adult body weight than the Zambian population [58]. Genes associated with population differentiation represent candidate genes that may contribute to this phenotypic divergence. It should be noted, however, that because the fat body is a tissue with multiple functions, not all of the candidates are expected to have an effect on body size. Our analyses revealed two genes that are already known to play a role in body size determination: *fezzik* (*fiz*) and *Acetyl-CoA carboxylase* (*ACC*). 

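*fiz* (FBgn0030594, chromosome X from 14906334 to 14909708) had 137 ± 48.7 CPM (SD, n = 3) in Dutch and 26.4 ± 4.49 (SD, n = 3) in Zambian libraries at the early stage, 588 ± 70.1 CPM (SD, n = 3) in Dutch and 219 ± 59.8 (SD, n = 3) in Zambian libraries at the late stage and 1069.8 ± 97.1 CPM (SD, n = 3) in Dutch and 297 ± 60.3 (SD, n = 3) in Zambian libraries in prepupae. These are log2 fold changes of 2.37 (standard error 0.24, adjusted p = 1.08e-06), 1.42 (standard error 0.23, adjusted p = 0.000285) and 1.85 (standard error 0.24, adjusted p = 3.47e-05). *ACC* (FBgn0033246, chromosome 2R from 7974115 to 7991862), the enzyme of the first committed step of fatty acid synthesis, had 587 ± 71.1 CPM (SD, n = 3) in Dutch and 285 ± 65.0 (SD, n = 3) in Zambian libraries at the early stage, 124 ± 20.9 CPM (SD, n = 3) in Dutch and 77.2 ± 8.33 (SD, n = 3) in Zambian libraries at the late stage and 117 ± 15.8 CPM (SD, n = 3) in Dutch and 59.4 ± 1.81 (SD, n = 3) in Zambian libraries in prepupae. Its log2 fold changes were 1.04 (standard error 0.16, adjusted p = 0.00021), 0.68 (standard error 0.16, adjusted p = 0.00582) and 0.98 (standard error 0.17, adjusted p = 0.000636).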

The first, *fiz*, which has been shown to be a target of positive selection in derived populations [64,65], plays a role in growth rate and wing load divergence between the Dutch and Zambian populations [58]. *ACC* has been shown to play a role in triglyceride storage and glycogen levels [66] as well as thermal body size plasticity [67]. Using RNA interference (RNAi), we tested eight candidate genes to determine if they play a role in body weight, six of which were up-regulated in the Netherlands, *hephaestus* (*heph*), *Cyp9b2*, *Cyp28d1*, *Baldspot*, *Microsomal glutathione S-transferase-like* (*MgSt1*), and *Dachs ligand with SH3s* (*Dlish*), and two genes up-regulated in Zambia, *achintya* (*achi*) and *vismay* (*vis*). 

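*heph* (FBgn0011224, chromosome 3R from 31846987 to 32015520), a polypyrimidine tract-binding protein gene, had 61.5 ± 11.1 CPM (SD, n = 3) in Dutch and 10.7 ± 0.390 (SD, n = 3) in Zambian libraries at the early stage, and log2 fold changes of 2.52 (standard error 0.15, adjusted p = 9.64e-10), 2.35 (standard error 0.15, adjusted p = 3.71e-09) and 2.58 (standard error 0.15, adjusted p = 2.4e-09) at the early, late and prepupal stages. *Baldspot* (FBgn0260960), an elongase gene of long fatty acids, had 208 ± 14.6 CPM (SD, n = 3) in Dutch and 108 ± 17.2 (SD, n = 3) in Zambian libraries at the early stage, and 0.94 (adjusted p = 0.000129), 0.98 (adjusted p = 8.19e-05) and 1.38 (adjusted p = 3.43e-06). *MgSt1* (FBgn0025814), named *Mgstl* in the later annotation and encoding a microsomal glutathione S-transferase, had 1.27 (adjusted p = 0.00019), 1.94 (adjusted p = 2.62e-06) and 1.11 (adjusted p = 0.00164). The cytochrome P450 gene *Cyp9b2* (FBgn0015039) had 422 ± 48.2 CPM (SD, n = 3) in Dutch and 206 ± 21.6 (SD, n = 3) in Zambian libraries at the early stage, and 1.04 (adjusted p = 0.0185), 1.31 (adjusted p = 0.00191) and 1.09 (adjusted p = 0.0205). *Cyp28d1* (FBgn0031689) was called at the late stage with 401 ± 131 CPM (SD, n = 3) in Dutch and 202 ± 60.5 (SD, n = 3) in Zambian libraries, 0.99 (adjusted p = 0.0082), and had 0.82 (adjusted p = 0.052) at the early and 0.81 (adjusted p = 0.0795) at the prepupal stage. *Dlish* (FBgn0034264), whose product binds Dachs, had 11.5 ± 3.49 CPM (SD, n = 3) in Dutch and 0.640 ± 0.205 (SD, n = 3) in Zambian libraries at the early stage, and 4.13 (standard error 0.46, adjusted p = 3.4e-06), 3.05 (standard error 0.45, adjusted p = 0.0001) and 1.40 (standard error 0.46, adjusted p = 0.096). *achi* (FBgn0033749) was lower in the Dutch population with 3.53 ± 0.579 CPM (SD, n = 3) in Dutch and 19.6 ± 1.98 (SD, n = 3) in Zambian libraries at the early stage, and -2.48 (standard error 0.16, adjusted p = 2.42e-09), -1.78 (standard error 0.16, adjusted p = 2.67e-07) and -2.26 (standard error 0.16, adjusted p = 1.73e-08). *vis* (FBgn0033748) had -2.71 (adjusted p = 2.52e-09), -1.70 (adjusted p = 1.42e-06) and -2.16 (adjusted p = 1.54e-07). *achi* and *vis* are neighbouring homeobox genes with similar sequence and may share reads. The early call of *Cyp9b2* was lost without early Zambian replicate 1 (adjusted p = 0.0836), and its prepupal call without prepupal Dutch replicate 1 (1.07, adjusted p = 0.073) or 2 (0.97, adjusted p = 0.0979), or prepupal Zambian replicate 1 (1.15, adjusted p = 0.0565), 2 (1.04, adjusted p = 0.0989) or 3 (1.09, adjusted p = 0.0741). The prepupal difference of *Dlish* was called under 1 of 30 alternatives, without prepupal Dutch replicate 3, with a log2 fold change of 1.86 (adjusted p = 0.00678), and it fell to 0.57, adjusted p = 0.64, without prepupal Dutch replicate 2. *Cyp28d1* was called at the early stage without late Dutch replicate 1 (adjusted p = 0.0163), early Dutch replicate 3 (adjusted p = 0.0191), late Dutch replicate 3 (adjusted p = 0.0416), late Zambian replicate 1 (adjusted p = 0.0279), late Zambian replicate 2 (adjusted p = 0.0429) or early Zambian replicate 3 (adjusted p = 0.00823), and in prepupae without late Dutch replicate 1 (adjusted p = 0.0301), late Zambian replicate 1 (adjusted p = 0.043) or early Zambian replicate 3 (adjusted p = 0.0365). In all, *Cyp28d1* was called under 14 of 30 alternatives at the early stage and 9 of 30 in prepupae, at both stages also with DESeq2, upper-quartile normalization, well-expressed factors and only the libraries compared and with the normal prior of DESeq2 and the chemosensory receptor covariate, both chosen after seeing the data, and at the early stage with a mean CPM of at least 1 and thinned libraries.

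**Figure D3:**
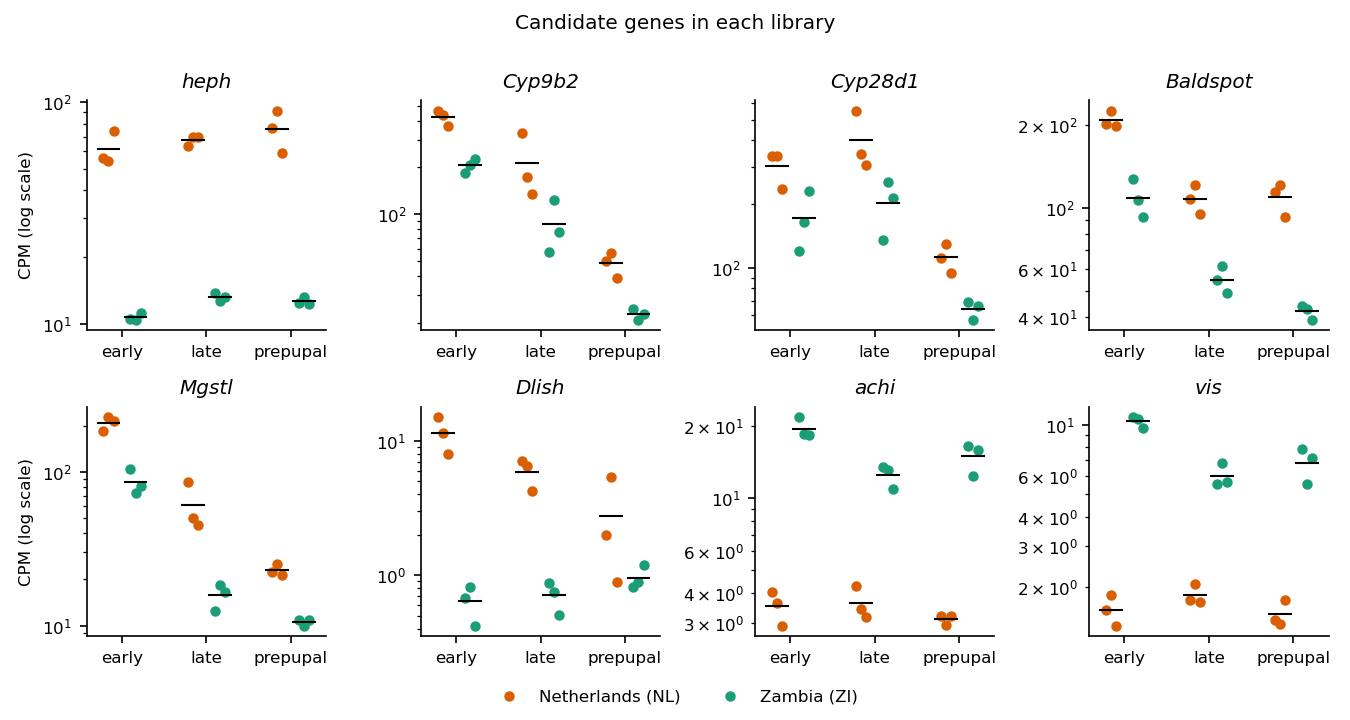
CPM after TMM normalization (vertical log axis) of the 8 genes chosen for RNA interference in each of the 18 libraries by stage (horizontal axis), in Dutch and Zambian libraries. Points are libraries and lines are means of 3. *heph* sits at 75.6 ± 16.3 in prepupal Dutch and 12.6 ± 0.559 in prepupal Zambian libraries (SD, n = 3 each).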

Because genes up-regulated in the Dutch population were enriched for those involved in metabolism, we tested for differences in body size on both standard food and “starvation” food, which contained one-fourth of the nutrients found in standard food. Body weight significantly decreased in comparison to control strains on standard food when we knocked down gene expression of *Cyp28d1*, *Dlish*, *achi*, and *vis* (Fig 5A), and on starvation food when we knocked down expression of *Baldspot* and *achi* (Fig 5B). Body weight of knockdown *Baldspot* flies on standard food was also decreased, but female emergence on the standard diet was very low, and we were only able to perform one replicate (Fig 5A). Thus, from our candidate genes we were able to newly identify five genes that affect body size.

**Fig 5:**
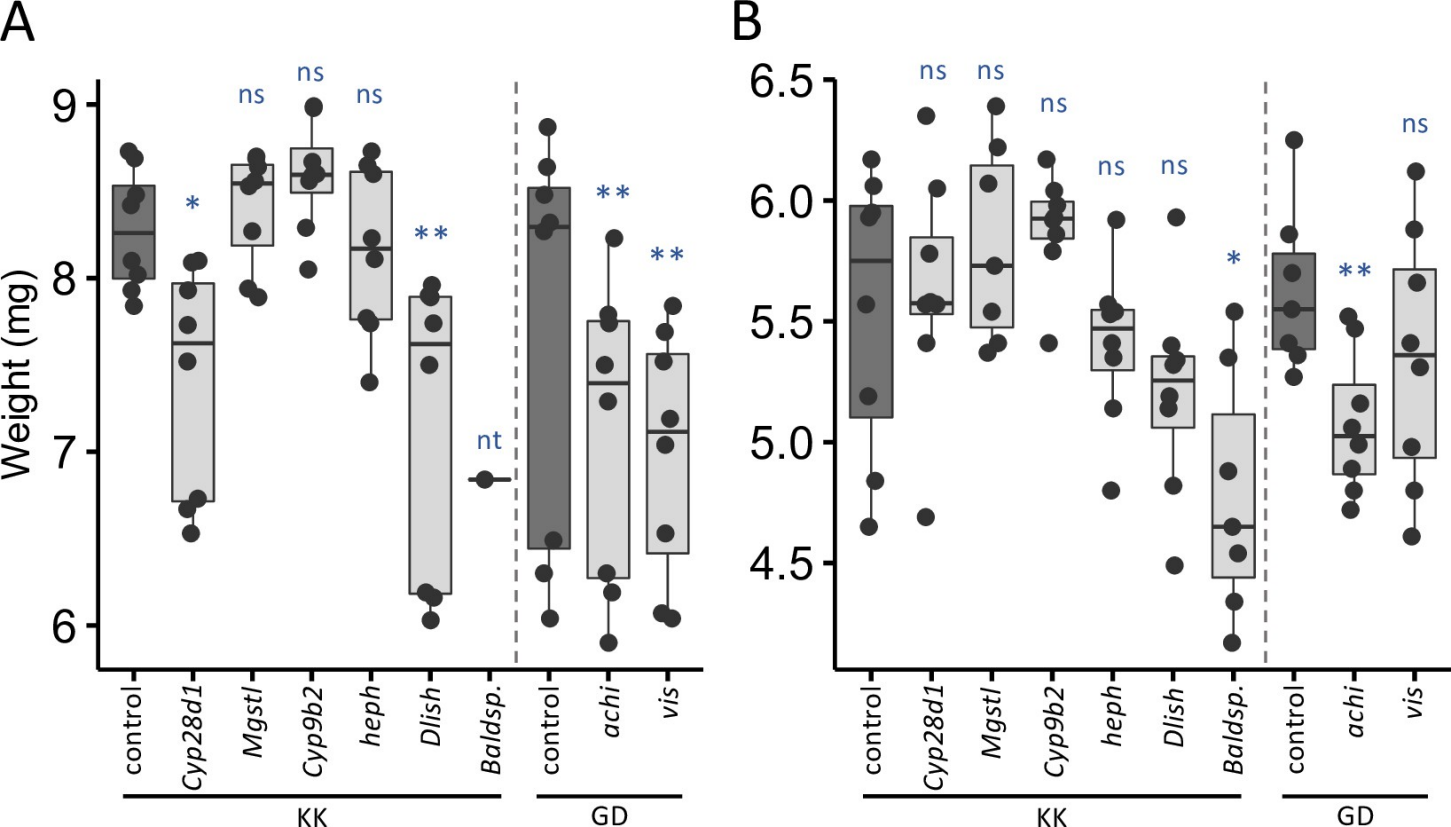
Body weight in control and RNAi knockdown flies. Shown are the body weight of groups of five 1–3 day-old female control (dark) or RNAi knockdown (light) flies from the GD and KK Vienna Drosophila Resource Center RNAi libraries [68] on A) standard and B) starvation food. Significance was assessed with an ANOVA. nt not tested, ns not significant, * *P* < 0.05, ** *P* < 0.005, *** *P* < 10^−5^.

## Discussion

Since their divergence from sub-Saharan African populations ~12,000 years ago [57], cosmopolitan *D*. *melanogaster* have had to adapt as they expanded into new environments. Using pooled RNA-seq across three developmental stages, representing ~10 hours of development, in the larval fat body of an ancestral African and a derived European population, we found that overall protein-coding and lncRNA gene expression became more developmentally specific (i.e. more temporally restricted) in the derived population (Fig 4). We also detected signatures of potential local adaptation at the sequence level in 9–25% of genes showing evidence of expression divergence between populations (Table 3). This association between expression divergence and linked sequence differentiation is indicative of changes in *cis*-regulation between these populations. Taken together, these findings suggest that gene expression becomes more developmental stage-specific during adaptation to new environments (i.e. the temporal breadth of expression becomes more restricted). However, we should note that because neutral (and nearly-neutral) changes have also accumulated between these populations, some of the detected changes in stage-specificity may be neutral (or nearly-neutral). In line with this finding, regulatory changes, and *cis*-regulatory changes in particular, are thought to be important during adaptation because they can temporally and spatially fine-tune gene expression [69,70]. Indeed, a recent study found extensive tissue-specific (i.e. spatial) gene expression changes during thermal adaptation [71]. Similarly, we found that gene expression divergence between populations was largely developmental stage-specific (Fig 1).

Previous studies of lncRNA expression revealed that, in comparison to protein-coding genes, lncRNAs are more temporally-specific [40,59], which we also found in this study (Fig 4D). When we examined the contribution of lncRNAs to expression divergence between the examined populations, we found that the relative quantitative contribution of lncRNAs is dependent on developmental stage and population (Table 1). Most notably, lncRNAs were over-represented among the genes up-regulated in Europe and under-represented among the genes up-regulated in Africa during the late wandering stage, suggesting the relative importance of lncRNA expression during this stage is higher for the derived versus the ancestral population. Due to our pooled sequencing approach, it is unclear if this divergence is driven by higher expression in all or a subset of genotypes, an increase in the number of genotypes expressing lncRNAs, or a combination of both. A previous study examining lncRNA expression in a North American population found that several lncRNAs have strain-specific expression, suggesting that lncRNAs can emerge and evolve rapidly [20]. Indeed, in cichlids, the non-coding part of the transcriptome has been shown to evolve more quickly than the coding portion [23].

A previous study using modENCODE transcriptome data found that during larval development, many lncRNAs showed their highest expression specifically during the late wandering stage [40]. We also found that lncRNA expression was significantly higher in the late than in the early wandering stage, but only in the Dutch population (Fig 3A and 3C). In the Zambian population, lncRNA expression was similar between the two larval stages but significantly increased in the prepupal stage (Fig 3A and 3C). The modENCODE data is from a single, derived New World strain, which suggests that increased lncRNA expression during the late wandering stage is actually a derived phenotype. Given the signatures of potential local adaptation we detected (Table 3), this stage-specific increase in lncRNA expression may be adaptive. Indeed, the faster rate of expression evolution in non-coding genes suggests that lncRNAs may play a prominent role in local adaptation, especially over short evolutionary timescales. However, in our dataset, the expression of protein-coding genes in each population showed similar patterns to lncRNA expression (Fig 3A–3D), suggesting that population rather than gene type (i.e. coding versus non-coding) is a more important predictor for overall transcriptome dynamics.

Indeed, we found that gene expression dynamics between the European and African populations were highly divergent (Table 2). However, we could only detect a significant interaction between developmental stage and population in 8% of analyzed genes and many more genes were associated with developmental stage than with population in our WGCNA (Fig 2). These findings suggest that the core developmental program in these populations is still largely intact and that the analyzed stages have a high tolerance for intraspecific expression divergence. The late wandering stage, which coincides with a large pulse of the maturation hormone ecdysone and occurs just before pupariation and the onset of metamorphosis [53], was the most highly divergent between Europe and Africa (Fig 1B). Expression divergence during this stage within another European population was also highly divergent among closely related genotypes (Fig 3), which underscores the importance of the effect of genetic background on expression variation and that even low levels of sequence divergence can lead to large changes in gene expression. This increased expression variation and divergence (Figs 1 and 3) is in line with the hourglass theory of development, which espouses that morphology, tissue patterning, and gene expression align and are, therefore, most constrained at developmental milestones [72]. Thus, the late wandering stage may be more divergent because it is not a developmental milestone in the fat body. The mechanisms underlying the increased expression variation we detected during the late wandering stage remain unclear but may, for example, be related to developmental variation in transcriptional rates or RNA degradation. It is also possible that the presence of polytene chromosomes in larval fat body cells contributes to expression variation between populations in a stage-specific manner.

Based on candidate genes identified from our analyses, we were able to use RNAi to newly identify five genes that contribute to body weight determination (Fig 5), a phenotype that the fat body is known to affect [53] and has been shown to differ between the examined populations [58]. Body size clines are well-documented in *Drosophila* and are thought to be maintained by selection [45,47,73]. Three of these genes, *Baldspot*, *Cyp28d1*, and *Dlish*, were up-regulated in Europe and likely contribute to body weight divergence between these populations, suggesting that their increase in expression may be adaptive. For *achi* and *vis*, which act in conjunction with one another and were up-regulated in Africa, the effect of RNAi knockdown on body weight was antithetical to expectations if these genes were to contribute to population divergence (Fig 5), suggesting they contribute to body weight variation but not divergence between these two populations. Of these five genes, only *Dlish* has previously been associated with body size variation, specifically wing length variation [74]. Thus, leveraging temporal expression variation and divergence can be a valuable tool in identifying the genes that contribute to phenotypic variation and evolution. Overall, our findings provide insight into the evolution of gene expression specificity during adaption, the evolution of temporal transcriptome dynamics, and how this variation contributes to phenotypic divergence and evolution.

## Materials and methods

### *D*. *melanogaster* population samples and RNA extraction

All *D*. *melanogaster* strains were maintained under standard lab conditions (21°C, 14 hours light: 10 hours dark cycle, cornmeal-molasses media) unless otherwise indicated. RNA-seq was performed for pooled samples of dissected female fat bodies from a European (12 strains from Leiden, the Netherlands) and a sub-Saharan African (10 strains from Siavonga, Zambia) population, as well as individually for dissected fat bodies of five isofemale strains from another European population (Munich, Germany). For the Dutch and Zambian populations, expression was examined during three developmental stages: third instar early wandering larvae, third instar late wandering larvae, and the first white prepupal stage (see S1 Text for more details on staging). For each stage and population, total RNA was extracted from 3 biological replicates, each consisting of a pool of three dissected fat bodies per isofemale strain, for a total of 30 (Zambia) or 36 (the Netherlands) fat bodies per replicate. For each isofemale strain of the German population, total RNA was extracted from 2–3 replicates, each consisting of 15 dissected fat bodies. After larvae were washed in 1X PBS, fat bodies were dissected in cold 1X PBS and stored in RNA/DNA shield (Zymo Research Europe; Freiburg, Germany) at -80°C until RNA extraction. RNA was extracted with the RNeasy Plus Universal kit (Qiagen; Hilden, Germany) as directed by the manufacturer with the following modification: tissue was homogenized by vortexing.

### RNA sequencing and read mapping

For Dutch and Zambian samples, RNA-seq was performed for 18 RNA-seq libraries. Because this experiment focused on both coding and non-coding genes, ribosomal depletion was utilized for the isolation of RNA, which was performed along with fragmentation, reverse transcription, library construction, and high- throughput sequencing by Genewiz (Leipzig, Germany). For German samples, RNA-seq was performed for 11 RNA-seq libraries. Because this experiment focused on protein-coding gene expression, poly-A selection was utilized for the isolation of RNA, which was performed along with fragmentation, reverse transcription, library construction, and high- throughput sequencing by Novogene (Hong Kong). For all samples, sequencing was performed using the Illumina HiSeq 2500 platform (Illumina; San Diego, CA) with 150 bp paired reads.

Reads were mapped to the *D*. *melanogaster* transcriptome (including mRNA, rRNAs, microRNAs, and noncoding RNAs) with the FlyBase release version 6.21 annotation [75] using NextGenMap [76] in paired-end mode. In downstream lncRNA analyses, we included all lncRNAs as defined by FlyBase (517 sense and 219 antisense). Ambiguous read pairs, i.e. those mapping to different genes or transcripts, were discarded. For Dutch and Zambian samples, the total number of reads per library ranged from 35.0–52.6 million, 84.0–91.5% of which could be mapped to protein- and non-coding genes. For German samples, the total number of reads per library ranged from 37.2–53.4 million, with 92.4–98.5% of reads mapping to protein-coding regions. For differential gene expression analyses, we analyzed the sum of read counts across all of a gene’s transcripts (across all annotated exons), i.e. on the individual gene-level.

In order to test for potential mapping bias that could be introduced by mapping reads from the ancestral Zambian population, which harbors more genetic variation, to the FlyBase reference annotation (version 6.21 [75]), which is from a lab strain more likely to be closely related to the derived, European populations, we re-mapped reads from the Zambian and Dutch libraries to a Zambian reference transcriptome (strain ZI418), which was created as described in [58]. Briefly, in order to generate the Zambian reference transcriptome, if a nucleotide sequence difference on the major chromosome arms (X, 2R, 2L, 3R, 3L) occurred between the FlyBase annotation and the ZI418 strain, the Zambian variant was substituted into the new reference transcriptome. Due to slight differences in mapping, ~0.27–0.30% of genes could be included in one reference but not the other when the same cutoffs were applied as in the “Differential gene expression analysis” section below. We also restricted our analysis to only the major chromosome arms; therefore, 12,322 genes were included for this analysis. In order to determine if the choice of reference transcriptome introduced any mapping bias, for each sample and gene, we calculated a simple measure of mapping bias: (n_zam_−n_flybase_) / (n_zam_ + n_flybase_), where n_zam_ is the number of reads mapped using the Zambian reference and n_flybase_ is the number of reads mapped using the FlyBase reference. This measure of bias should be robust to sequencing depth differences among samples and genes and yields values between –1 (biased towards Zambian reference) and 1 (biased towards FlyBase reference). We did not detect any mapping bias between Dutch and Zambian samples (S3 Fig and S1 Text).

### Differential gene expression analysis

Differential gene expression analysis was carried out using the negative binomial test as implemented in DESeq2 [77] in R [78] with a 5% false discovery rate. Due to differences in sequencing methods and sample composition, German samples were analyzed separately from the Dutch and Zambian samples. In order to prevent the exclusion of biologically relevant genes expressed exclusively in only one stage and/or population or line, for a gene to be considered as expressed in a dataset, we required that the gene have an average of at least 15 mapped reads per sample across all samples of that dataset. Thus, in our pooled RNA-seq dataset with 18 samples, a gene was required to have at least 270 total mapped reads across all samples in order to be considered as expressed, while for our 11 sample German dataset, a gene was required to have 165 total mapped reads. After the filtering of non-expressed genes, a total of 12,454 protein-coding and non-coding genes were used for differential expression analysis in Dutch and Zambian samples and a total of 8,419 protein-coding genes were used for analysis in the German samples.

Differential expression was detected among Dutch and Zambian samples using a one-factor model design with a grouping variable consisting of six levels representing the six possible combinations of population and developmental stage in order to make direct comparisons between all possible types of samples. Differential expression was detected among German samples using a one-factor model design with five levels corresponding to the five isofemale strains. Removing the German strain with the highest variation (Fig 3) from the analysis did not qualitatively change our findings (S10 Table). In order to identify genes with a significant interaction between developmental stage and population, we implemented a two-factor (stage and population) model design with an interaction term between the two factors and performed a likelihood ratio test of the models with and without the interaction term with a 5% false discovery rate. We tested for differences in the magnitude of gene expression changes among groups using a *t*-test and a Bonferroni multiple test correction to account for running multiple tests.

### Calculation of relative gene expression and developmental stage specificity

In order to directly compare all sample types, we calculated relative gene expression as transcripts per million (TPM) for Dutch and Zambian samples [79]. As described in the “Differential gene expression analysis” section above, a gene was required to have an average of 15 mapped reads across all 18 samples in order to be included in the TPM calculation. Tau was used to calculate developmental stage specificity and was calculated using mean TPM as a measure of gene expression for each gene in each developmental stage (S1 Text). We tested for differences among groups using a *t*-test and a Bonferroni multiple test correction to account for running multiple tests.

### Weighted gene co-expression network analysis

In order to detect correlated patterns among genes in Dutch and Zambian samples, we performed a weighted gene co-expression network analysis (WGCNA) using the WGCNA R package [80] to cluster genes into modules of genes with correlated gene expression. Briefly, variance stabilized normalized gene counts of all analyzed genes were used to calculate a topological overlap (TOM) matrix using a power parameter of β = 6 for soft-thresholding. Gene co-expression modules were then identified using hierarchical clustering and dynamic tree cutting, which automatically determines the optimal split height for assigning module clusters, with a minimum module size of 30 and a correlation threshold of 0.95 for module merging, based on the high connectivity within the constructed network as well as hierarchical clustering of initial modules (S4 Fig). It should be noted, that this threshold results in no module merging, however, a lower correlation threshold of 0.85 resulted in the merging of only three modules into other, larger modules, two of which, the yellow and green modules, are already very large (Figs 2 and S4). For each gene expression module, the eigengenes, i.e. the module summaries, which are essentially the first principal component for each module, were then correlated with stage age in hours and a binary approximation of population (Dutch = 1 and Zambia = 0) using a Pearson’s correlation and a student asymptotic *P*-value to assess significance.

### Gene set enrichment analysis

We used FlyMine [81] to search for an enrichment of gene ontology (GO) biological process and molecular function terms, Reactome and Kegg pathways, and InterPro protein domains for genes up-regulated in each population during each stage as well as across all stages.

### Analysis of sequence-level population differentiation

In order to detect population differentiation at the sequence level, we calculated genome-wide *F*_*ST*_ for the Dutch and Zambian populations. Whole-genome sequences are publicly available from http://evol.bio.lmu.de/downloads/ for the Dutch population and from the Drosophila Genome Nexus [82] for the Zambian population. Next, we determined the empirical distribution of *F*_*ST*_ between the Dutch and Zambian populations for each of the five major chromosome arms. From these distributions we determined the cutoff above which a SNP is among the top 5% most differentiated SNPs for that chromosome arm. The *F*_*ST*_ values for the upper 5% cutoffs for chromosome arms 2L, 2R, 3L, 3R, and X were 0.3237, 0.3608, 0.3756, 0.3401, and 0.3813, respectively. Next, for genes of interest, we calculated the number of SNPs expected to fall into the upper 5% of the respective *F*_*ST*_ distribution within the gene region as defined by FlyBase [75]. We then tested for enrichment in the observed versus the expected highly differentiated SNPs within these regions using a χ^2^ test with a Benjamini and Hochberg multiple test correction [83] for each group of genes of interest. Known, experimentally validated *cis*-regulatory regions associated with genes containing high *F*_*ST*_ SNPs and differentially expressed across all stages were identified using the REDfly database [63]. The AME program [84] in the MEME Suite [85] was used to search for an enrichment of regulatory motifs in the regulatory regions identified for either Zambian or Dutch up-regulated genes using the other population as the control and the JASPAR Core insect database [86] and the combined Drosophila Databases [87–90] and the standard settings.

### Body weight assays

Adult body weight assays were performed for candidate genes in which expression had been knocked down using RNAi constructs under the control of the yeast GAL4/UAS system. *D*. *melanogaster* strains producing hairpin RNA complementary to *heph* (ID: 110749), *Cyp9b2* (ID: 102496), *Cyp28d1* (ID: 110259), *Baldspot* (ID: 101557), *MgSt1* (ID: 109140), *Dlish* (ID: 110749), *achi* (ID: 49640), or *vis* (ID: 49635) mRNA under the control of a UAS as well as the respective control strains containing an empty vector at the same genomic location (UAS^-^, IDs: 600000, 60100), which we used as a control, were obtained from the Vienna Drosophila Resource Center (Vienna, Austria) [68]. The RNAi and UAS- strains were crossed to a *Cyp6g1*-GAL4 driver strain (*6g1*HR-GAL4-6c), which drives GAL4 expression in the larval fat body, midgut, malpighian tubule, and gastric caecae [91] and was kindly provided by Llewllyn Green. To control for other factors that can contribute to size variation, flies were density controlled similar to in the *D*. *melanogaster* population samples and RNA extraction section above with 50 first instar larvae in small vials containing either standard cornmeal-molasses medium or “starvation” medium, containing ¼ of the nutrients of standard medium. The wet weight of flies was measured in groups of five 1–3 day-old females, with 1–8 replicates spread over 2 batches per strain. Groups of flies were lightly anesthetized with CO_2_ and placed in pre-weighed 1.5 mL Eppendorf tubes on ice for 5 minutes before being weighed on a Mettler H51 scale (scale division = 0.01 mg, error = 0.05 mg). The weight of 5 flies was then calculated as the weight of 5 flies and tube minus the weight of the tube. Significance was assessed with an ANOVA.

## Supporting information

S1 Table Genes included in our dataset but detected as not expressed in a subset of stages and/or populations. Shown are the number of genes detected as expressed only in a given subset of stages or populations (pop) but not expressed in the others. For a gene to be considered as expressed in a particular population and stage, we required a minimum of an average of 15 reads for that population/stage combination.
(XLSX)

S2 Table Connectivity and differentially expressed (DE) genes in population (pop.)- and age-associated modules. Shown are the number (num.) of genes in each module; the mean module connectivity (connect.); any significant positive (+) or negative (-) correlations with age or population; genes DE between populations at any stage, across all stages, or number of the 5 most highly connected genes DE between populations during all stages; number of genes DE between stages in any population or both populations and number of the 5 most highly connected genes DE between any two stages; and the number of genes with a significant interaction between developmental stage and population as tested with DESeq2.
(XLSX)

S3 Table Top 20 most significant differentially expressed genes between a Zambian and a Dutch population. Colors represent differentially expressed (DE) genes shared among stages (white: DE in all; blue: DE in 2 stages, orange: unique)
(XLSX)

S4 Table Top 20 most differentially expressed genes between a Zambian and a Dutch population. Colors represent differentially expressed (DE) genes shared among stages (white: DE in all; blue: DE in 2 stages, orange: unique)
(XLSX)

S5 Table GO term, pathway, and protein domain enrichment in genes up-regulated in a Dutch population. Empty cells represent terms with no significantly enriched terms at that stage.
(XLSX)

S6 Table GO term, pathway, and protein domain enrichment in genes up-regulated in a Zambian population. Empty cells represent terms with no significantly enriched terms at that stage.
(XLSX)

S7 Table Correlation of gene expression between populations for genes privately differentially expressed between developmental stages in either the Netherlands or Zambia. Pearson’s correlation is shown above the diagonal and the associated Bonferroni-corrected *P*-value is shown below the diagonal.
(XLSX)

S8 Table Known *cis*-regulatory elements associated with genes showing strong population differentiation at the sequence and expression level. Shown are the number of high *F*_ST_ outlier SNPs in known, experimentally validated *cis*-regulatory elements associated with genes differentially expressed across all examined stages and containing an excess of highly differentiated SNPs in their gene regions.
(XLSX)

S9 Table Enriched motifs in regulatory elements associated with genes showing strong population differentiation at the sequence and expression level. Shown are motifs that were detected as enriched in regulatory elements associated with genes containing an excess of highly differentiated SNPs in their gene regions and up-regulated in either the Netherlands (NL) or Zambia (ZI) across all examined stages.
(XLSX)

S10 Table Number of genes detected as differentially expressed in the German population when MU17 is included or excluded in the analysis. Shown are the number of genes detected as up-regulated (up) in pairwise comparisons of the analyzed German strains (1 and 2) when MU17 is included (with MU17) or excluded (no MU17) in our intrapopulation analysis.
(XLSX)

S1 Data Results of gene expression, WGCNA, and mapping bias analyses and body weight in RNAi strains. A) Results of WGCNA and DESeq2 analyses for Dutch (NL) and Zambian (ZI) populations. Log2 fold change and adjusted *P*-values for within and between population comparisons for early (PS12), late (PS79) and prepupal (WPP) stages as well as adjusted *P*-values from likelihood ratio test (LRT) for an interaction between stage and population are shown. WGCNA module membership is also shown as well as total (kTotal) and within module (kWithin) connectivity. B) Results of DESeq2 analysis for the German (MU) population during the late stage. Log2 fold change and adjusted *P*-values are shown. C) Relative gene expression in TPM for Dutch and Zambian populations. D) Mapping bias in Dutch and Zambian populations. E) Body weight of groups of 5 flies in RNAi and control strains.
(XLSX)

S1 Fig Magnitude of detected expression changes. Shown are absolute values of log2 fold-changes of A) genes detected as differentially expressed between the Netherlands (NL, blue) and Zambia (ZI, grey) within early, late and prepupal stages, B) genes with a significant interaction (sig interact) between population and developmental stage versus genes without a significant interaction (no interact) but detected as differentially expressed (DE) between the Netherlands and Zambia during any stage, C) lncRNA and protein-coding (PC) genes detected as differentially expressed between the Netherlands and Zambia within early, late and prepupal stages, and genes detected as privately differentially expressed (private) within the Netherlands or Zambia between D) early and late stages, E) late and prepupal stages, and F) early and prepupal stages. Significance was assessed with a *t*-test with a Bonferroni multiple test correction. ns not significant, * *P* < 0.05, ** *P* < 0.005, *** *P* < 10^−10^.
(PDF)

S2 Fig Distribution of genes across expression bins. All analyzed genes were binned in each stage and population combination according to their expression in TPM (very low ≤ 1, low ≤ 10, moderate ≤ 25, high ≤ 50, very high >50). A) All analyzed genes expressed in the Netherlands (NL) or Zambia (ZI) in early, late, and/or pupal stages binned according to their expression level. B) All genes differentially expressed between the Netherlands and Zambia during early, late, or prepupal stages binned according to their expression level. Shown are the number of genes expressed in each stage and population. Blue colors represent genes up-regulated in the Netherlands and grey colors genes up-regulated in Zambia during each respective stage. C) All genes differentially expressed between a given stage and any other stage in either the Dutch or the Zambian population.
(PDF)

S3 Fig Distribution of mapping bias. Dutch (blue) and Zambian (yellow) mapping bias for all genes in A) early, B) late, and C) prepupal samples and for only noncoding genes in D) early, E) late, and F) prepupal samples.
(PDF)

S4 Fig Gene co-expression modules from WGCNA. A) Hierarchical clustering of module eigengenes. Vertical lines indicate alternative correlation thresholds for module merging 0.85 (red), 0.8 (green), and 0.75 (blue). B) Dendrogram of hierarchical clustering for module assignment. Dynamic Tree cut indicates the colored co-expression modules into which clusters were cut. Using a 0.95 correlation threshold for module merging, the merged modules remained the same as the original cut modules.
(PDF)

S1 Text Supplementary Methods and Materials.

# Supplementary material for: Dynamics and stage-specificity of between-population gene expression divergence in the Drosophila melanogaster larval fat body
**Source:** PLoS Genet. 2023 Apr 26;19(4):e1010730. doi: 10.1371/journal.pgen.1010730
**Supplement:** S1 Fig — Shown are absolute values of log2 fold-changes of A) genes detected as differentially expressed between the Netherlands (NL, blue) and Zambia (ZI, grey) within early, late and prepupal stages, B) genes with a significant interaction (sig interact) between population and developmental stage versus genes without a significant interaction (no interact) but detected as differentially expressed (DE) between the Netherlands and Zambia during any stage, C) lncRNA and protein-coding (PC) genes detected as differentially expressed between the Netherlands and Zambia within early, late and prepupal stages, and genes detected as privately differentially expressed (private) within the Netherlands or Zambia between D) early and late stages, E) late and prepupal stages, and F) early and prepupal stages. Significance was assessed with a t-test with a Bonferroni multiple test correction. ns not significant, * P < 0.05, ** P < 0.005, *** P < 10−10.

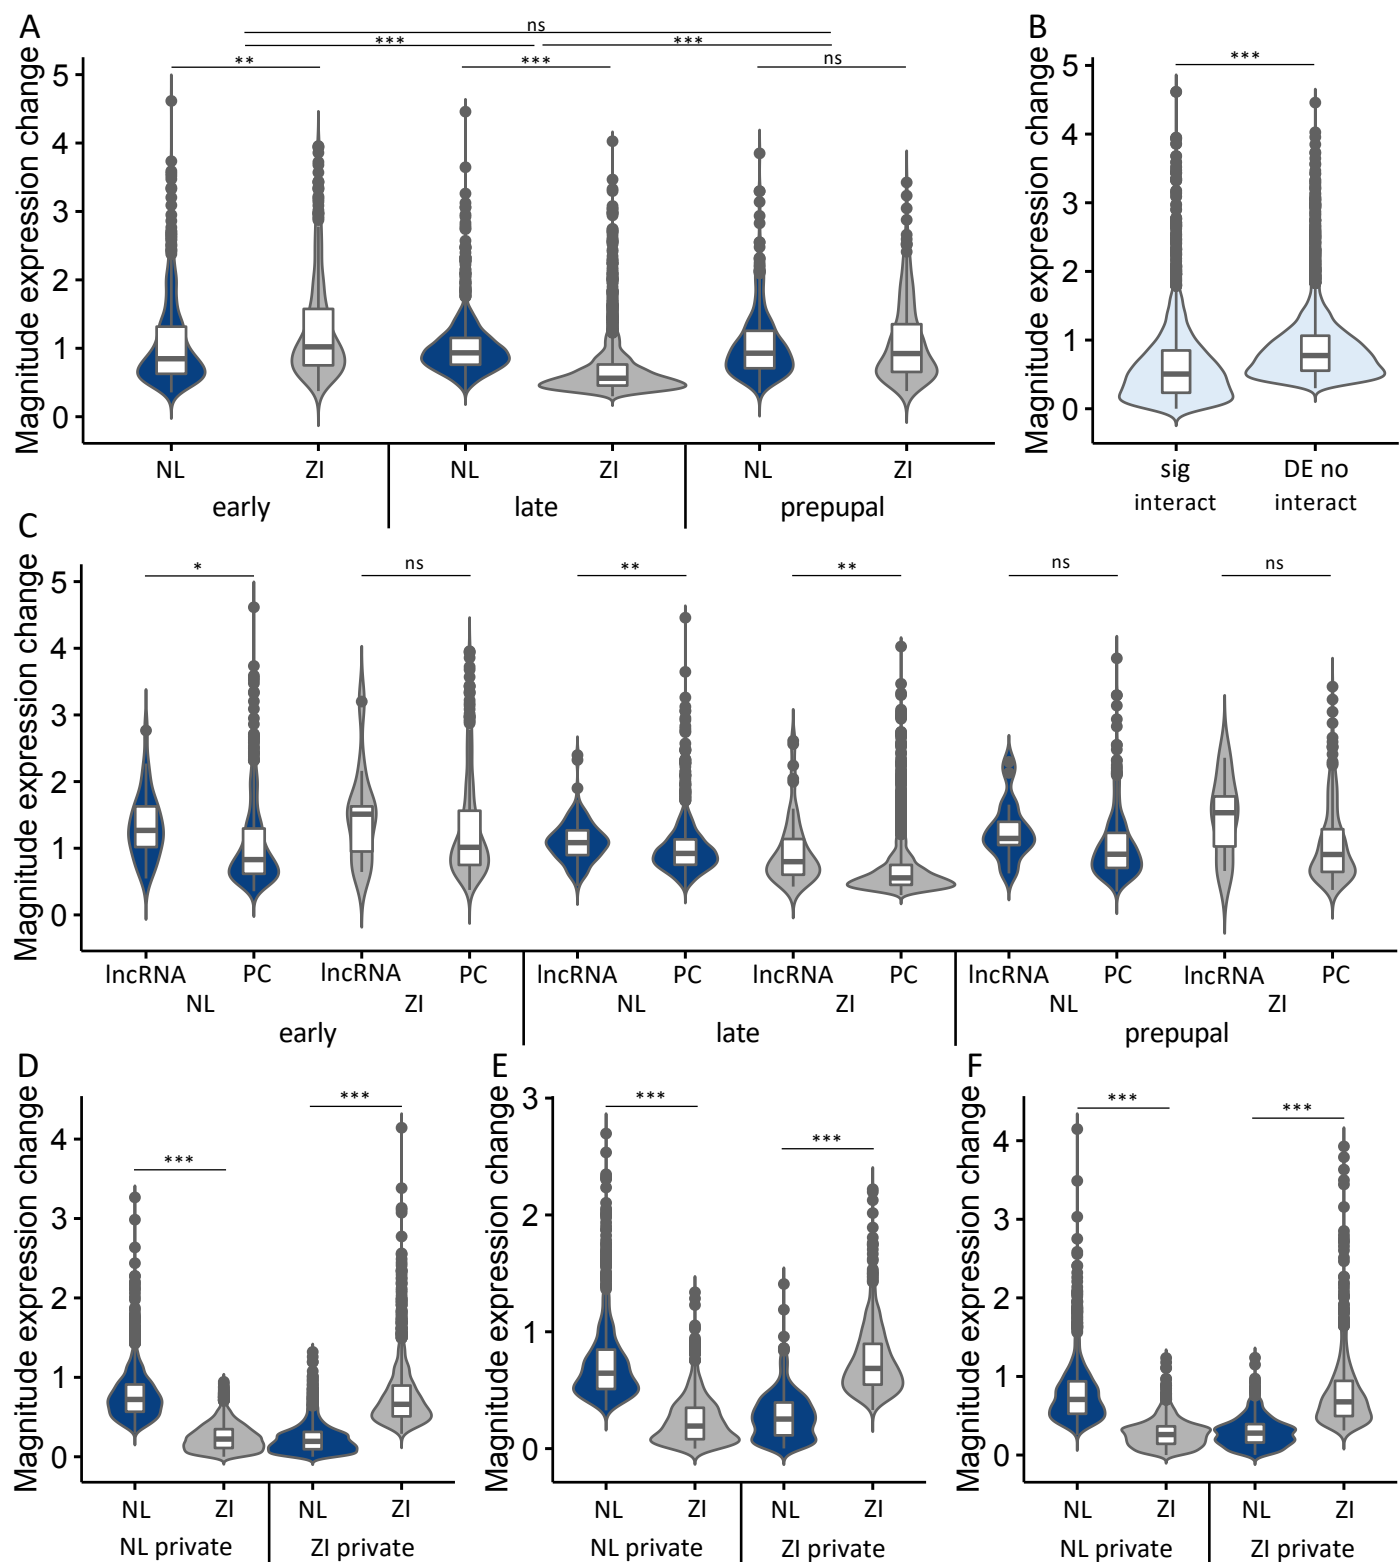

S1 Fig: Magnitude of detected expression changes. Shown are absolute values of log2 fold-changes of A) genes detected as differentially expressed between the Netherlands (NL, blue) and Zambia (ZI, grey) within early, late and prepupal stages, B) genes with a significant interaction (sig interact) between population and developmental stage versus genes without a significant interaction (no interact) but detected as differentially expressed (DE) between the Netherlands and Zambia during any stage, C) lncRNA and protein-coding (PC) genes detected as differentially expressed between the Netherlands and Zambia within early, late and prepupal stages, and genes detected as privately differentially expressed (private) within the Netherlands or Zambia between D) early and late stages, E) late and prepupal stages, and F) early and prepupal stages. Significance was assessed with a *t*-test with a Bonferroni multiple test correction. ns not significant, * $P < 0.05$, ** $P < 0.005$, *** $P < 10^{-10}$.

# Supplementary material for: Dynamics and stage-specificity of between-population gene expression divergence in the Drosophila melanogaster larval fat body
**Source:** PLoS Genet. 2023 Apr 26;19(4):e1010730. doi: 10.1371/journal.pgen.1010730
**Supplement:** S2 Fig — All analyzed genes were binned in each stage and population combination according to their expression in TPM (very low ≤ 1, low ≤ 10, moderate ≤ 25, high ≤ 50, very high >50). A) All analyzed genes expressed in the Netherlands (NL) or Zambia (ZI) in early, late, and/or pupal stages binned according to their expression level. B) All genes differentially expressed between the Netherlands and Zambia during early, late, or prepupal stages binned according to their expression level. Shown are the number of genes expressed in each stage and population. Blue colors represent genes up-regulated in the Netherlands and grey colors genes up-regulated in Zambia during each respective stage. C) All genes differentially expressed between a given stage and any other stage in either the Dutch or the Zambian population.

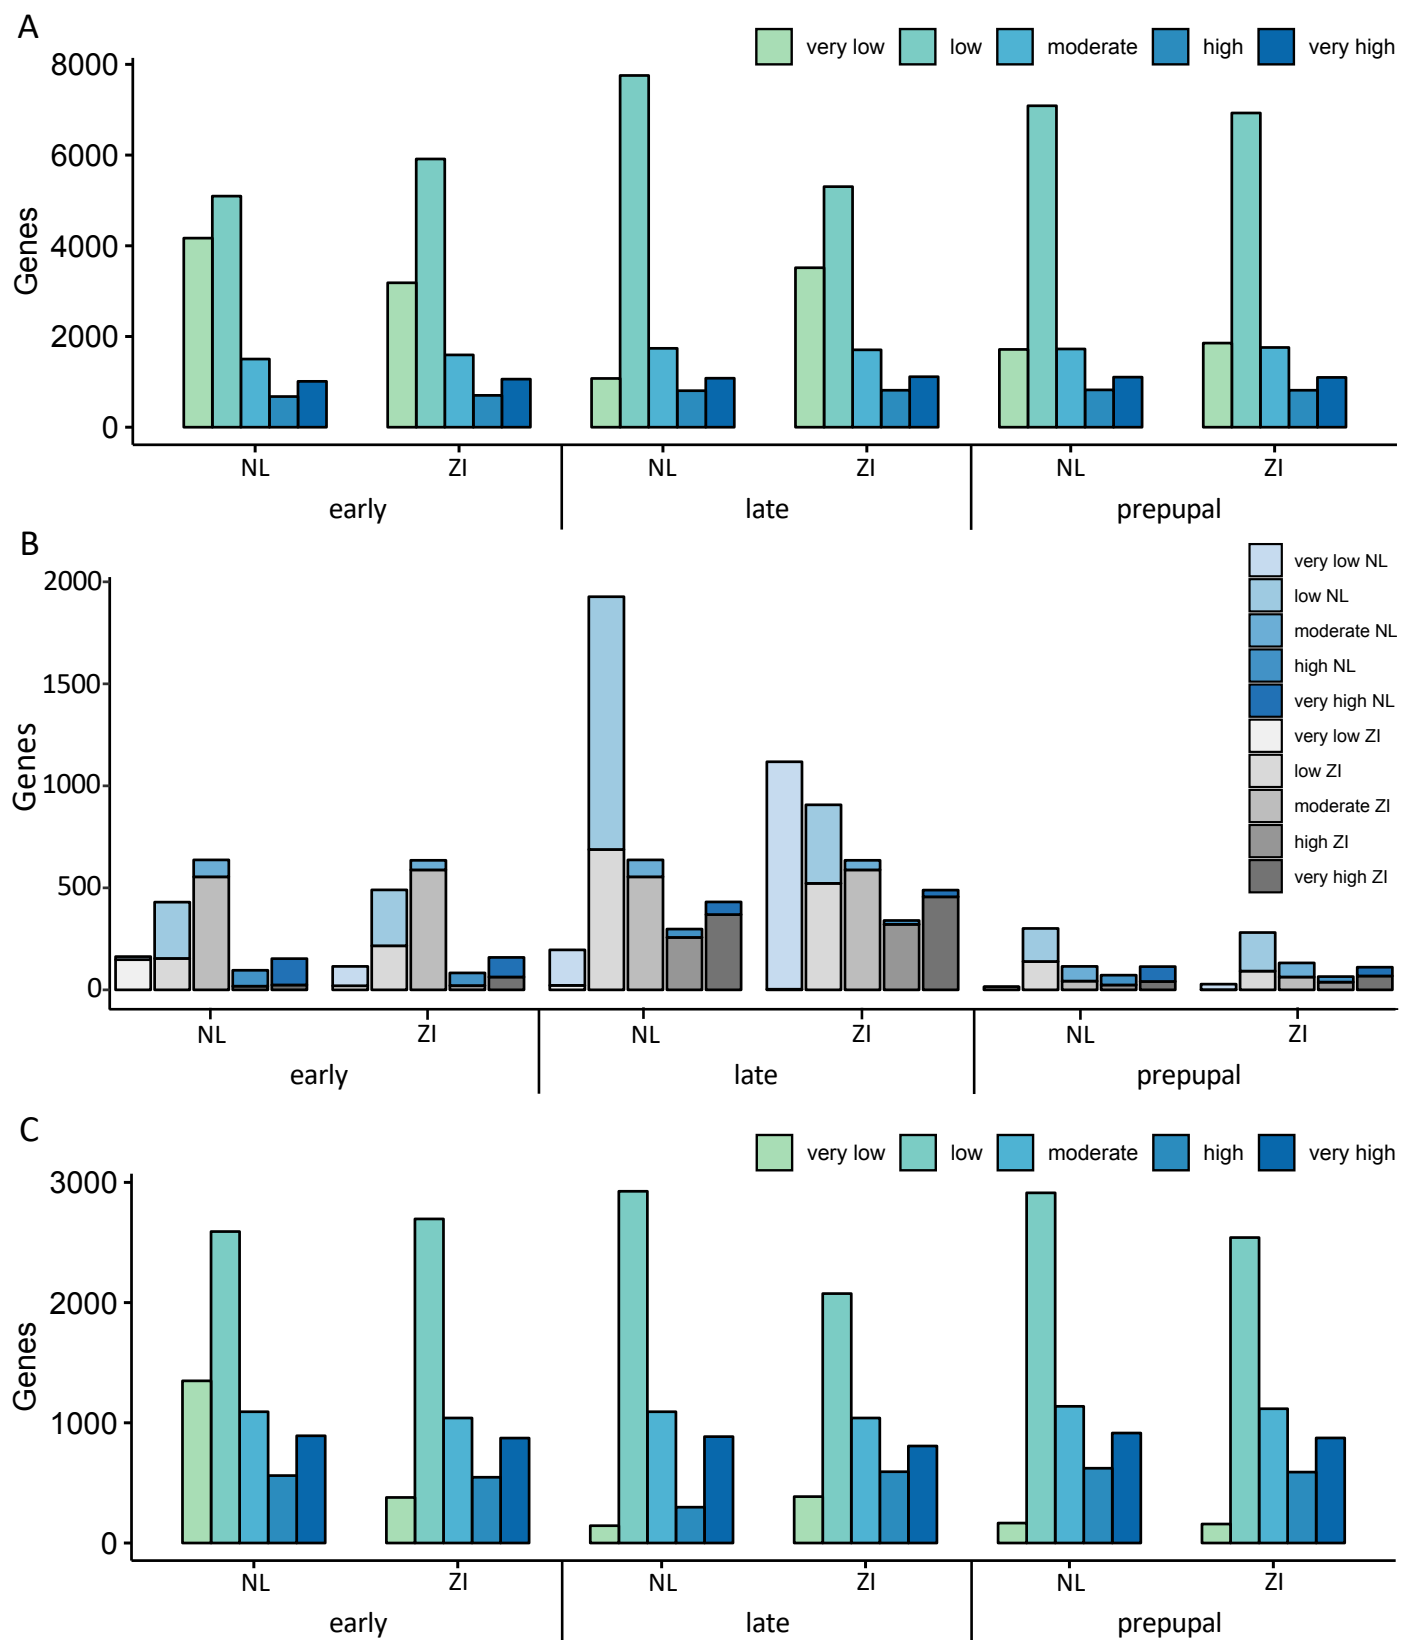

S2 Fig: Distribution of genes across expression bins. All analyzed genes were binned in each stage and population combination according to their expression in TPM (very low ≤ 1 , low ≤ 10 , moderate ≤ 25 , high ≤ 50 , very high >50). A) All analyzed genes expressed in the Netherlands (NL) or Zambia (ZI) in early, late, and/or pupal stages binned according to their expression level. B) All genes differentially expressed between the Netherlands and Zambia during early, late, or prepupal stages binned according to their expression level. Shown are the number of genes expressed in each stage and population. Blue colors represent genes up-regulated in the Netherlands and grey colors genes up-regulated in Zambia during each respective stage. C) All genes differentially expressed between a given stage and any other stage in either the Dutch or the Zambian population.

# Supplementary material for: Dynamics and stage-specificity of between-population gene expression divergence in the Drosophila melanogaster larval fat body
**Source:** PLoS Genet. 2023 Apr 26;19(4):e1010730. doi: 10.1371/journal.pgen.1010730
**Supplement:** S3 Fig — Dutch (blue) and Zambian (yellow) mapping bias for all genes in A) early, B) late, and C) prepupal samples and for only noncoding genes in D) early, E) late, and F) prepupal samples.

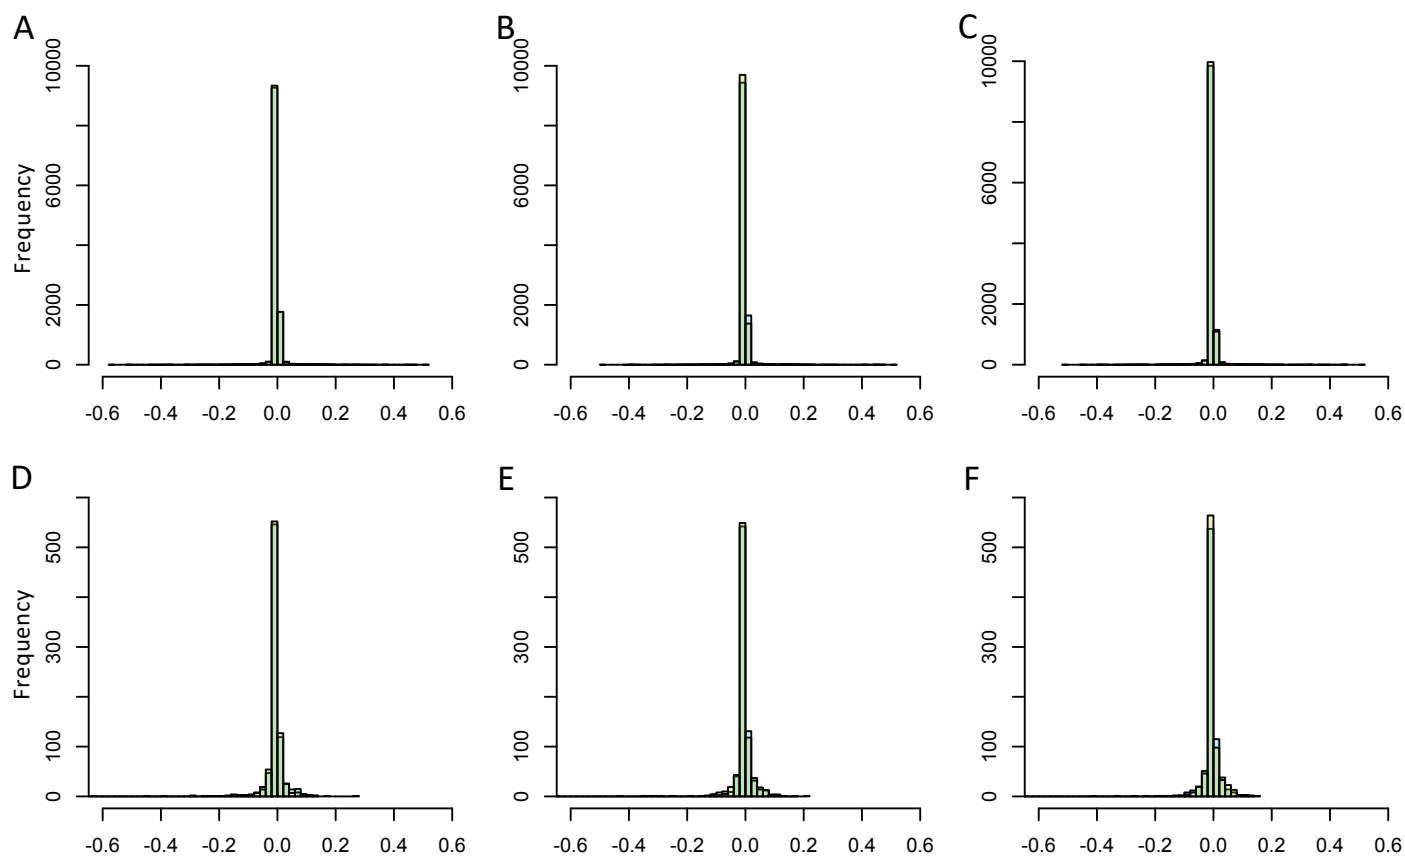

S3 Fig: Distribution of mapping bias. Dutch (blue) and Zambian (yellow) mapping bias for all genes in A) early, B) late, and C) prepupal samples and for only noncoding genes in D) early, E) late, and F) prepupal samples.

# Supplementary material for: Dynamics and stage-specificity of between-population gene expression divergence in the Drosophila melanogaster larval fat body
**Source:** PLoS Genet. 2023 Apr 26;19(4):e1010730. doi: 10.1371/journal.pgen.1010730
**Supplement:** S4 Fig — A) Hierarchical clustering of module eigengenes. Vertical lines indicate alternative correlation thresholds for module merging 0.85 (red), 0.8 (green), and 0.75 (blue). B) Dendrogram of hierarchical clustering for module assignment. Dynamic Tree cut indicates the colored co-expression modules into which clusters were cut. Using a 0.95 correlation threshold for module merging, the merged modules remained the same as the original cut modules.

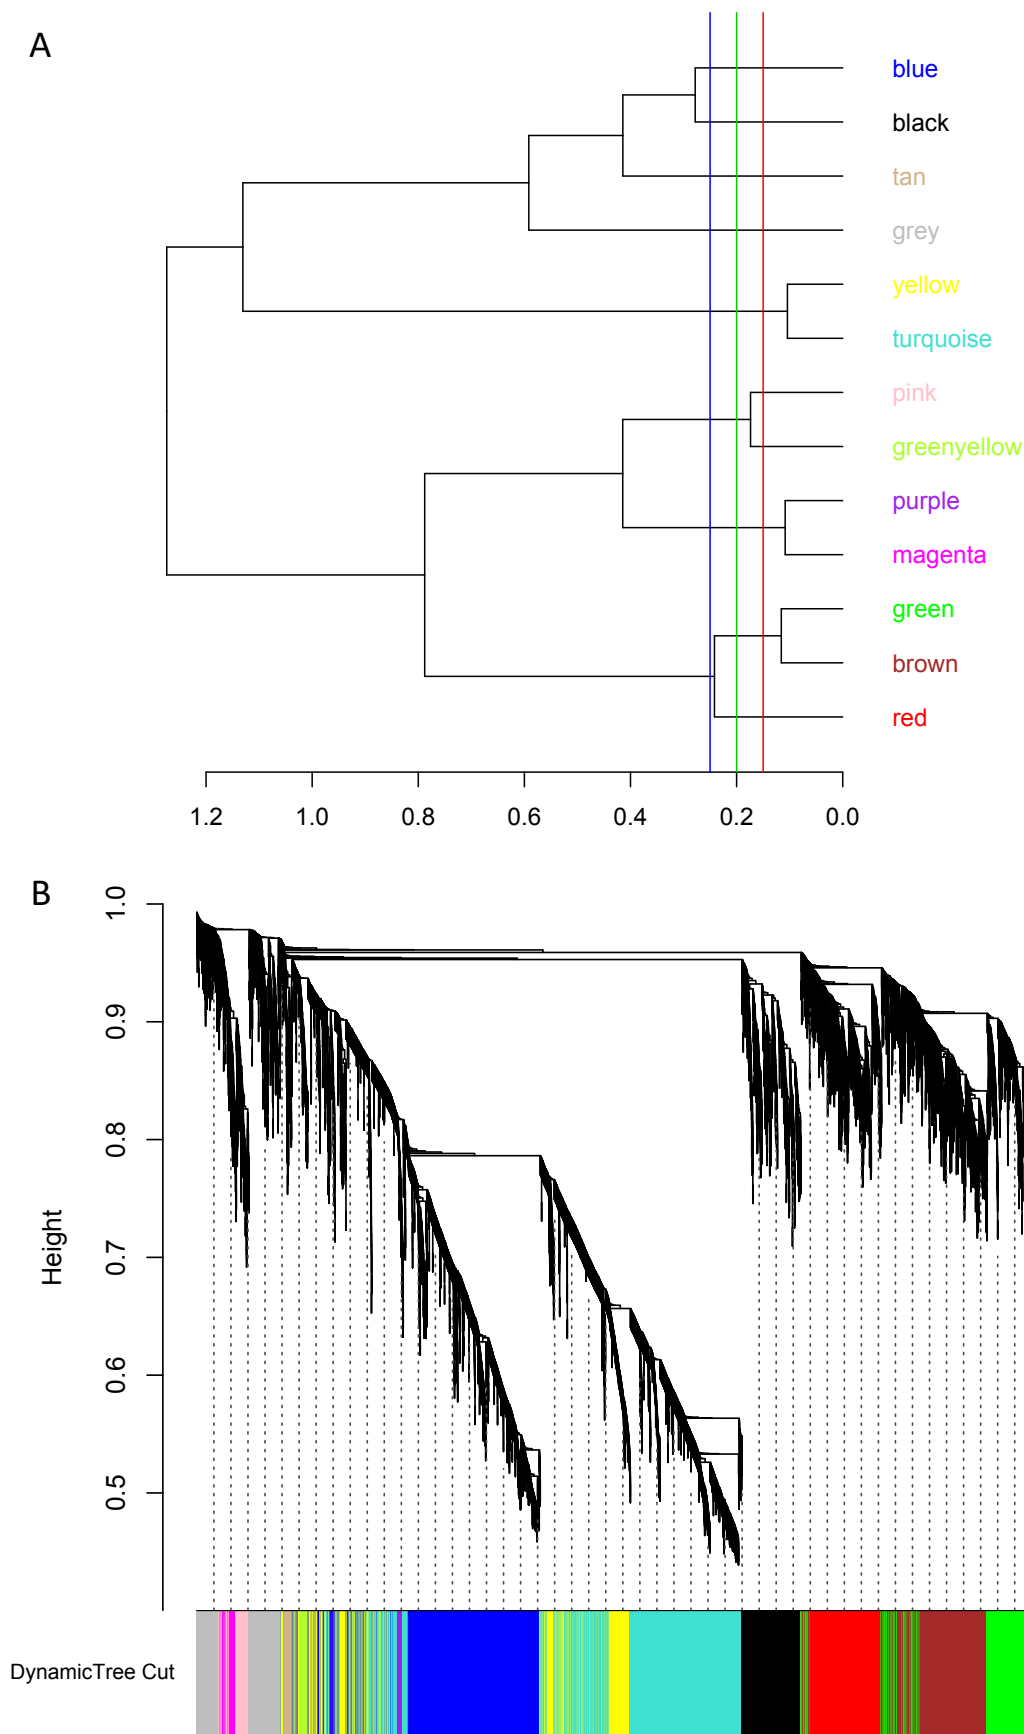

S4 Fig: Gene co-expression modules from WGCNA. A) Hierarchical clustering of module eigengenes. Vertical lines indicate alternative correlation thresholds for module merging 0.85 (red), 0.8 (green), and 0.75 (blue). B) Dendrogram of hierarchical clustering for module assignment. Dynamic Tree cut indicates the colored co-expression modules into which clusters were cut. Using a 0.95 correlation threshold for module merging, the merged modules remained the same as the original cut modules.

# Supplementary material for: Dynamics and stage-specificity of between-population gene expression divergence in the Drosophila melanogaster larval fat body
**Source:** PLoS Genet. 2023 Apr 26;19(4):e1010730. doi: 10.1371/journal.pgen.1010730
**Supplement:** S1 Text

S1 Text. Supplementary Methods and Materials

***D. melanogaster* samples**

For the Dutch and Zambian populations, expression was examined during three developmental stages, representing approximately 10 hours of development: third instar early wandering larvae puff stages 1–2 (L3PS1–2, just after cessation of feeding and onset of wandering), third instar late wandering larvae puff stages 7–9 (L3PS7–9, shortly before onset of pupariation), and the first white prepupal stage (just after puparium formation). The Dutch strains were used in several previous transcriptomic studies [1–4] and the Zambian strains were part of the *Drosophila* Population Genomics Project [5] and kindly provided by John Pool. Whole genome sequences are available for both populations. Dutch whole genome sequence data are available from <http://evol.bio.lmu.de/downloads>, while Zambian whole genome sequence data are available from <http://www.dpgp.org/>. The Munich strains were collected in 2007 and kindly provided by John Baines.

To prevent potential complications from mixed sex samples, only female larvae were used in this study. Larval staging was performed at 25°C. Adult flies were placed in cages and allowed to lay eggs on molasses-agar plates supplemented with yeast for ~48 hours. First instar larvae (identified by their size and mouth hook morphology) were collected and transferred to large vials containing cornmeal-molasses medium supplemented with 5% bromophenol blue (Carl Roth; Karlsruhe, Germany) at a density of 250 larvae per vial. Early and late third instar wandering larvae were identified based on the color of their guts (early: dark blue, late: clear), while early white prepupae (stage P1, before darkening of puparium) were identified by pupariation formation and cessation of wriggling [6].

Divergent lncRNA expression is not due to mapping bias

Because we mapped all of our samples to the FlyBase reference annotation (version 6.21) [7], it is possible that the dearth of up-regulated lncRNAs we detected in Zambia is due to mapping bias from mapping Zambian samples to a lab strain transcriptome; therefore, we remapped our Zambian and Dutch samples to a Zambian reference transcriptome and calculated a simple measure of mapping bias (see Methods section) which yields values between -1 (biased towards Zambian reference) and 1 (biased towards FlyBase reference). We did not detect any significant differences in mapping bias between protein and non-

coding genes within any samples (t -test, Bonferroni-adjusted $P > 0.17$ for all). We also did not detect significant differences in mapping bias between the Zambian and Dutch samples when considering either protein-coding or non-coding genes (S3 Fig, t -test, Bonferroni-adjusted $P > 0.31$ for all). In both cases, the median mapping bias for all samples was zero, while mean mapping bias was slightly negative for all samples (-0.0005 – -0.0017), regardless of population. For all samples, the mean magnitude of mapping bias was slightly higher for non-coding than for protein-coding genes (0.0167 – 0.0224 versus 0.0041 – 0.0067), as was the variance (0.0019 – 0.0033 versus 0.0005 – 0.0009), despite the lack of significant differences between coding and non-coding genes within each sample (S1 Data). Thus, the detected dearth of up-regulated lncRNAs in Zambia cannot be explained by differences in mapping bias between Dutch and Zambian samples.

Calculation of developmental stage specificity

Tau was used as a measure of developmental stage specificity. Tau is normally a measure of tissue specificity; however, we have applied it here to measure stage specificity because measures of tissue specificity have previously been successfully applied to measure developmental stage specificity (for examples see: [8, 9]), and a recent study found that out of 9 specificity matrices, tau was the most consistently robust [10].

References

1. Hutter S, Saminadin-Peter SS, Stephan W, Parsch J. Gene expression variation in African and European populations of *Drosophila melanogaster*. *Genome Biol.* 2008;9(1):R12.
2. Müller L, Hutter S, Stamboliyska R, Saminadin-Peter SS, Stephan W, Parsch J. Population transcriptomics of *Drosophila melanogaster* females. *BMC Genomics.* 2011;12:81.
3. Catalán A, Hutter S, Parsch J. Population and sex differences in *Drosophila melanogaster* brain gene expression. *BMC Genomics.* 2012;13:654.
4. Huylmans AK, Parsch J. Population- and sex-biased gene expression in the excretion organs of *Drosophila melanogaster*. *G3 (Bethesda).* 2014;4(12):2307-15.
5. Pool JE, Corbett-Detig RB, Sugino RP, Stevens KA, Cardeno CM, Crepeau MW, et al. Population Genomics of sub-saharan *Drosophila melanogaster*: African diversity and non-African admixture. *PLoS Genet.* 2012;8(12):e1003080.

6. Bainbridge SP, Bownes M. Staging the metamorphosis of *Drosophila melanogaster*. Journal of Embryology and Experimental Morphology. 1981;66(1):57.
7. Gramates LS, Marygold SJ, Santos GD, Urbano JM, Antonazzo G, Matthews BB, et al. FlyBase at 25: looking to the future. Nucleic Acids Res. 2017;45(D1):D663-D71.
8. Chen B, Zhang Y, Zhang X, Jia S, Chen S, Kang L. Genome-wide identification and developmental expression profiling of long noncoding RNAs during *Drosophila* metamorphosis. Sci Rep. 2016;6:23330.
9. Svetec N, Cridland JM, Zhao L, Begun DJ. The Adaptive Significance of Natural Genetic Variation in the DNA Damage Response of *Drosophila melanogaster*. PLoS Genet. 2016;12(3):e1005869.
10. Kryuchkova-Mostacci N, Robinson-Rechavi M. A benchmark of gene expression tissue-specificity metrics. Brief Bioinform. 2017;18(2):205-14.

How the deposited data were processed for this re-analysis (not part of the article)

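RNA of pooled larval fat bodies from a Dutch (NL) and a Zambian (ZI) population of Drosophila melanogaster had been sequenced at the early and late wandering larval stages and in prepupae, with 3 libraries for each of the 6 combinations of population and stage. The authors deposited whole-number counts per gene, without normalization, for these 18 libraries in a table of 16438 genes. According to the mapping and differential expression paragraphs of the paper's methods, the authors mapped paired-end reads of ribosome-depleted RNA with NextGenMap to the FlyBase transcriptome, discarded read pairs that mapped to different genes or transcripts and summed the counts over the transcripts of each gene. The deposited counts hold no filter on low values, and the replicates are not pooled. The table also gives a length in bases for each gene, and the authors do not state how it was set for genes with several transcripts. The paper does not state whether counting used the strand, so counts of genes that overlap on opposite strands cannot be told apart, and members of gene families with near-identical copies may share reads. Column totals of 30029493 to 33687433 in early, 22926726 to 28515174 in late and 14998610 to 30328600 in prepupal Dutch libraries, and of 29527977 to 37250385, 30714013 to 36029384 and 17830666 to 32532383 in Zambian libraries of the same stages, were taken as the depth.

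Genes with an average of at least 15 counts over the 18 libraries, the filter of the paper, were analysed, which kept 12460 genes. Genes were classed as lncRNA or protein-coding by the CR or CG number of the deposited table, with other noncoding types taken from RefSeq, and 5 of the 827 lncRNA genes are protein-coding in the Ensembl annotation. Names came from the Ensembl annotation of the fly genome, in which 16343 genes were found by gene identifier and 76 by CG or CR number, and 19 kept the number of the table. Calls were made with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the 6 combinations as a grouping factor and a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the F value. The same fit gave the populations within each stage, the stages within each population and the difference between populations in the change between stages, and an additive fit gave the genes associated with stage and with population. CPM values were TMM-normalized, with a prior count of 2 where log2 values were taken. TPM was computed from the counts and the length in the table, with a pseudocount of 0.1 on the log2 scale, and tau from the mean TPM of each stage. Principal components were taken from the 500 most variable genes after the variance stabilizing transformation of DESeq2 1.42.0. Means over genes per library were compared between 3 and 3 libraries by 2-sided exact permutation tests, whose smallest p is 0.1, and gene classes by 2-sided permutation tests across genes with 100000 resamples, whose smallest p is 1e-05, or by Fisher's exact test. Genes are not independent replicates in the tests across genes. Calculations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

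Before the data were examined, 34 lists were fixed: cytochrome P450, glutathione S-transferase, UDP-glycosyltransferase, fatty acid and triglyceride synthesis, lipolysis and fatty acid oxidation, Bomanins, antimicrobial peptides, Toll and Imd signalling, Turandot and Jak-Stat targets, ecdysone response, larval storage proteins and fat body products, insulin and TOR signalling, autophagy, Wnt, Hedgehog and Notch signalling, ion channels and neurotransmitter receptors, chemosensory receptors, ribosomal proteins, histones, the mitochondrial genome, the piRNA pathway, dynein heavy chains of sperm and cilia, and markers of female gonad, testis, the Y chromosome, gut, Malpighian tubule, muscle, hemocyte, neuron and glia, imaginal disc, salivary gland, cuticle and epidermis, trachea and oenocyte. The paper's enriched terms in the same libraries were known when the lists were fixed, so tests of lists close to them are not independent of its result. Each list was tested between the populations at each stage with fry and with camera in limma 3.58.1, at a preset correlation of 0.01 and at an estimated correlation, with Benjamini-Hochberg adjustment over 99 tests. Genes named in the text are all those the paper's main text names, the 10 genes with the largest absolute log2 fold change in each direction of each comparison among those past the threshold whose 3 libraries of one group all lie above the other 3 and whose mean CPM is at least 1 (or fewer, from the top), and from each list up to 4 called members with the largest absolute log2 fold change and the member with the highest mean count. Genes in S3 and S4 Tables and in part of S1 Data had been seen with the authors' fold changes when this rule was written.

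The alternatives tried were DESeq2 with its default settings (a likelihood ratio test for the interaction) and with a normal prior on fold changes, RLE and upper-quartile normalization, normalization from genes with a mean CPM of at least 10, no low-count filter, filterByExpr, a mean CPM of at least 1, an adjusted p under 0.01, the replicate number as a block, only the 6 libraries compared, all libraries thinned to the shallowest and each library left out in turn, besides other pseudocounts, units, gene classes and summaries for single results. Alternatives chosen after seeing the data were the median log2 TPM of the chemosensory receptor genes as a covariate, its subtraction from TPM, the counts with the normal prior and the fold changes of all called stages. Calls were tested on simulated data with the real genes, means and library sizes, where 70, 69 and 60 of 100 genes changed by 2-fold were called at the early, late and prepupal stages, 95, 98 and 94 of 100 changed by 4-fold, and 7.30%, 5.65% and 3.75% of the calls were false. Each simulated gene had 1 mean over all 18 libraries apart from these changes, as many up as down. The shares need not hold for the late comparison, where far more genes were called and the direction depended on the scaling. Left out were 3 columns of the table that belong to no sample of this comparison, the co-expression modules, for which no WGCNA software was available, and the paper's German strains, mapping bias, RNA interference and body weight data, which the table does not hold.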

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

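The tests of carried-over tissue RNA, of a program of the late Dutch stage and of the relation between background and position on the path were chosen only after the results were seen, as was the chemosensory receptor covariate. That covariate is the median of the receptor genes themselves, so a loss of their calls with it was built in. At the late stage it was higher in every Dutch than in every Zambian library. Late calls lost or turned with it therefore cannot tell background from a difference between the populations.

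At the late stage 11.9% of genes in Dutch and 27.7% in Zambian libraries lay at a TPM of 1 or less (exact permutation test, p = 0.2), a difference that did not pass and in which the libraries overlapped, with 23.5% in late Dutch replicate 1 and 19.3% in late Zambian replicate 1, and 38 of 97 chemosensory receptor genes, for taste and smell, were higher in the Dutch and 1 in the Zambian population (adjusted over the list alone, 47 and 1, fry FDR = 0.00952, adjusted p = 0.644 with an estimated correlation), a count that was 19 without late Dutch replicate 2 and 23 without late Dutch replicate 3 and 14 without late Zambian replicate 2 and 16 without late Zambian replicate 3, 43 with upper-quartile factors and 44 with factors from well-expressed genes, and 4 with the receptor covariate. Thinning all libraries to the shallowest left 96.9% of the difference in low genes, but TPM is scaled to the library total, so thinning could hardly shrink it. Counts without that scaling argue against sequencing depth. After thinning, 11593 genes averaged 15 counts in late Dutch and 9801 in late Zambian libraries. The late Dutch libraries were also the shallower, with totals of 22926726 to 28515174 against 30714013 to 36029384. A program of the late Dutch stage stays open, since 6 of the 15 libraries of other groups lay at or below the highest late Dutch library, but 1 without late Dutch replicate 1. Reads unrelated to expression, such as those of genomic DNA, may account for it and stay open, because the slope of log2 count on log2 length over 97 receptor genes was 0.584 ± 0.178 (standard error) in late Dutch libraries, between the bounds set for and against them, with 0.496 to 0.619 over the 6 groups. RNA of tissues near the fat body also stays open: the median late log2 fold change was 0.89 for the receptors, 0.60 for muscle markers, 0.58 for gut, 0.57 for neuron and glia, 0.30 for imaginal disc, 0.26 for trachea and -0.09 for hemocyte (those of gut, neuron and glia, disc and trachea turned negative with the covariate, and that of hemocytes positive with upper-quartile and well-expressed factors and with the covariate), the receptors lay 0.292 ± 0.137 above the highest of these (95% interval -0.111 to 0.375), and the abundant muscle genes *Mhc* and *Act57B* had 50.8 ± 13.7 and 40.5 ± 20.9 CPM (SD, n = 3) in Dutch against 13.6 ± 3.11 and 13.8 ± 3.64 (SD, n = 3) in Zambian libraries. Unlike the lists that turned negative, the muscle markers rose to a median of 1.04 with the covariate, and had 0.82 and 0.84 with upper-quartile and well-expressed factors. A difference between the populations in low expression itself stays among the open explanations, untested.

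Late libraries lay between early and prepupal ones, and among genes with a mean CPM of at least 10 that changed from early to prepupal the same way in both populations, 80.1% of the 937 called at the late stage had the Dutch population on the early side. That the late Dutch fat bodies were earlier in development stays open, since this held for 95.9% of the genes that rose but for 46.7% of those that fell, against 83.8% and 80.8% with upper-quartile normalization, 82.4% and 81.9% with factors from well-expressed genes and 76.8% and 96.5% with the receptor covariate. On a scale from early to prepupal, late Dutch libraries stood at 60.4 ± 14.1% (SD, n = 3) and late Zambian at 71.9 ± 6.33% (SD, n = 3; exact permutation test, p = 0.3). Background reads could shift these positions and stay open too: over the 6 late libraries, position and the median TPM of the receptors had Spearman's rho = -0.0857 (exact permutation test, p = 0.919; -0.6 to 0.1 when 1 library is left out) and Pearson's r = -0.0381 (exact permutation test, p = 0.946), or -0.418 without the 2 libraries farthest from the median of the receptors. A difference in developmental timing between the populations, and staging of the larvae, were not tested apart.

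Changes between stages differed between the populations by the interaction test for 433 genes over both intervals, for 980 from early to late (1613 in DESeq2) and for 184 from early to prepupal (250 in DESeq2), while from late to prepupal edgeR called 0 genes, with 2309 at an unadjusted p under 0.05 and 178 in DESeq2. Chance in the grouping of the libraries cannot be excluded for the 433 genes. Of 100 exchanges of populations within stages, the real one included, 4 gave as many (0.0400). The number of exchanges was raised after 3 of 41 (0.0732) and 3 of 61 (0.0492) had been seen, so the last share is no fair test. The highest other exchange called 2806 genes, several times the real count, and that structure of the samples can be population itself: this exchange moved all 3 Dutch libraries to the other side at the early and late stages and 2 of 3 in prepupae, and the other 2 exchanges above the real count, with 1471 and 614 genes, moved all 3 at the late stage and fewer at another, which turns a difference between populations into an interaction. Single libraries moved the count to 196 without early Dutch replicate 1, 1086 without late Dutch replicate 1, 242 without prepupal Dutch replicate 1, 150 without early Dutch replicate 2, 200 without late Dutch replicate 2, 1072 without early Dutch replicate 3, 206 without early Zambian replicate 1, 1035 without late Zambian replicate 1, 189 without early Zambian replicate 2, 250 without late Zambian replicate 2, 238 without prepupal Zambian replicate 2, 232 without late Zambian replicate 3, 278 without prepupal Zambian replicate 3. After thinning 351 genes and with the receptor covariate 343 genes had an interaction, without a count of how many were the same, and background reads as well as a real difference in developmental change may underlie the calls and stay open.

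The change of *Dlish* between stages differed between the populations, with an interaction at adjusted p = 0.0488 from edgeR, which did not pass without early Dutch replicate 1 or 2, prepupal Dutch replicate 1, late Dutch replicate 2, early Zambian replicate 1, 2 or 3, prepupal Zambian replicate 1, 2 or 3 or late Zambian replicate 2 or 3 (adjusted p = 0.0549 to 0.11) nor with upper-quartile factors, well-expressed factors, a mean CPM of at least 1 or the chemosensory-receptor covariate added later (adjusted p = 0.0514 to 0.0636). Lists outside the genes that the paper discusses also passed the rotation test fry. Of 13 Turandot and Jak-Stat genes of the stress response, 1 was higher in the Dutch and 4 in the Zambian population at the early stage (adjusted over the list alone, 1 and 6, fry FDR = 0.0261, adjusted p = 0.615 with an estimated correlation), among them *TotE* with a log2 fold change of -6.71 (adjusted p = 0.000892), and the Zambian number was 2 without early Dutch replicate 1, 2 or 3 or early Zambian replicate 1 or 3, and 2 with upper-quartile or well-expressed factors or the receptor covariate. Of 13 such genes, 0 were higher in the Dutch and 5 in the Zambian population at the late stage (adjusted over the list alone, 0 and 5, fry FDR = 0.0442, adjusted p = 0.644 with an estimated correlation), with *TotE* at -7.46 (adjusted p = 0.000275) and *TotB* at -2.12 (adjusted p = 0.00162), and the Zambian number was 3 without late Zambian replicate 1 and 3 with the receptor covariate. Of 13 genes of the mitochondrial genome, 4 were higher in the Dutch and 0 in the Zambian population at the early stage (adjusted over the list alone, 10 and 0, fry FDR = 0.0293, adjusted p = 0.644 with an estimated correlation), with *mt:ND2* at 0.81 (adjusted p = 0.00144) and *mt:ND1* at 0.61 (adjusted p = 0.0119), and the Dutch number was 7, 8 and 8 with upper-quartile factors, well-expressed factors and the receptor covariate. Of 26 genes of the piRNA pathway, which silences transposons, 1 was higher in the Dutch and 2 in the Zambian population at the early stage (adjusted over the list alone, 1 and 2, fry FDR = 0.0167, adjusted p = 0.615 with an estimated correlation), with *mael* at -3.56 (adjusted p = 7.12e-07), *papi* at -1.83 (adjusted p = 7.96e-07) and *nxf2* at 0.75 (adjusted p = 0.00312). Of 21 testis markers, 5 were higher in the Dutch and 0 in the Zambian population at the late stage (adjusted over the list alone, 5 and 0, fry FDR = 0.0261, adjusted p = 0.712 with an estimated correlation), with *S-Lap4* at 1.39 (adjusted p = 0.00992) and *aly* at 1.31 (adjusted p = 0.00678), a direction that turned to a median of -0.11 with the receptor covariate, and the Dutch number was 9 without late Dutch replicate 1 and 3 without late Dutch replicate 2 or late Zambian replicate 3 and 1 with the covariate. Of 17 muscle markers, 7 were higher in the Dutch and 0 in the Zambian population at the late stage (adjusted over the list alone, 9 and 0, fry FDR = 0.0198, adjusted p = 0.644 with an estimated correlation), with *Act87E* at 1.38 (adjusted p = 0.000278) and *bt* at 0.60 (adjusted p = 0.00314), and the Dutch number was 4 without late Zambian replicate 3, 12 with upper-quartile and 13 with well-expressed factors and 12 with the covariate. Of 18 markers of cuticle and epidermis, 3 were higher in the Dutch and 0 in the Zambian population at the late stage (adjusted over the list alone, 3 and 0, fry FDR = 0.022, adjusted p = 0.644 with an estimated correlation), with *Cpr11A* at 1.49 (adjusted p = 7.73e-05) and *Peritrophin-A* at 1.17 (adjusted p = 0.00605), and the Dutch number was 5 without late Dutch replicate 3, 5 with upper-quartile and 6 with well-expressed factors and 6 with the covariate.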

How the results depend on the processing

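Alternatives chosen after seeing the data were the receptor covariate, the subtraction of the receptor level, the counts with the normal prior of DESeq2 and the fold changes of all called stages, and the tests with them. All 43 results computed with RLE normalization and all 49 computed after thinning kept their direction and their side of the threshold, or, as counts, stayed within 1.5 times. Of the named genes, 13128 of 13742 alternative values kept both, 590 lost and 24 gained the threshold, and 0 turned. Depth limits the genes that can be tested, 10565 after thinning. All alternatives set beforehand were run, and except where a sentence below gives the construction, the cause was not tested.

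With an adjusted p under 0.01, where fewer genes pass by construction, 561 genes were called at the early, 1404 at the late, 335 at the prepupal and 1751 at any stage, 86 were higher in the Dutch and 40 in the Zambian population at all 3 stages, 95 had an interaction and 1070 an association with population, and 1161 in the Dutch and 793 in the Zambian population changed from late to prepupal. With only the 6 libraries compared, 1658 genes were called at the late stage, fewer than before, and 1017 at the prepupal stage, more than before. With the receptor covariate 1419 genes were called at the early, 1235 at the late, 1071 at the prepupal and 2541 at any stage, 65.6% of them at a single stage, and 3318 from early to late in the Dutch population. DESeq2 called 1069 genes with an interaction. The value of 1 minus rho was 0.329 from early to late with the covariate, 0.416 with Pearson's r and 0.355 over called genes, 0.236 from late to prepupal over called genes, and from early to prepupal 0.378 without a filter, 0.309 with filterByExpr, 0.128 with Pearson's r and 0.106 over called genes. The first components held 53.3% and 14.0% of the variance over all genes.

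Late lncRNA genes made up 15.5% of those higher in the Dutch population without a filter, 4.19% with the covariate and, for antisense lncRNA, 1.78%, these last below the share among all genes of the class, and 3.24% of those higher in the Zambian population at a mean CPM of at least 1. The mean absolute log2 fold change of genes higher in the Dutch minus the Zambian population was -0.172 at the late stage with the covariate. Late minus early it was -0.0143 with only the libraries compared and turned to 0.164 (permutation test across genes, p = 2e-05) with the covariate, and late minus prepupal 0.0986 with upper-quartile and 0.115 with well-expressed factors, 0.158 with only the libraries compared and 0.310 with the covariate. For lncRNA minus protein-coding genes higher in the Dutch population, it passed at an unadjusted p under 0.05 at the early stage with 0.298 with DESeq2, 0.274 with the normal prior, 0.292 and 0.290 with upper-quartile and well-expressed factors, 0.476 without a filter, 0.299 with filterByExpr, 0.290 with only the libraries compared and 0.298 with the covariate, did not pass at the late stage with 0.0654 at a mean CPM of at least 1, and passed in prepupae with 0.361, 0.374, 0.929, 0.541, 0.352, 0.368 and 0.313 with upper-quartile and well-expressed factors, no filter, filterByExpr, a mean CPM of at least 1, only the libraries compared and the covariate. For those higher in the Zambian population it did not pass at the late stage with 0.389 with the covariate, and passed in prepupae with 0.394 with the normal prior, 0.581 and 0.577 with upper-quartile and well-expressed factors, 0.594 without a filter, 0.471 with filterByExpr, 0.486 at a mean CPM of at least 1, 0.486 with only the libraries compared, 0.495 with the replicate number as a block and 0.506 with the covariate. The block moved no count of calls by more than 1.5 times and changed no other call, and the replicate numbers do not pair the libraries, since the deviations of Dutch and Zambian libraries of the same stage and number correlated at -0.408 to 0.445 and not every library correlated best with one of its own number.

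With the receptor level subtracted, the late mean log2 TPM differed by -0.0537 for lncRNA and -0.0819 for protein-coding genes and mean tau of protein-coding genes by 0.0389. At the late stage the subtraction took more from every Dutch than from every Zambian library by construction. At a CPM of 0.5 or less, the late share of low genes differed by -6.69 percentage points. Mean tau of lncRNA minus protein-coding genes passed in neither population in 2 settings, where it was 0.000862 in the Dutch and 0.0183 in the Zambian population at a mean CPM of at least 10, and -0.00622 and 0.00892 with CPM. With the preset correlation 27 of 99 list tests passed in camera, and 22 passed in fry. With an estimated correlation, whose median was 0.204, 0 of 99 passed in camera (8 at an unadjusted p under 0.05). The covariate turned the late medians of ion channels to -0.0831 and of testis markers to -0.110. Leaving out 1 library gave 1771 (without late Zambian replicate 2) to 4114 (without late Zambian replicate 1) for the late, 377 (without prepupal Dutch replicate 1) to 830 (without late Dutch replicate 1) for the prepupal and 2399 (without late Dutch replicate 2) to 4907 (without late Dutch replicate 1) for the calls at any stage, 51 (without prepupal Dutch replicate 1) to 115 (without late Dutch replicate 1) for genes higher in the Zambian population at all stages, 150 (without early Dutch replicate 2) to 1086 (without late Dutch replicate 1) for the interaction, 794 (without late Zambian replicate 2) to 2104 (without late Dutch replicate 1) from late to prepupal in the Zambian population and 12 (without early Dutch replicate 2) to 22 (without late Zambian replicate 1) for the list tests. Differences of mean absolute log2 fold change ranged from -0.0259 (without prepupal Zambian replicate 3) to 0.370 (without early Dutch replicate 2) for early minus prepupal, from 0.0403 (without early Dutch replicate 3) to 0.583 (without early Dutch replicate 2) for interaction minus no interaction, and for lncRNA minus protein-coding genes from 0.129 (without early Dutch replicate 2) to 0.403 (without early Dutch replicate 3) in early, 0.114 (without prepupal Dutch replicate 2) to 0.166 (without late Dutch replicate 2) in late and 0.203 (without prepupal Dutch replicate 1) to 0.384 (without late Dutch replicate 1) in prepupal genes higher in the Dutch and 0.204 (without prepupal Dutch replicate 3) to 0.678 (without late Dutch replicate 1) in prepupal genes higher in the Zambian population.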

Differences from the paper's values

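The receptor covariate, the subtraction of the receptor level and counts with the normal prior of DESeq2 were chosen only after the results were seen, as were the tests with them, and the other alternatives here were set before the data were examined. For the divergence of turnover, given in Table 2 as 1 minus a coefficient rho whose kind the paper does not name and computed here with Spearman's, the paper's value from early to late is 0.963 and the value here 0.636, and from early to prepupal the paper's value is 0.836 and the value here 0.225. A value of 1 minus rho was taken to differ when it lay farther from the paper's than the jackknife spread over left-out libraries, 0.194 from early to late and 0.0646 from early to prepupal, and a count when the larger was more than 1.5 times the smaller. None of the 32 alternatives, DESeq2, Pearson's r (0.416 and 0.128) and each left-out library among them, brought either within that distance of the paper's. From late to prepupal the paper's value is 1.021 and the value here 0.810. For genes with an interaction of stage and population, the paper's count is 1036 and the count here 433, at an adjusted p under 0.05 in both. The count fell within 1.5 times of the paper's under 4 alternatives, with 1069 with DESeq2, 1086 without late Dutch replicate 1, 1072 without early Dutch replicate 3, 1035 without late Zambian replicate 1, and did not under the other 24, among them RLE (382), upper-quartile (317) and well-expressed factors (340), no filter (402), filterByExpr (406), a mean CPM of at least 1 (455), the replicate block (397), thinning (351) and an adjusted p under 0.01 (95).

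The paper states that genes with an interaction changed less between populations than other called genes. Here their absolute log2 fold change, the largest over the called stages of a gene, was 1.28 ± 0.82 (SD, n = 432) against 0.92 ± 0.59 (SD, n = 3585; permutation test across genes, p = 1e-05, the smallest that 100000 resamples give). The difference kept its sign in every alternative, with an unadjusted p = 0.0756 (permutation test) without early Dutch replicate 3. An interaction is called more readily where a difference at some stage is large, so a larger value for these genes is in part built in. The paper compared a larger set from a likelihood ratio test and does not state how the stages of a gene were combined, so the measures may be unlike. It states that tau was higher in the Dutch population, and the means here were 0.360 and 0.341 for lncRNA (exact permutation test of libraries, p = 0.632) and 0.327 and 0.307 for protein-coding genes (exact permutation test of libraries, p = 0.517), where the paper's test took genes as replicates, as in its comparisons of TPM, and only the subtraction of the receptor level, chosen after seeing the values, gave a p under 0.05 for protein-coding genes (0.0375). It states a dearth of lncRNA among genes higher in the Zambian population at the early stage, where the share here was 4.81% against 6.64% of all genes (Fisher's exact test, adjusted p = 0.25), although the unadjusted p was under 0.05 with DESeq2 (4.19%), upper-quartile factors (3.89%), well-expressed factors (3.84%), no filter (5.43%), filterByExpr (5.77%), only the libraries compared (3.25%), with the normal prior (3.71%) and the receptor covariate (3.46%), both chosen after seeing the values, and without late Dutch replicate 1 (4.06%). It states that lncRNA genes higher in the Dutch population at the early stage changed more than protein-coding genes, and the difference here was 0.22 (permutation test, adjusted p = 0.101), with an unadjusted p under 0.05 with DESeq2 (0.298), upper-quartile factors (0.292), well-expressed factors (0.290), no filter (0.476), filterByExpr (0.299), only the libraries compared (0.290), with the normal prior (0.274) and the receptor covariate (0.298), the covariate chosen after seeing the values, and without late Dutch replicate 1 (0.316), early Dutch replicate 3 (0.403), late Dutch replicate 3 (0.255) and early Zambian replicate 3 (0.278). It treats the difference in magnitude between early and prepupal calls as marginal, and here it was 0.12 (permutation test, adjusted p = 0.00677), but 0.0167 without prepupal Dutch replicate 1, -0.00228 without prepupal Dutch replicate 2, 0.0178 without prepupal Dutch replicate 3, 0.0588 without prepupal Zambian replicate 1, 0.00232 without prepupal Zambian replicate 2, -0.0259 without prepupal Zambian replicate 3, none of them past the threshold. It states that late samples varied more within populations, and the mean SD here was 0.36, 0.38 and 0.35 in early, late and prepupal Dutch and 0.31, 0.36 and 0.33 in Zambian libraries. The late values were the highest but only 1.07 and 1.13 times the mean of the other stages. With single libraries left out these ratios ranged from 0.634 to 1.25 and from 0.883 to 1.32, so that order was not stable for this mean over all genes. The paper cites its principal components for the statement, an unlike measure. On the first component here, the late libraries of each population lay farther apart than those of its other stages.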

Other observations

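The tests with the receptor covariate were chosen only after the results were seen. Of 88 ribosomal protein genes, 1 rose and 83 fell from early larvae to prepupae in the Dutch and 1 rose and 73 fell in the Zambian population (1 and 83, and 2 and 77, adjusted over the list alone), with 43 without early Zambian replicate 3 and 46 without prepupal Zambian replicate 3 in the latter, among them *RpL4*, with log2 fold changes of -0.81 (adjusted p = 9.46e-05) and -0.64 (adjusted p = 0.00108), and *RpS15Ab* with -1.30 (adjusted p = 6.57e-06) and -0.99 (adjusted p = 0.000112). By the late stage 82 had fallen in the Dutch and 7 in the Zambian population (0 and 84, and 1 and 1, adjusted over the list alone), but the count depended on the scaling, with 6 in the Dutch under the receptor covariate and 74, 77 and 75 in the Zambian with upper-quartile factors, well-expressed factors and the covariate, and the Zambian count was 3 without early Zambian replicate 1 or 3 and 2 without late Zambian replicate 1. Of 23 autophagy genes, 8 rose from early to late in the Dutch and 17 in the Zambian population and 0 fell in either by edgeR (8 and 0, and 17 and 0, adjusted over the list alone, with 0 and 0 lower at an unadjusted p under 0.05 and 0 and 0 in DESeq2), in the same direction under every scaling, with 17, 16 and 15, and 16, 13 and 17, under those 3 settings, and the Dutch count was 14 without early Dutch replicate 2 or early Zambian replicate 3 and 13 without early Zambian replicate 2. The interaction test from early to late called 0 of 88 ribosomal protein genes in edgeR (18 at an unadjusted p under 0.05, 1 in DESeq2, 55 without late Dutch replicate 1, 14 without early Dutch replicate 3, 4 without late Zambian replicate 1), and 0 of 23 autophagy genes in edgeR (9 at an unadjusted p under 0.05, 3 in DESeq2, 3 without late Dutch replicate 1, 7 without early Dutch replicate 3, 1 without late Dutch replicate 3 or early Zambian replicate 3, 4 without late Zambian replicate 1). From early larvae to prepupae it called 0 of 88 ribosomal protein genes in edgeR (1 at an unadjusted p under 0.05, 0 in DESeq2, 1 without early Dutch replicate 3). *Atg7*, an activating enzyme of autophagosome formation, rose by 1.90 (standard error 0.22, adjusted p = 1.19e-06) and 2.77 (standard error 0.23, adjusted p = 7.9e-09), and *ref(2)P*, an autophagy receptor, by 0.51 (adjusted p = 0.0333) and 1.30 (adjusted p = 1.37e-05).

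From early larvae to prepupae, of 21 genes of lipolysis and fatty acid oxidation 1 rose and 14 fell in the Dutch and 0 rose and 13 fell in the Zambian population (1 and 15, and 0 and 13, adjusted over the list alone), and *Acox57D-d*, a peroxisomal acyl-CoA oxidase, had log2 fold changes of -3.58 (standard error 0.19, adjusted p = 1.23e-11) and -3.15 (standard error 0.19, adjusted p = 6.16e-11). Of 34 glutathione S-transferases 3 rose and 23 fell in the Dutch and 4 rose and 21 fell in the Zambian population (3 and 24, and 5 and 22, adjusted over the list alone), and of 81 cytochrome P450 genes 2 rose and 37 fell in the Dutch and 2 rose and 34 fell in the Zambian population from late larvae to prepupae (2 and 42, and 3 and 36, adjusted over the list alone), all with the same sign of the median under each scaling. Of 30 storage proteins and fat body products 8 rose and 15 fell in the Dutch and 7 rose and 16 fell in the Zambian population over the first of these intervals (8 and 17, and 7 and 16, adjusted over the list alone), with the ferritin chain *Fer1HCH* at 1.39 (adjusted p = 1.81e-08) and 1.66 (adjusted p = 2.4e-09) and the glucosidase-like *tobi* at -3.08 (adjusted p = 8.66e-11) and -3.04 (adjusted p = 1.35e-10). *PPO1* and *PPO2*, prophenoloxidases of crystal cells, had -1.80 (adjusted p = 1.55e-05) and -1.91 (adjusted p = 2.93e-07) in the Dutch and -3.65 (adjusted p = 5.61e-09) and -3.29 (adjusted p = 5.86e-10) in the Zambian population. The interaction test of the same intervals called 0 of 21 lipolysis and oxidation genes in edgeR (5 at an unadjusted p under 0.05, 0 in DESeq2, 3 without late Dutch replicate 1, 1 without early Dutch replicate 3); 4 of 34 glutathione S-transferases in edgeR (14 at an unadjusted p under 0.05, 6 in DESeq2, 9 without late Dutch replicate 1, 7 without early Dutch replicate 3); 0 of 81 cytochrome P450 genes in edgeR (18 at an unadjusted p under 0.05, 3 in DESeq2, 1 without late Dutch replicate 1 or 3); and 2 of 30 storage proteins and products in edgeR (5 at an unadjusted p under 0.05, 3 in DESeq2, 0 without prepupal Dutch replicate 1, 1 without early Dutch replicate 2, prepupal Zambian replicate 1 or 2 or early Zambian replicate 2). With upper-quartile factors, well-expressed factors and the receptor covariate, the interaction numbers were 1, 1 and 2 for lipolysis and oxidation and 7, 7 and 7 for glutathione S-transferases. They were 1, 0 and 2 for cytochrome P450 genes and 3, 3 and 3 for storage proteins and products. These counts do not compare a list with other genes.

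Of 9 dynein heavy chain genes of sperm and cilia, 8 were higher in the Dutch and 0 in the Zambian population at the late stage (adjusted over the list alone, 9 and 0, fry FDR = 0.00797, adjusted p = 0.615 with an estimated correlation), with *CG9068* at 1.17 (adjusted p = 0.0145) and *Dhc36C* at 0.88 (adjusted p = 0.00938), of which *CG9068* had 0.81, adjusted p = 0.118, without late Dutch replicate 2 and 0.99, adjusted p = 0.0705, without late Zambian replicate 2, and *Dhc36C* had 0.74, adjusted p = 0.0537, without late Zambian replicate 2, and the Dutch count was 5 without late Dutch replicate 2 or late Zambian replicate 3 and 3 without late Zambian replicate 2 and 1 with the receptor covariate. None of the 12 Y-linked markers passed the filter, with 0 genes analysed. For lists that fry did not call, the numbers higher in the Dutch and in the Zambian population at the early, late and prepupal stages by edgeR were as follows. They were, of 30 storage proteins and fat body products, 2 and 3, 4 and 7 and 3 and 2 (3 and 3, 4 and 7 and 6 and 2 adjusted over the list alone, fry FDR = 0.777, 0.657 and 0.544), and of 23 autophagy genes, 0 and 0, 1 and 5 and 0 and 0 (0 and 0, 1 and 7 and 0 and 0 adjusted over the list alone, fry FDR = 0.53, 0.081 and 0.951). Of 21 genes of lipolysis and fatty acid oxidation, 1 and 0, 1 and 3 and 0 and 0 (1 and 0, 1 and 2 and 0 and 0 adjusted over the list alone, fry FDR = 0.672, 0.826 and 0.53), and of 88 ribosomal protein genes, 0 and 1, 0 and 6 and 0 and 1 (0 and 1, 0 and 3 and 0 and 1 adjusted over the list alone, fry FDR = 0.647, 0.195 and 0.734). Of 39 histone genes, which may share reads, 2 and 0, 3 and 10 and 3 and 0 (2 and 0, 3 and 15 and 5 and 0 adjusted over the list alone, fry FDR = 0.461, 0.275 and 0.359), and of 27 gut markers, 3 and 3, 5 and 5 and 2 and 3 (4 and 4, 6 and 5 and 4 and 3 adjusted over the list alone, fry FDR = 0.826, 0.187 and 0.522). Of 9 Malpighian tubule markers, 0 and 0, 2 and 1 and 0 and 0 (0 and 0, 2 and 1 and 0 and 0 adjusted over the list alone, fry FDR = 0.657, 0.0546 and 0.45), and of 17 hemocyte markers, 1 and 0, 3 and 2 and 4 and 1 (1 and 0, 3 and 2 and 4 and 2 adjusted over the list alone, fry FDR = 0.841, 0.947 and 0.158). Of 15 neuron and glia markers, 0 and 1, 4 and 2 and 0 and 1 (0 and 0, 6 and 2 and 1 and 1 adjusted over the list alone, fry FDR = 0.506, 0.0586 and 0.908), and of 17 imaginal disc markers, 0 and 0, 0 and 0 and 0 and 0 (0 and 0, 0 and 0 and 0 and 0 adjusted over the list alone, fry FDR = 0.734, 0.533 and 0.824). Of 12 salivary gland markers, 0 and 0, 0 and 2 and 0 and 0 (0 and 0, 0 and 2 and 0 and 0 adjusted over the list alone, fry FDR = 0.228, 0.169 and 0.959), of 9 tracheal markers, 0 and 0, 2 and 2 and 0 and 0 (0 and 0, 2 and 2 and 0 and 0 adjusted over the list alone, fry FDR = 0.077, 0.453 and 0.461), and of 5 oenocyte markers, 0 and 0, 0 and 1 and 0 and 0 (1 and 0, 0 and 1 and 0 and 2 adjusted over the list alone, fry FDR = 0.657, 0.91 and 0.187). Where edgeR called 0 genes in either population, the numbers at an unadjusted p under 0.05, and in DESeq2 in parentheses, were for autophagy 1 and 0 and 1 and 1 (0 and 0 and 0 and 0) at the early and prepupal stages, for lipolysis 2 and 7 (0 and 0) at the prepupal stage, for Malpighian tubule 0 and 1 and 0 and 0 (0 and 0 and 0 and 0) at the early and prepupal stages and for imaginal disc 2 and 3, 2 and 1 and 0 and 0 (0 and 0, 0 and 0 and 0 and 0) at the early, late and prepupal stages. They were for salivary gland 0 and 2 and 1 and 0 (0 and 0 and 0 and 0) at the early and prepupal stages, for trachea 0 and 2 and 0 and 1 (0 and 0 and 0 and 0) at the early and prepupal stages and for oenocyte 1 and 2 and 0 and 2 (0 and 0 and 0 and 0) at the early and prepupal stages. With upper-quartile factors, well-expressed factors and the receptor covariate, the late numbers were 6 and 4, 6 and 4, and 7 and 2 for storage proteins, 1 and 1, 2 and 1, and 1 and 0 for autophagy, 4 and 1, 4 and 1, and 5 and 0 for lipolysis, 0 and 5, 0 and 5, and 10 and 0 for ribosomal proteins, 4 and 1, 4 and 1, and 2 and 1 for histones, 6 and 3, 6 and 3, and 2 and 2 for gut, 2 and 0, 2 and 0, and 0 and 0 for Malpighian tubule, 4 and 1, 4 and 1, and 3 and 0 for hemocyte, 5 and 2, 7 and 2, and 1 and 1 for neuron and glia, 1 and 0, 1 and 0, and 0 and 1 for imaginal disc, 1 and 1, 1 and 1, and 0 and 0 for salivary gland, 3 and 1, 3 and 1, and 0 and 1 for trachea and 1 and 1, 2 and 1, and 1 and 0 for oenocyte markers, and the prepupal ones 5 and 2, 5 and 2, and 7 and 2 for storage proteins, 0 and 6, 0 and 6, and 0 and 7 for lipolysis, 0 and 4, 0 and 4, and 0 and 4 for ribosomal proteins and 5 and 0, 5 and 0, and 5 and 0 for histones. In these settings the sign of the late median turned for storage proteins, lipolysis and hemocyte markers in all 3 and for autophagy, ribosomal proteins and the markers of gut, neuron and glia, imaginal disc and trachea with the covariate. Where a late count moved by more than 1.5 times without 1 library, the number higher in the Zambian population was, for ribosomal proteins, 52 without late Dutch replicate 1 and 2 without late Dutch replicate 2 and 3 without late Dutch replicate 3 or late Zambian replicate 2 or 3 and 24 without late Zambian replicate 1, for autophagy, 3 without early Dutch replicate 1 or early Zambian replicate 2 and 2 without late Dutch replicate 1 and 0 without late Dutch replicate 2 or late Zambian replicate 3 and 1 without late Zambian replicate 2, and for histones, 6 without early Dutch replicate 1 and 5 without late Dutch replicate 1 and 2 without late Dutch replicate 2 or late Zambian replicate 3 and 4 without late Dutch replicate 3 or early Zambian replicate 2 and 1 without late Zambian replicate 2, and the number of neuron and glia markers higher in the Dutch population was 8 without late Dutch replicate 1 or late Zambian replicate 1 and 2 without late Dutch replicate 2 or late Zambian replicate 2.

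Other tests of lists that were not called at that stage gave, at the early stage, a fry FDR of 0.506 for ecdysone response, 0.453 for insulin and TOR, 0.28 for Wnt, Hedgehog and Notch, 0.763 for chemosensory receptors, 0.18 for Toll and Imd, 0.378 for antimicrobial peptides, 0.522 for ion channels, 0.951 for dyneins, 0.908 for testis, 0.187 for muscle and 0.0718 for cuticle markers. In prepupae it was 0.948, 0.734, 0.608, 0.782, 0.888, 0.53, 0.888, 0.359, 0.826, 0.118 and 0.868 for the same lists, 0.115 for Turandot genes, 0.453 for the mitochondrial genome and 0.357 for the piRNA pathway. At the late stage it was 0.228 for antimicrobial peptides, 0.777 for the mitochondrial genome and 0.991 for the piRNA pathway. The female gonad markers, of which *mael* is also in the piRNA list, had 0 and 1 of 12 at the early stage (adjusted over the list alone, 0 and 1, fry FDR = 0.022, adjusted p = 0.615 with an estimated correlation), and a fry FDR of 0.951 at the late and 0.908 at the prepupal stage.

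Other groupings of the libraries were counted for each comparison. With 3 libraries against 3 there are 10 groupings, too few for a share under 0.05, and the real count against the highest other was 938 against 0 for the populations at the early, 3463 against 914 at the late and 592 against 0 at the prepupal stage, and 5180 against 1, 1885 against 0 and 5670 against 1 for early to late, late to prepupal and early to prepupal in the Dutch and 4439 against 0, 1536 against 1 and 5132 against 0 in the Zambian population, 1 grouping, the real one, being as large in each. Over 100 exchanges of populations within stages, chance in the grouping of the libraries can be excluded for the genes called at any stage (4017 against 4018, with 2 as large). There the highest exchange moved all 3 Dutch libraries to the other side at the early and late stages and so kept the real grouping. The number of exchanges had been raised after values were seen, and the share as large was 0.0488 with 41, 0.0328 with 61 and 0.0200 with 100. Chance in the grouping of the libraries can also be excluded for genes higher in the Dutch (147 against 0) or Zambian population (89 against 0) at all 3 stages, and for genes associated with population (1836 against 1340). Over as many exchanges of stages within populations, it can be excluded for genes associated with stage (5987 against 3). The 3 libraries of a group pool the same strains, so no exchange of libraries can exclude chance in which strains were sampled.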
